# MLL-fusion-driven leukemia requires SETD2 to safeguard genomic integrity

**DOI:** 10.1038/s41467-018-04329-y

**Published:** 2018-05-18

**Authors:** Anna Skucha, Jessica Ebner, Johannes Schmöllerl, Mareike Roth, Thomas Eder, Adrián César-Razquin, Alexey Stukalov, Sarah Vittori, Matthias Muhar, Bin Lu, Martin Aichinger, Julian Jude, André C. Müller, Balázs Győrffy, Christopher R. Vakoc, Peter Valent, Keiryn L. Bennett, Johannes Zuber, Giulio Superti-Furga, Florian Grebien

## Abstract

MLL-fusions represent a large group of leukemia drivers, whose diversity originates from the vast molecular heterogeneity of C-terminal fusion partners of MLL. While studies of selected MLL-fusions have revealed critical molecular pathways, unifying mechanisms across all MLL-fusions remain poorly understood. We present the first comprehensive survey of protein–protein interactions of seven distantly related MLL-fusion proteins. Functional investigation of 128 conserved MLL-fusion-interactors identifies a specific role for the lysine methyltransferase SETD2 in MLL-leukemia. SETD2 loss causes growth arrest and differentiation of AML cells, and leads to increased DNA damage. In addition to its role in H3K36 tri-methylation, SETD2 is required to maintain high H3K79 di-methylation and MLL-AF9-binding to critical target genes, such as *Hoxa9*. SETD2 loss synergizes with pharmacologic inhibition of the H3K79 methyltransferase DOT1L to induce DNA damage, growth arrest, differentiation, and apoptosis. These results uncover a dependency for SETD2 during MLL-leukemogenesis, revealing a novel actionable vulnerability in this disease.

## Abstract (web summary)

In leukemia, diverse fusion proteins involving the MLL gene can drive oncogenic activity. Here, the authors describe a dependency of MLL-leukemia cells on the methyltransferase SETD2 to maintain genomic integrity during leukemia initiation and maintenance.

## Introduction

Leukemia-associated fusion proteins serve as a paradigm for modern cancer research, as the molecular machineries that provide their functional cellular context have emerged as amenable to targeted molecular approaches^1,2^. Families of related leukemia fusion proteins that share genomic and biological properties represent unique opportunities to study how the combination of distinct functional protein modules can drive oncogenic transformation. The largest family of “multi-partner translocations” in acute leukemia comprises fusions involving the product of the *KMT2A* (*MLL)* gene. MLL-fusion proteins are found in acute lymphoblastic leukemia (ALL) and acute myeloid leukemia (AML) and are often associated with adverse prognosis, particularly in pediatric patients^3^. Expression of MLL-fusions enhances proliferation and blocks myeloid differentiation of hematopoietic progenitor cells, leading to their pathological accumulation. In line, many MLL-fusions can act as potent oncogenes in cell line models and animal models of leukemia^4^.

In leukemia, the MLL N-terminus takes part in >120 different translocations, resulting in the generation of MLL-fusion proteins encompassing more than 75 different partner genes^5^. It has therefore been proposed that the oncogenic activity of MLL-fusion proteins depends on chromatin targeting functions exerted by the MLL N-terminus in combination with other functional properties encoded by the fusion partners^6^. Several regions in the MLL N-terminus are critical for the activity of MLL-fusions. For instance, the CxxC-domain is essential for DNA binding of MLL-fusion proteins^7^. Furthermore, the MLL-interacting protein Menin links MLL-fusion proteins with LEDGF, and the H3K36me3-binding PWWP domain of LEDGF is critical for the function of MLL-fusions^8^. In fact, a direct fusion of the LEDGF PWWP domain to MLL was able to replace Menin altogether^9^.

Numerous studies have established strong links between the molecular function of the fusion partner and the mechanistic basis of oncogenic transformation in MLL-fusion-induced leukemogenesis^4^. Pioneering biochemical experiments have shown that several fusion partners of MLL, such as AF4, AF9, and ENL are members of the DOT1L complex (DotCom) and the super-elongation complex (SEC)^10–13^, which are both involved in transcriptional control. As the SEC can regulate the transcriptional activity of RNA polymerase II, it was hypothesized that these MLL-fusions induce aberrant regulation of transcriptional elongation on MLL-target genes^14^.

A large number of factors was shown to influence the oncogenic properties of MLL-fusions, including signaling proteins^15–17^, epigenetic modulators^18–21^, and transcription factors^22–24^, as well as the wild-type MLL protein^25^. However, it is unclear whether these molecular mechanisms pertain to the entire family of MLL-fusions or if they specifically affect the leukemogenicity of isolated MLL-fusion proteins. In fact, specific molecular mechanisms of oncogenic transformation were postulated to prevail for selected MLL-fusions. For instance, inhibition of the arginine methyltransferase PRMT1 was shown to reduce the leukemic potential of several oncogenic fusion proteins, including MLL-EEN and MLL-GAS7, but not MLL-AF9, MLL-AF10, or MLL-ENL^26,27^. Furthermore, the enzymatic activity of CBP was shown to be required for leukemogenic activity of fusions of MLL with the histone acetyltransferase CREBBP^28,29^. Finally, dimerization might play an important role in nuclear translocation and oncogenic transformation in fusions of MLL to the cytoplasmic partner proteins GAS7 and AF1p, yet the underlying molecular mechanism is unclear^30,31^.

Here, we set out to survey the molecular composition of a diverse subset of distantly related MLL-fusion protein complexes to characterize their unique and common properties, and to reveal possible actionable vulnerabilities that are based on specific molecular mechanisms shared by MLL-fusions. We identify the methyltransferase SETD2 as an interactor of all MLL-fusion proteins. shRNA-mediated and CRISPR/Cas9-mediated loss of SETD2 leads to growth arrest and differentiation of MLL-fusion-expressing cells in vitro and in vivo. Moreover, we show that loss of SETD2 is associated with increased DNA damage. SETD2 loss disrupts a H3K36me3-H3K79me2 signature on MLL-target genes and sensitizes MLL-AML cells to pharmacologic inhibition of the known MLL-fusion protein effector DOT1L. In summary, we describe a novel dependency for SETD2 in the initiation and maintenance of MLL-rearranged leukemia, highlighting a novel vulnerability in this disease.

## Results

### Functional proteomic survey of MLL-fusion proteins

Reasoning that critical effectors might be enriched among the physical interaction partners of distantly related MLL-fusion proteins, we undertook an unbiased survey of the protein–protein interactions of MLL-fusion proteins in leukemia cells. Using FRT/Flp-mediated locus-specific cassette exchange, we generated isogenic Jurkat leukemia cell lines allowing for Doxycycline (Dox)-inducible, single-copy expression of affinity-tagged variants of seven MLL-fusions that were previously proposed to employ different molecular mechanisms of oncogenic transformation (MLL-AF1p, MLL-AF4, MLL-AF9, MLL-CBP, MLL-EEN, MLL-ENL, MLL-GAS7, Fig. 1a, b and Supplementary Fig. 1a-c). Subcellular fractionation revealed that all selected MLL-fusion proteins localized to the nucleus (Supplementary Fig. 1d) and were capable of inducing expression of the MLL-fusion-target genes *HOXA5*, *HOXA9*, *HOXA10*, and *MEIS1* (Fig. 1c).

**Fig. 1:**
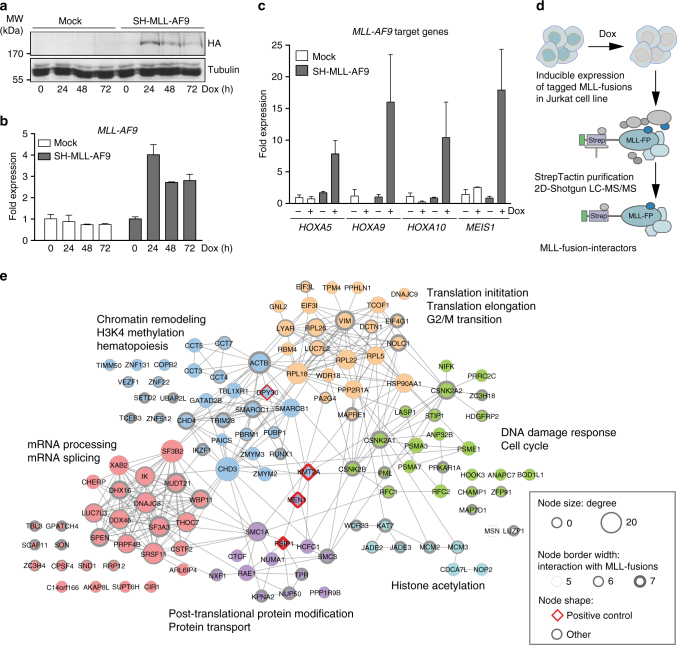
Functional proteomic survey of the MLL-fusion interactome. Cells expressing Strep-HA (SH)-tagged MLL-AF9 or mock-transfected cells were treated with Dox for the indicated time points and transgene expression was monitored by immunoblotting (**a**) and qPCR (**b**) (means ± s.d. *n* = 3). **c** SH-MLL-AF9-expressing cells were treated with Dox for 24 h and the expression of indicated MLL-target genes was measured by qPCR (mean ± s.d. *n* = 3). **d** Schematic illustration of the strategy of affinity purification of protein complexes associated with MLL-fusion proteins from nuclear lysates of cell lines expressing affinity-tagged MLL-fusion proteins. **e** Gene ontology (GO) enrichment of six distinct protein communities among the core 128 interactors shared by at least 5 of 7 MLL-fusion proteins

Protein complexes around MLL-fusion proteins were purified from nuclear lysates of cell lines expressing seven distinct MLL-fusions (Fig. 1d and Supplementary Fig. 2a). Purifications were analyzed by LC-MS/MS using both one-dimensional and two-dimensional gel-free proteomic approaches, recovering 4600 proteins in total, engaging in 15,094 putative interactions (Fig. 1e and Supplementary Fig. 2b)^32–34^. *p*-value-based filtering for the 300 most significant interactions per MLL-fusion resulted in a network of 960 high-confidence cellular proteins (Supplementary Fig. 2b). Validation of the network confirmed previously reported interactions of MLL-fusions with protein complexes important for transcriptional control and epigenetic regulation, including the PAF complex, the SWI/SNF complex, and Polycomb Repressor Complex 1 (Supplementary Fig. 2c)^12,35–37^. The network also revealed abundant unique interaction partners of all MLL-fusion proteins, indicating that distinct MLL-fusions can engage specific molecular pathways. 406 proteins in the network (42.3%) co-purified with more than one MLL-fusion protein, while 128 proteins (13.3%) interacted with at least five of the seven MLL-fusions (Supplementary Fig. 2b), indicating a strong degree of topological conservation within the MLL-interaction network. Further analysis of the 128 conserved partners of MLL-fusion proteins revealed six distinct protein communities (*p* < 0.01; Supplementary Table 1), whose annotation retrieved molecular functions that are highly relevant to the biology of MLL-fusion proteins, including chromatin remodeling, transcriptional elongation, and hematopoiesis (Fig. 1e). Interestingly, protein families that had not been reported to interact with MLL-fusion proteins before were also identified, such as factors involved in DNA-repair, RNA splicing, and RNA transport.

In summary, our comprehensive analysis and validation of the cellular interaction networks shows that distinct MLL-fusion proteins engage in a high number of direct, as well as indirect protein–protein interactions. Structurally different MLL-fusion proteins share 128 conserved interaction partners, which are enriched in six functional communities that are highly relevant for the biology of MLL-fusion proteins.

### shRNA screen identifies SETD2 as an effector of MLL-fusions

As our primary validation reduced the number of potential critical effectors in the network of MLL-fusion protein-interactors from 960 to 128, we next aimed to further narrow down the circle of candidate proteins using sequential functional genomic approaches (Fig. 2a). To systematically investigate the functional contribution of the conserved 128 MLL-interaction partners to MLL-fusion-dependent leukemia, we devised a shRNA screen in the human MLL-AF9-expressing AML cell line MOLM-13. In the system used by us, transcriptional coupling of fluorescent reporter proteins to shRNA expression upon Dox-induction allows for dynamic monitoring of competing growth kinetics in mixed cell populations expressing experimental shRNAs (GFP) vs. non-targeting control shRNAs (sh*Ren*.713, dsRed, Fig. 2b). While expression of a control shRNA did not differentially affect cell proliferation in mixed populations over time, strong shRNA-induced negative selection of GFP-positive cells was observed upon targeting of *MEN1*, an interaction partner of all seven investigated MLL-fusion proteins with a well-known function in MLL-fusion-induced leukemogenesis^38^ (Fig. 2b, bottom). We used this setup to systematically test the effects of 128 shRNA-pools targeting conserved MLL-fusion interaction partners on AML cell growth. Relative depletion of all shRNA-pools was normalized to a negative-control shRNA (sh*Ren*.713) and to a strong growth inhibitory positive-control shRNA (sh*Myb*.670)^22^. As the read-out of this screen is inhibition of proliferation, we would expect that essential genes would be enriched among the strongest hits. Indeed, scoring of shRNA-induced effects upon knockdown of all 128 MLL-fusion interactors revealed a strong positive correlation between growth inhibition and reported gene essentiality (Fig. 2c)^39–42^. However, as we intended to identify proteins with MLL-fusion-specific roles in the network, we reasoned that their loss-of-function might preferably affect the viability of MLL-fusion-expressing leukemia cells. Thus, we re-screened the 40 candidate genes with the highest confidence in MLL-AF9-expressing MOLM-13 cells and in the MLL-wild-type leukemia cell lines K562 and HL-60. As expected, knockdown of MLL-interactors with known essential functions, such as *RFC1*, *SF3A3*, or *CCT3*, led to growth inhibition in both MLL-fusion cells and MLL-wild-type leukemia cells (Fig. 2d). In contrast, depletion of the known MLL-interaction partner *MEN1* selectively inhibited growth of MLL-fusion cells while sparing MLL-wild-type cells, proving the validity of the chosen strategy.

**Fig. 2:**
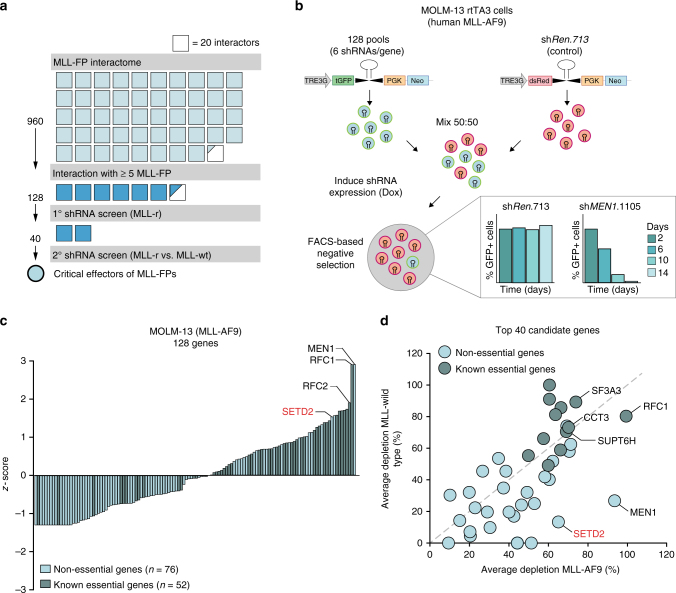
shRNA screen identifies SETD2 as a critical effector of MLL-fusions. **a** Schematic representation of the filtering strategy. Affinity purification coupled to mass spectrometry identified 960 candidate genes (top 300 interactors per bait, ranked by *p*-value) to interact with at least one of seven selected MLL-fusion proteins. 128 proteins interacted with ≥5 of seven MLL-fusions. 40 candidate genes were screened in MLL-rearranged vs. MLL-wild-type cell lines. Each square corresponds to 20 interactors. **b** Schematic outline of retroviral vectors and experimental design of the FACS-based negative selection RNAi screen. Competitive proliferation assays were set up by mixing cells in a 50:50 ratio (experimental-GFP vs. control-dsRed) and cultivation in the presence of Dox. The relative ratio of GFP-positive vs. dsRed-positive cells was monitored by flow cytometry over 14 days. Bar graphs (bottom) represent the performance of positive (sh*MEN1*.1105) and negative (sh*Ren*.713) controls shown as percentage of GFP+ cells over time. **c** Summary of RNAi screening data in the MOLM-13 cell line. Positive and negative *z*-scores correspond to candidate genes with stronger and weaker depletion phenotypes. Gene essentiality was assigned based on published datasets. **d** Average depletion values obtained from two subsequent RNAi screens performed in the MLL-AF9-expressing MOLM-13 cell line are plotted against mean depletion values from counterscreens performed in two MLL-wild-type cell lines (K562 and HL-60)

Knockdown of the gene encoding the H3K36me3-specific methyltransferase *SETD2* showed a strong bias towards inhibition of proliferation of MLL-fusion-expressing cells, while causing negligible cell depletion in K562 and HL-60 cells, suggesting an MLL-fusion-specific function (Fig. 2d, Supplementary Fig. 3a). SETD2 was one of 42 core proteins that interacted with all seven MLL-fusions, as it co-purified with MLL-fusion proteins in all affinity-purification experiments with significant peptide coverage (Supplementary Fig. 3b). Consistently, co-immunoprecipitation experiments showed that this interaction involved the N-terminal part of MLL, which is conserved in all MLL-fusion proteins studied, and the C-terminus of SETD2, which encompasses all annotated functional domains of the SETD2 protein (Supplementary Fig. 3c). *SETD2* expression was higher in AML samples than in normal hematopoietic stem and progenitor cell types and mature myeloid cells^43^ (Supplementary Fig. 3d). *SETD2* expression was highest in patients with 11q23 aberrations featuring MLL-translocations, as compared to samples with normal karyotype AML or myelodysplastic syndrome (Supplementary Fig. 3e).

Thus, we identified the methyltransferase *SETD2* as a selective effector of MLL-AF9 AML cells through functional genomic investigation of conserved interaction partners of MLL-fusion proteins.

### SETD2 is essential for MLL-fusion-expressing cells

We next aimed at validating the shRNA screen results at the level of individual shRNAs. Expression of all six *SETD2*-targeting shRNAs induced strong growth inhibition in MOLM-13 cells, in line with significant downregulation of *SETD2* mRNA (Fig. 3a, b). As *SETD2* is the only protein known to mediate tri-methylation of H3K36^44^, we investigated the effect of *SETD2* downregulation on total cellular H3K36me3 levels. The three strongest *SETD2*-targeting shRNAs caused near-complete clearance of global H3K36me3 signals (Fig. 3c). Importantly, growth inhibition was not generally associated with H3K36me3 loss, as we did not observe changes in global H3K36me3 levels upon downregulation of *MLL* and *MYB*, which strongly affected proliferation of MLL-AF9 AML cells (Fig. 3c).

**Fig. 3:**
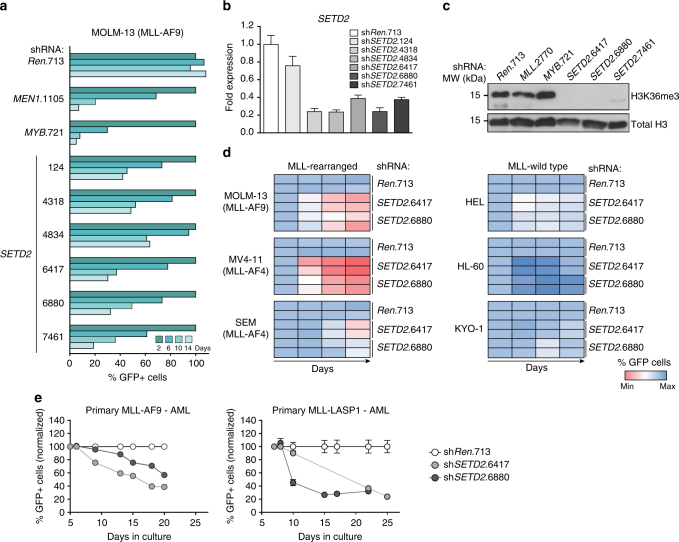
SETD2 is required for proliferation of MLL-leukemia cells. **a** Results of FACS-based competitive proliferation assay shown as the percentage of GFP-positive MOLM-13 cells expressing individual *SETD2*-targeting shRNAs in the presence of Dox over 14 days. One representative experiment of four is shown. **b** qPCR analysis of *SETD2* mRNA levels in MOLM-13 cells expressing indicated shRNAs after 48 h of Dox treatment (mean ± s.d. *n* = 3). **c** Western blot analysis of H3K36me3 levels in MOLM-13 cells expressing indicated shRNAs after 72 h of Dox treatment. **d** Heatmap representation of competitive proliferation assays performed in human cell lines harboring MLL rearrangements (left) vs. MLL-wild-type cells (right) expressing indicated shRNAs targeting *SETD2* as described in **a**. Representative results of two out of three experiments are shown. **e** Time course of GFP expression of primary human AML cells from patients expressing *MLL-AF9* and *MLL-LASP1* fusion genes expressing indicated shRNAs (mean ± s.d. *n* = 3)

As our screening data indicate that *SETD2* knockdown selectively inhibits the proliferation of MLL-fusion-expressing cells, we sought to extend this observation to a larger panel of human leukemia cell lines. In addition to MOLM-13 cells also the MLL-AF4-expressing cell lines MV4-11 and SEM showed significant anti-proliferative responses and induction of apoptosis upon *SETD2* knockdown (Fig. 3d, left, and Supplementary Fig. 4a-c). In contrast, *SETD2* downregulation in the MLL-wild-type cell lines HEL, HL-60, and KYO-1 only marginally affected proliferation (Fig. 3d, right, Supplementary Fig. 4c). *SETD2* knockdown resulted in a strong proliferative disadvantage in primary human AML cells from patients expressing *MLL-AF9* and *MLL-LASP1* fusion genes (Fig. 3e).

Taken together, downregulation of *SETD2* caused a strong anti-proliferative response in primary human AML cells and cell lines expressing various MLL-fusion genes, suggesting a requirement for *SETD2* in the oncogenic context of MLL-fusion proteins.

### MLL-target genes exhibit high H3K36me3 levels

To investigate the relationship between SETD2 and MLL-fusions we profiled the global distribution of the SETD2-dependent H3K36me3 mark in a mouse AML cell line expressing *MLL-AF9* and activated *Nras* (G12D)^22^ using ChIP-Rx^45^. As expected, H3K36me3 was present on gene bodies of expressed genes. We found that MLL-AF9 target genes^22^ displayed significantly higher H3K36me3 levels than non-MLL-target genes (Fig. 4a, top). In line with previous data, MLL-fusion target genes were also highly positive for the DOT1L-dependent H3K79me2 mark^21^ (Fig. 4a, bottom), and the global levels of H3K36me3 and H3K79me2 modifications showed a strong positive correlation in mouse *MLL-AF9*/*Nras*G12D cells (Fig. 4b). However, while only 42% of non-MLL-target genes were highly positive for both marks, 76% of MLL-target genes displayed a combined H3K36me3/H3K79me2-high signature (Fig. 4c, d, and Supplementary Fig. 5). As MLL-fusion-binding was shown to correlate with H3K79me2 on MLL-target genes^21^ and depend on recognition of H3K36me3 marks^9^, these data suggest that the SETD2-dependent H3K36me3 modification is part of an epigenetic signature that marks target genes of MLL-fusion proteins together with H3K79me2.

**Fig. 4:**
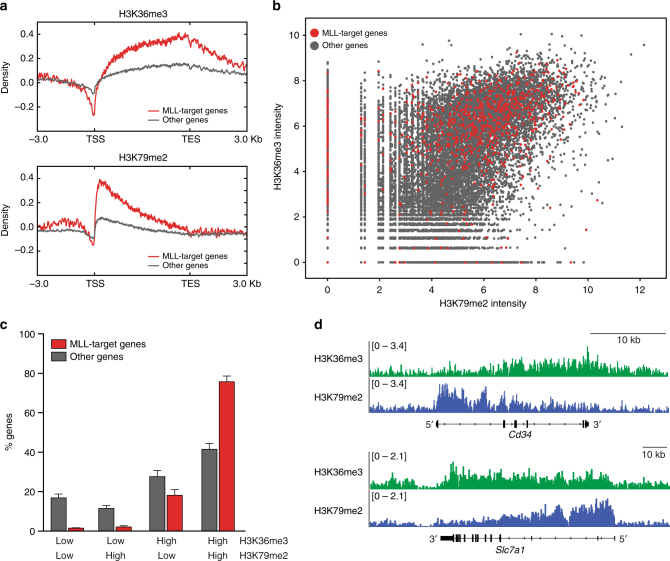
MLL-target genes are marked by a H3K36me3-H3K79me2 signature. **a** Metagene plots of ChIP-Rx data for H3K36me3 (top) and H3K79me2 (bottom) for MLL-target genes (red) or non-MLL-target genes (gray) in mouse *MLL-AF9/Nras*G12D AML cells. **b** Dot plot of normalized ChIP-Rx signal intensities for H3K36me3 vs. H3K79me2 marks on MLL-target genes (red) or non-MLL-target genes (gray) in the mouse genome (Pearson *R* = 0.44, *p* < 2.2 × 10^−16^). **c** Bar graph showing percentages of genes among MLL-target genes and non-MLL-target genes associated with the indicated histone marks; low: not exceeding input counts per gene, high: exceeding input counts per gene (mean ± s.d. *n* = 2). **d** H3K36me3 (green) and H3K79me2 profiles (blue) of selected MLL-AF9-target genes

### Loss of SETD2 induces myeloid differentiation and DNA damage

Next we sought to characterize global changes in gene expression upon SETD2 ablation. Dox-inducible knockdown of *Setd2* caused a strong growth disadvantage in mouse *MLL*-*AF9*/*Nras*G12D cells (Fig. 5a, b, Supplementary Fig. 6a). *Setd2* downregulation led to almost complete loss of cellular H3K36me3 signals (Fig. 5c). 

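RNA was sequenced from RN2 cells, a mouse AML line that carries MLL-AF9 and oncogenic Nras and switches on an shRNA when doxycycline (Dox) is added. Cells expressed shSetd2.1638 or shSetd2.6880, which target Setd2, or shRen.713, which targets a luciferase that mouse cells lack. There were 3 libraries per shRNA, taken, by the sample labels, after 72 h of Dox at 1 µg/ml. Nothing in the sources used here says that replicates came from separate cultures, so p-values measure only the spread between these libraries, which can be technical. The authors made stranded libraries from polyadenylated RNA, mapped single reads of 50 bases to the mouse genome (GRCm38) with STAR 2.5.0b and counted reads per gene with HTSeq 0.6.0. The deposited values are these raw counts for 24454 genes, of which 15815 had a count in any library. The shRen.713 libraries held 11206020 to 14550456 counts (median 12557413), the shSetd2.1638 libraries 13267032 to 29934189 (median 14429521) and the shSetd2.6880 libraries 10406912 to 14098811 (median 12184761). Each Setd2 shRNA was compared with shRen.713 in a fit of 6 libraries by edgeR's quasi-likelihood test on counts scaled by TMM, over genes that passed edgeR's filter on low counts (11045 genes for shSetd2.1638 and 10951 for shSetd2.6880). A gene was called at a Benjamini-Hochberg adjusted p under 0.01, the paper's threshold, and levels are given as CPM, counts scaled to the size of the library. Gene lists were fixed before the data were examined and tested with camera against all other genes, at an adjusted p under 0.05. Replicate 1 of shSetd2.6880 stood apart from the other libraries. Its counts differed from those of replicates 2 and 3 by a chi-square of 10.1 and 9.46 per degree of freedom, against 1.54 to 3.77 for every other pair of replicates.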

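Setd2, the gene of the methyltransferase that places H3K36me3, fell with either hairpin. Its mRNA was at 211.8 ± 15.1 CPM (SD, n = 3) with shRen.713, 98.96 ± 5.93 CPM (SD, n = 3) with shSetd2.1638 and 95.7 ± 11.7 CPM (SD, n = 3) with shSetd2.6880. The log2 fold change against shRen.713 was -1.09 with shSetd2.1638 (standard error 0.05, adjusted p = 3.51e-19), which left 46.8% of the control level (95% interval 42.8% to 51.2%). With shSetd2.6880 it was -1.15 (standard error 0.08, adjusted p = 6.67e-07), which left 45.1% (95% interval 38.6% to 52.6%). Every library with a Setd2 shRNA lay below every control library (two-sided exact permutation test, p = 0.1 for each hairpin, the smallest p that 3 libraries against 3 allow). Setd2 mRNA with shSetd2.6880 was 96.9% of that with shSetd2.1638 (95% interval 83.1% to 113%, adjusted p = 0.71). Among 25 genes for enzymes that write or erase H3K36 methylation and proteins that read it, Dnmt3b, a DNA methyltransferase that binds H3K36 methylation, fell with both hairpins (log2 fold change -0.60 with each). Brpf1, a reader in a histone acetyltransferase complex, fell as well (-0.21 with shSetd2.1638 and -0.20 with shSetd2.6880). Psip1, which encodes the H3K36 reader LEDGF, rose with shSetd2.1638 (log2 fold change 0.19) and had a value of 0.29 with shSetd2.6880 (adjusted p = 0.0269). Of the 25 genes, with Setd2 itself among the lower ones and in the list's test, 3 were higher, 7 were lower and 15 did not pass with shSetd2.1638 (10 adjusted over the list alone, camera adjusted p = 0.105), and none was higher, 4 were lower and 21 did not pass with shSetd2.6880 (4 adjusted over the list alone, camera adjusted p = 0.161). Setd2 spans 110532500 to 110618633 on chromosome 9 of GRCm38. The 21-base target of shSetd2.1638, AACGGACTTCAGAGCATGAAA, lies on the + strand at 110548674 to 110548694, in the coding part of exon 3 of 21. The target of shSetd2.6880, AACCAACAGTCTGTCAGTGTA, lies at 110594623 to 110594643, in the coding part of exon 15, and the counts cover the whole gene.

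**Figure D1:**
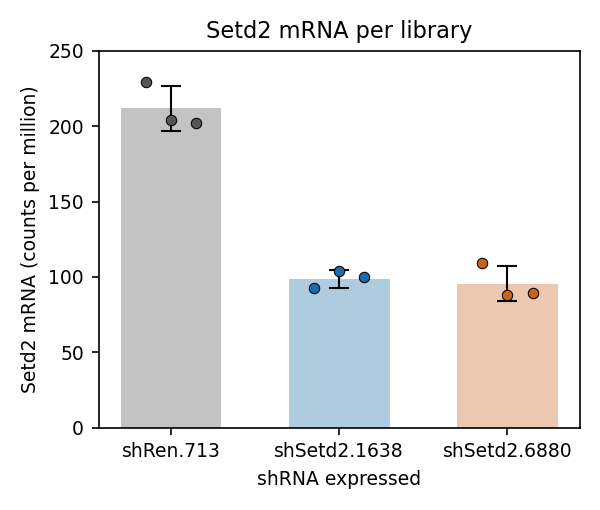
Setd2 mRNA in CPM (vertical axis, from 0) for each shRNA (horizontal axis). Points are the 3 libraries of each group, bars their mean and error lines the SD. The control libraries lie between 202.1 and 229.2 CPM and the 6 libraries with a Setd2 shRNA between 88.3 and 109.1 CPM.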

RNA-seq analysis showed that 868 genes were differentially expressed upon *Setd2* knockdown in *MLL-AF9*/*Nras*G12D AML cells. While 458 genes were upregulated, 410 genes were downregulated in sh*Setd2-*cells, (padj < 0.01, Supplementary Fig. 6b). 

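Among genes with a mean of at least 2 CPM, those that rose most with both hairpins included products of macrophages and neutrophils. Spp1, which encodes the secreted phosphoprotein osteopontin, was 4.64-fold higher with shSetd2.1638 and 7.66-fold higher with shSetd2.6880, and Gpnmb, a glycoprotein of macrophages, was 7.43-fold and 3.49-fold higher. Mmp8, the collagenase of neutrophil granules, rose 3.58-fold and 5.46-fold, the lysosomal protease gene Lgmn 3.35-fold and 4.22-fold, and S100a4, a calcium-binding protein of motile cells, 3.15-fold and 5.22-fold. Fads2, a fatty acid desaturase, rose 5.02-fold and 5.94-fold. Genes known to respond to interferon were also among them. Oas3 rose by 1.76 and 2.52 on the log2 scale, and Mndal and Ifi203, close relatives that can share reads, rose 5.90-fold and 5.29-fold with shSetd2.1638 and 4.08-fold and 4.24-fold with shSetd2.6880. Their levels with shRen.713 were low, at means of 0.872 CPM for Oas3, 0.984 for Mndal and 0.649 for Ifi203. Olfm1, a secreted olfactomedin, completed the 10 that rose most at this level. Aff3, a scaffold of elongation complexes, was below it at a mean of 1.31 CPM and had a higher mean log2 fold change than any of these (named after its values were seen). Its mean with shRen.713 was only 0.210 CPM. The genes that fell most at this level included Tbc1d4, a regulator of glucose transporter traffic (log2 fold change -2.16 with shSetd2.1638 and -2.39 with shSetd2.6880), Pde10a, a cyclic nucleotide phosphodiesterase (-2.10 and -1.50), the chloride channel gene Cftr (-2.21 and -0.83) and Atp1a2, a subunit of the sodium pump (-0.90 and -2.08). Of proteins of the endoplasmic reticulum, Kdelr3 (-2.08 and -1.90) and Erp27 (-1.63 and -1.35) fell. The RNA-binding protein gene Nanos1, the carboxylesterase gene Ces1d, Plvap and Ccdc154 made up the rest. All 20 genes were picked from those that passed edgeR's quasi-likelihood test with each hairpin and whose values did not overlap the controls. Their adjusted p-values from that test, at most 0.00188, are thus part of the choice and no separate support.
With shSetd2.1638, 1882 genes were higher and 1935 lower than with shRen.713, 3817 in all. With shSetd2.6880, 843 were higher and 697 lower, 1540 in all. Of the 10900 genes tested with both, 864 passed with the same direction, 462 higher and 402 lower, and 77 of these changed at least 2-fold with each. Another 29 genes were higher with shSetd2.1638 and lower with shSetd2.6880, and 81 were the reverse. A single fit of both hairpins together against shRen.713 called 2224 genes, 1132 higher and 1092 lower. The balance of directions depended on the scaling. With upper-quartile factors in place of TMM, 394 genes were higher and 483 lower with both hairpins, the share of called genes that were higher went from 54.7% to 45.3% with shSetd2.6880, and in the single fit it went from 50.9% to 44.6%. The gap between the hairpins in number of genes depended on the spread estimated in each fit. Each hairpin was also tested on its own with the spread estimated from all 9 libraries. This gave 2517 genes for shSetd2.1638 and 2072 for shSetd2.6880. Single libraries also moved the counts. Without replicate 1 of shSetd2.6880 there were 3185 genes for shSetd2.6880, 1537 for both hairpins and 3466 in the single fit. Without replicate 1, 2 or 3 of shRen.713 there were 797, 769 and 785 for shSetd2.6880, 488, 464 and 483 for both hairpins and 1385, 1345 and 1460 in the single fit.
Both comparisons use the same control libraries, and 66 of the 453 higher genes with an annotated 3′ UTR (14.6%) held a match to the seed of shRen.713 there, against 8.40% of the other tested genes. Independent lists of these sizes would share 141 higher and 123.7 lower genes. In 20 simulations of all 9 libraries, controls included, with no change between groups, the lists shared none. No simulated list held more than 2 genes, so there was next to nothing to share, unlike in lists of the real sizes. These simulations hold no shift of the real controls, so they cannot show what such a shift would give. The log2 fold changes of the hairpins correlated across genes, which are not independent replicates, with a Pearson r of 0.512, against a mean of 0.535 in the simulations. Their covariance was 0.063, against 0.00755 in the simulations, a difference of 0.0555. The same sign was seen in 65.7% of genes, against 67.2% in the simulations. The 3 controls cannot be split into 2 groups of at least 2, so part of the excess of shared genes may come from the shared controls. The paper tested gene sets on these profiles (Fig. 5d) and examined morphology and surface markers. From the myeloid differentiation that followed loss of SETD2 in mouse and human AML cells with MLL-fusion proteins, in culture and in mice, it reasons that the block in differentiation imposed by these proteins depends on SETD2.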

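Most targets of p53 that changed were lower in cells with a Setd2 shRNA. Zmat3, an RNA-binding protein that p53 induces, fell by 0.40 on the log2 scale with shSetd2.1638 and by 0.72 with shSetd2.6880 (standard errors 0.05 and 0.06, adjusted p = 3.82e-08 and 2.73e-06 from edgeR's quasi-likelihood test). The adenylate kinase gene Ak1 fell by 1.06 and 1.80, Psrc1, a spindle protein, by 0.74 and 0.93, and Pidd1, a scaffold of the PIDDosome that activates a caspase, by 0.27 and 0.33. Cdkn1a, which encodes the cell cycle inhibitor p21, fell by 0.15 with shSetd2.1638 and by 0.30 with shSetd2.6880 (adjusted p = 0.00547 and 0.00104). Its calls were lost without replicate 2 of shRen.713 (adjusted p = 0.0799 and 0.014). For Cdkn1a, shSetd2.1638 against shRen.713 also lost its call without replicate 3 of shSetd2.1638 (adjusted p = 0.0904). Of 29 p53 targets tested, 13 were lower, 1 was higher and 15 did not pass with shSetd2.1638 (15 passed adjusted over the list alone), and 6 were lower, 1 was higher and 22 did not pass with shSetd2.6880 (8 adjusted over the list alone). Sesn1, a sestrin of the oxidative stress response, was the gene that rose with both, by 0.37 and 0.29 (named after its values were seen). Against all other genes the list did not pass (camera adjusted p = 0.149 and 0.161, lower in each).
Genes that repair double-strand breaks stayed close to the control. Mdc1, the adaptor that binds phosphorylated H2AX at breaks, fell by 0.19 with shSetd2.1638 and by 0.35 with shSetd2.6880, and the strand exchange protein gene Rad51 fell by 0.18 and 0.26. Of 38 such genes, 5 were lower and 3 higher (Exo1, Rad51b and Xrcc6, named after their values were seen) and 30 did not pass with shSetd2.1638, while Mdc1 and Rad51 were lower, none was higher and 36 did not pass with shSetd2.6880 (6 and 1 adjusted over the list alone, camera adjusted p = 0.681 and 0.577). The median log2 fold change of the list was -0.01 with each hairpin. Of 24 checkpoint genes, 5 were lower, among them the kinase gene Chek1 (log2 fold change -0.26), and 19 did not pass with shSetd2.1638. With shSetd2.6880, the phosphatase gene Cdc25b was higher (0.40), Mdc1 was lower and 22 did not pass (5 and 2 adjusted over the list alone, camera adjusted p = 0.588 and 0.685). Of this list the median with shSetd2.6880 was -0.03 and the mean 0.000249. Of 39 genes of excision and mismatch repair, 7 were higher, 3 were lower and 29 did not pass with shSetd2.1638, with Parp1, a sensor of strand breaks (0.51), and the endonuclease gene Apex1 (0.35) among the higher ones. With shSetd2.6880 none was higher, 1 was lower and 38 did not pass in edgeR (10 and 0 adjusted over the list alone, camera adjusted p = 0.0781 and 0.827), while DESeq2 called 1 higher and none lower. Of 17 Fanconi anemia genes, 1 was higher (Ube2t, 0.48), 3 were lower, including Fancd2 (-0.19), and 13 did not pass with shSetd2.1638 (3 adjusted over the list alone, camera adjusted p = 0.8). None passed with shSetd2.6880 in edgeR or in DESeq2 (0 adjusted over the list alone), where 6 were lower and 1 higher at an unadjusted p under 0.05 (camera adjusted p = 0.0857). For Fanconi anemia crosslink repair, shSetd2.6880 against shRen.713 passed, lower, without replicate 1 of shSetd2.6880 (camera adjusted p = 0.0271).
Regulators of apoptosis that passed the test were mostly higher. Casp3, an executioner caspase, rose by 0.32 and 0.41 with shSetd2.1638 and shSetd2.6880, and Bid, which carries death receptor signals to mitochondria, by 0.44 and 0.38. Birc3, an inhibitor of apoptosis, rose by 0.32 and 0.44. The anti-apoptotic gene Bcl2 rose by 0.53 with shSetd2.1638 and had a log2 fold change of 0.19 with shSetd2.6880 (adjusted p = 0.0469). Of 25 regulators, 5 were higher, 2 lower and 18 did not pass with shSetd2.1638 (7 adjusted over the list alone, camera adjusted p = 0.149), and 5 were higher, none lower and 20 did not pass with shSetd2.6880 (5 adjusted over the list alone, camera adjusted p = 0.0402, and adjusted p = 0.366 with an estimated correlation). With shSetd2.6880 the higher genes also included the survival genes Bcl2l1 and Mcl1, and with shSetd2.1638 Diablo, an antagonist of inhibitors of apoptosis (named after their values were seen). The call with shSetd2.6880 was lost without replicate 1 of shRen.713 (adjusted p = 0.0637) or replicate 3 of shSetd2.6880 (0.0792).

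**Figure D2:**
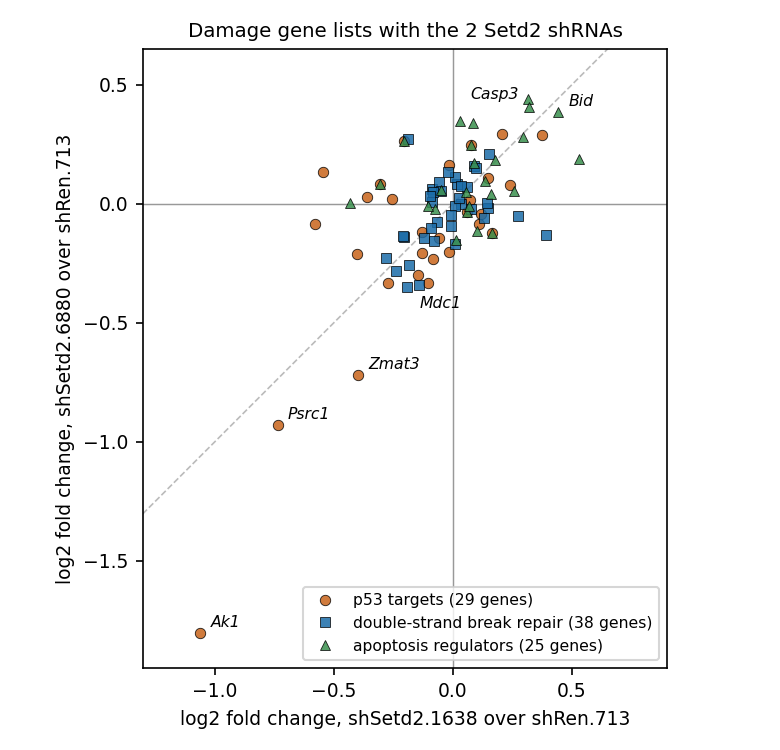
Log2 fold change of each gene with shSetd2.1638 (horizontal axis) and shSetd2.6880 (vertical axis), both over shRen.713. Circles are 29 p53 targets, squares 38 genes of double-strand break repair and triangles 25 regulators of apoptosis. Genes on more than one list are drawn for each, and the dashed line marks equal change. Ak1, Psrc1 and Zmat3 lie at the lower left, Bid and Casp3 at the upper right, and the repair genes around 0.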

Consistent with a role of SETD2 in the DNA damage response^46^, *MLL-AF9*/*Nras*G12D AML cells expressing two different *Setd2*-targeting shRNAs showed upregulation of DNA damage-associated gene expression (Supplementary Fig. 6c). Indeed, *Setd2* downregulation resulted in significantly higher levels of DNA damage in the absence of genotoxic agents, as measured by alkaline comet assay and phosphorylated histone H2AX (γ-H2AX, Supplementary Fig. 7a-c). Knockdown of *Setd2* led to induction of p21, reduced cell cycle progression, and induction of apoptosis of *MLL-AF9*/*Nras*G12D AML cells (Supplementary Fig 7c-e).

**Fig. 5:**
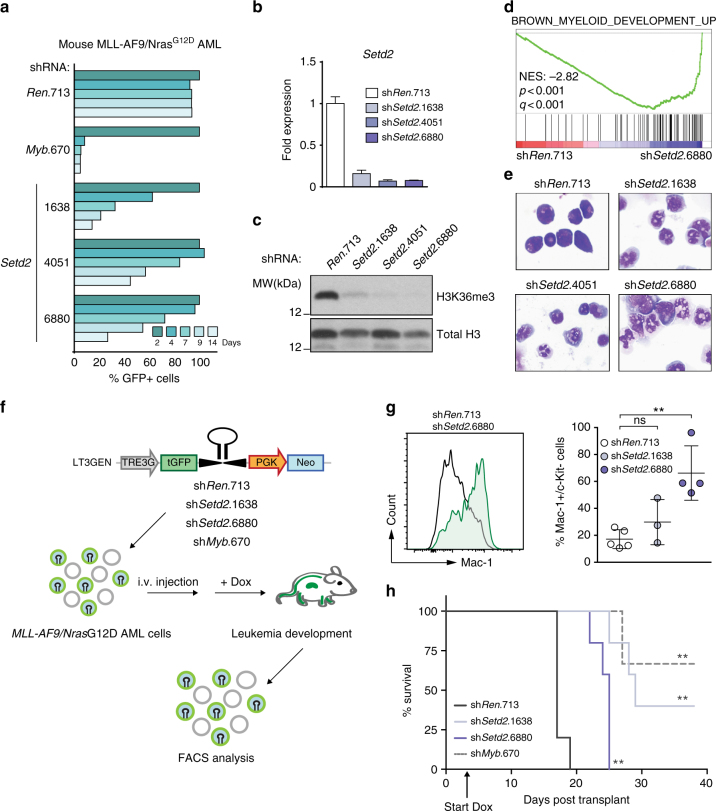
SETD2 loss induces myeloid differentiation of MLL-leukemia cells. **a** Results of competitive proliferation assay shown as the percentage of GFP-positive mouse *MLL-AF9/Nras*G12D AML cells expressing indicated shRNAs in the presence of Dox over 14 days. One representative experiment out of three is shown. **b** qPCR analysis of *Setd2* mRNA levels in *MLL-AF9/Nras*G12D cells expressing indicated shRNAs after 48 h of Dox treatment (mean ± s.d. *n* = 3). **c** Western blot analysis of H3K36me3 levels in *MLL-AF9/Nras*G12D cells expressing indicated shRNAs after 72 h of Dox treatment. **d** Gene Set Enrichment Analysis indicating myeloid differentiation of *MLL-AF9/Nras*G12D AML cell line upon knockdown of *Setd2*. NES, Normalized Enrichment Score. **e** Micrographs of cytospin preparations of *MLL-AF9/Nras*G12D AML cells after expression of indicated shRNAs. **f** Schematic representation of the in vivo transplantation assay. *MLL-AF9/Nras*G12D AML cells expressing indicated shRNAs were transplanted into sub-lethally irradiated C57BL/6 Ly5.1 mice. Dox was administrated to the drinking water starting from day 3 (arrow in **h**) and disease progression was monitored by bioluminescence imaging. Terminally sick mice were sacrificed and analyzed. **g** Flow cytometric analysis of Mac-1 on *MLL-AF9/Nras*G12D AML cells upon shRNA-mediated *Setd2* knockdown in vivo (mean ± s.d. *n* ≥ 3). **h** Kaplan–Meier survival curves of C57BL/6 Ly5.1 mice transplanted with *MLL-AF9/Nras*G12D AML cells expressing *Setd2*-targeting shRNAs. Survival curves of mice transplanted with cells expressing *Setd2*-targeting shRNAs were compared to cells expressing control shRNAs using a Log-rank test. ns, not significant, **p < 0.01 (*t*-test)

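Genes of monocytes and macrophages were higher with both Setd2 shRNAs, while genes of mature neutrophils were higher with shSetd2.6880 and more often lower than higher with shSetd2.1638. Ccr2, the chemokine receptor of inflammatory monocytes, was 3.60-fold and 2.38-fold higher with shSetd2.1638 and shSetd2.6880 (adjusted p = 2.55e-23 and 1.15e-07 from edgeR's quasi-likelihood test). Lyz2, the lysozyme of myeloid cells, rose by 0.39 and 1.03 on the log2 scale (standard errors 0.04 and 0.08), and Fcgr3, a receptor for immunoglobulin G, by 0.60 and 0.42. Of 23 monocyte and macrophage genes tested, 16 were higher, 1 was lower (Tlr4, named after its values were seen) and 6 did not pass with shSetd2.1638, and 10 were higher, none was lower and 13 did not pass with shSetd2.6880 (17 and 13 adjusted over the list alone). Of these, 9 were higher with both. The list passed against all other genes with each hairpin (camera adjusted p = 2.95e-06 and 3.67e-07), and not with an estimated correlation (adjusted p = 0.635 and 0.123). Splits of the libraries that mixed the groups passed up to 6 lists for shSetd2.1638 and 13 for shSetd2.6880, against 6 and 9 for the real groups.
The secondary granule and alarmin genes moved apart. S100a9 and S100a8, which together form calprotectin, had log2 fold changes of -0.86 and -0.89 with shSetd2.1638 and of 2.34 and 1.95 with shSetd2.6880. Ngp, a neutrophil granule protein, was at -1.05 and 2.28, the lipocalin gene Lcn2 at -0.64 and 2.43, and Ltf, the lactoferrin of secondary granules, at -0.35 and 3.59. Ly6g, a surface marker of mature neutrophils, was at 0.903 CPM with shRen.713, with log2 fold changes of -0.03 (adjusted p = 0.952) and 3.29 (adjusted p = 2.54e-06). Of 26 neutrophil genes tested with shSetd2.1638, 13 were lower, 5 were higher and 8 did not pass (18 adjusted over the list alone, camera adjusted p = 0.0176, lower, and adjusted p = 0.776 with an estimated correlation). Of 27 tested with shSetd2.6880, 18 were higher, 1 was lower and 8 did not pass (22 adjusted over the list alone, camera adjusted p = 1.11e-11, higher, and adjusted p = 0.0413 with an estimated correlation). Mmp8, Anxa1, Cybb and Slpi were higher and Csf3r, the receptor for the growth factor G-CSF, lower with both hairpins (all but Mmp8 named after their values were seen), and 8 genes passed in opposite directions. Tested directly between the hairpins, 18 of 27 were higher with shSetd2.6880, none was lower and 9 did not pass (22 adjusted over the list alone). The median log2 difference was 0.944, and it was 0.681 without replicate 1 of shSetd2.6880, the library that stood apart. Against shRen.713, the list's median with shSetd2.6880 was 0.78, and 0.855 without that library. Its genes differed in that library from the other replicates by a median of only -0.00159.
Of genes of primary granules, which are made at an earlier stage, most were lower with shSetd2.1638, as were most neutrophil genes that passed. Mpo, the myeloperoxidase of those granules, and Elane, neutrophil elastase, rose by 0.22 each with shSetd2.1638 and fell by 0.52 and 0.64 with shSetd2.6880. Prtn3, proteinase 3, fell by 0.36 and 0.83, and Fcnb, a ficolin, rose by 0.50 and 2.13. The transcription factor gene Gfi1 fell by 0.44 and Cebpe by 0.33 with shSetd2.1638, and neither passed with shSetd2.6880. Of 11 such genes, 3 (Mpo, Elane and Fcnb) were higher and 8 lower with shSetd2.1638 (median log2 fold change -0.229), and 2 were higher, 3 lower and 6 did not pass with shSetd2.6880 (11 and 6 adjusted over the list alone, camera adjusted p = 0.0781 and 0.685). The list's median with shSetd2.6880 was 0.00 (-0.00273) and its mean 0.06, while its test pointed lower. The list passed with shSetd2.1638 when its replicate 3 was left out (adjusted p = 0.039). These genes were lower in replicate 1 of shSetd2.6880 than in its other replicates, by a median of -0.14 on the log2 scale.
Genes of stem and progenitor cells that passed the test were lower more often than higher. Kit, the receptor for stem cell factor, fell by 0.31 and 0.42, the transcription factor gene Tal1 by 0.85 and 1.36, and Prom1, a membrane protein of progenitors, by 2.00 and 0.73. Cd34, a marker of progenitors that the paper's antibody panel did not include, rose by 0.70 and 0.21. On the whole list, 1 gene was higher and 5 were lower with both hairpins. Of 19 such genes, 9 were lower, 4 higher and 6 did not pass with shSetd2.1638 (14 adjusted over the list alone, camera adjusted p = 0.176), and 6 were lower, 2 higher and 11 did not pass with shSetd2.6880 (9 adjusted over the list alone, camera adjusted p = 0.0402, and adjusted p = 0.469 with an estimated correlation). The call with shSetd2.6880 was lost without replicate 3 of shRen.713 (adjusted p = 0.09) or of shSetd2.6880 (0.0851). Of 16 myeloid transcription factors, 3 were higher, 7 lower and 6 did not pass with shSetd2.1638, and 3 were higher, 2 lower and 11 did not pass with shSetd2.6880 (10 and 6 adjusted over the list alone, camera adjusted p = 0.742 and 0.373). Stat3, which relays cytokine signals, fell by 0.36 and 0.79, Cebpd by 0.46 and 0.72, and Egr1 fell by 0.39 with shSetd2.1638 and rose by 0.54 with shSetd2.6880. For this list with shSetd2.1638 the median and mean were 0.05 and 0.01 and the test pointed lower.

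**Figure D3:**
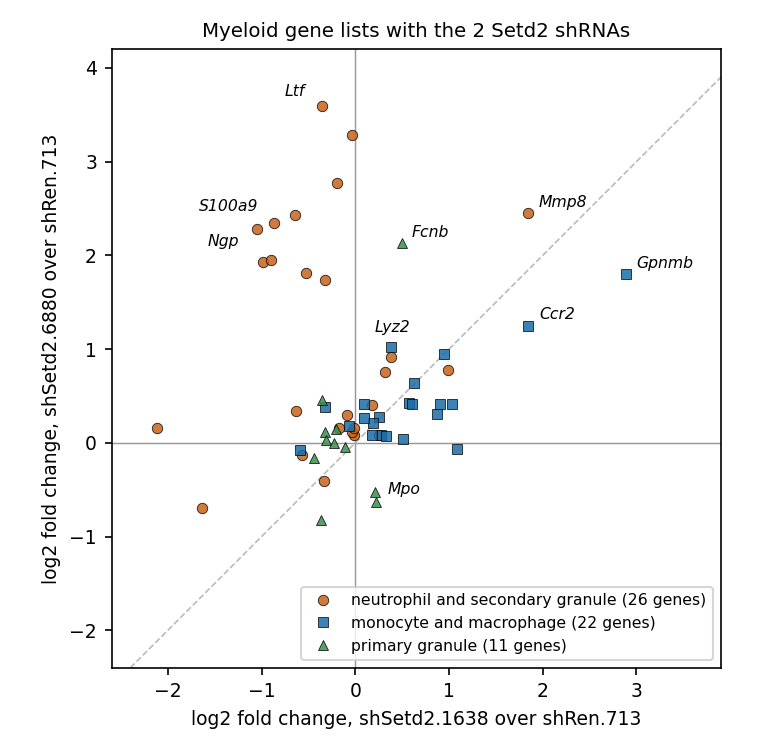
Log2 fold change of each gene with shSetd2.1638 (horizontal axis) and shSetd2.6880 (vertical axis), both over shRen.713. Circles are 26 genes of neutrophils and secondary granules, squares 22 genes of monocytes and macrophages and triangles 11 primary granule genes tested with both. The dashed line marks equal change. Ccr2 and Gpnmb lie at the right, above 0 on both axes, and Ltf, S100a9 and Ngp at the upper left.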

Gene Set Enrichment Analysis revealed that *Setd2* downregulation induced gene expression programs associated with myeloid differentiation (Fig. 5d). Indeed, *Setd2*-deficient cells displayed clear signs of terminal myeloid maturation, including nuclear segmentation and increased granularity (Fig. 5e), as well as downregulation of the progenitor marker c-Kit and upregulation of the mature myeloid marker Mac-1 (Supplementary Fig. 8a). Similarly, *SETD2* downregulation in the human MLL-AF4-expressing cell line MV4-11 and in MLL-AF9-expressing MOLM-13 cells induced increased cell surface levels of the differentiation marker CD36 together with macroscopic changes characteristic of myeloid maturation (Supplementary Fig. 8b, c).

To test whether loss of SETD2 could overcome the MLL-AF9-dependent differentiation block in myeloid progenitors in vivo, we transplanted *MLL-AF9*/*Nras*G12D AML cells expressing *Setd2*-targeting or control shRNAs into recipient mice. shRNA expression was induced by Dox-administration and the immuno-phenotype of the developing leukemia was analyzed by flow cytometry (Fig. 5f). Knockdown of *Setd2* induced strong downregulation of c-Kit concomitant with upregulation of Mac-1 in leukemic cells in vivo, resulting in a significant increase in disease latency (Fig. 5g, h and Supplementary Fig. 8d). This is consistent with recent results showing that knockout of *Setd2* greatly increased the latency of MLL-AF9-induced AML^47^. While most leukemia cells isolated from moribund recipients of control AML cells showed robust shRNA expression (as measured by GFP levels), shRNA-expressing cells were strongly outcompeted by shRNA-negative cells in case of *Setd2* knockdown in vivo (Supplementary Fig. 8e).

In summary, shRNA-mediated downregulation of SETD2 caused growth arrest, induction of apoptosis, and increased DNA damage. Furthermore, SETD2 loss induced terminal myeloid differentiation in MLL-fusion-expressing mouse and human AML cells in vitro and in vivo, indicating that the MLL-fusion-induced differentiation block is SETD2-dependent.

### The SETD2 SET domain is required for AML growth

To interrogate the translational potential of our findings, we next wanted to establish whether the methyltransferase activity of SETD2 is necessary for the observed effects. Direction of *SpCas9*-cleavage to functional protein domains was shown to greatly increase the read-out in competitive proliferation assays^48^. We employed CRISPR/Cas9-mediated mutagenesis of the enzymatic SET domain to investigate whether catalytic activity of SETD2 was required for the oncogenicity of MLL-fusion proteins. Introduction of three sgRNAs targeting the *Setd2* SET domain in *SpCas9-*expressing *MLL-AF9*/*Nras*G12D AML cells led to a strong depletion of transduced cells over time, as shown before^48^ (Fig. 6a). Notably, CRISPR/Cas9-mediated mutagenesis of the *Setd2* SET domain was sufficient to induce myeloid differentiation of *MLL*-*AF9/Nras*G12D cells, as measured by downregulation of c-Kit together with upregulation of Mac-1 (Fig. 6b, Supplementary Fig. 9a). In line, we found strong anti-proliferative effects, induction of myeloid differentiation, and apoptosis upon mutagenesis of the *SETD2* SET domain in the human MLL-rearranged AML cell lines MOLM-13 and MV4-11, THP-1, and NOMO-1 (Fig. 6c; Supplementary Fig. 9b-f, Supplementary Fig. 10).

**Fig. 6:**
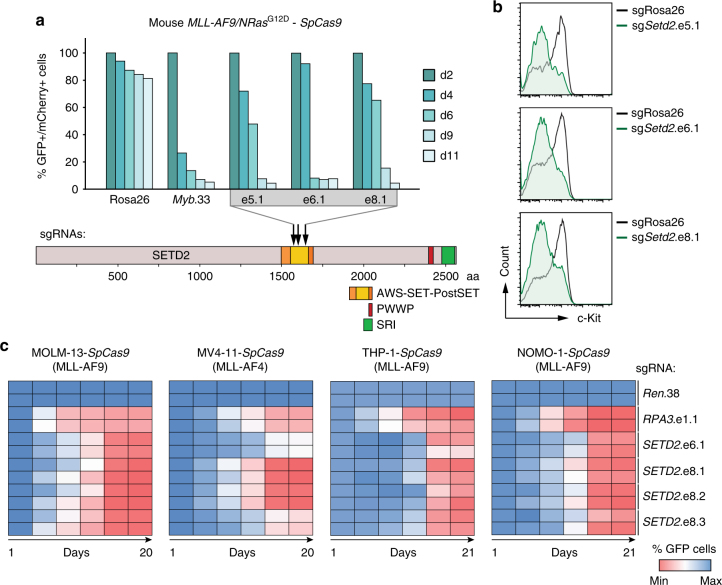
The SETD2 SET domain is required for proliferation of MLL-leukemia cells. **a** Results of competitive proliferation assays shown as percentages of mCherry+/GFP+ mouse *MLL-AF9/Nras*G12D-*SpCas9* AML cells expressing indicated sgRNAs (top). Data from one representative experiment of two are shown. Schematic representation of the domain structure of *SETD2* (bottom). **b** Flow cytometric analysis of surface expression of c-Kit in *MLL-AF9/Nras*G12D AML-SpCas9 cells upon CRISPR/Cas9-mediated mutagenesis of *SETD2*. **c** Heatmap representation of competitive proliferation assays shown as the percentage of GFP-positive human AML cell lines stably expressing *SpCas9* cells upon CRISPR/Cas9-mediated mutagenesis of the *SETD2* SET domain

These data show that the SET domain of SETD2 is required to sustain the proliferative capacity and differentiation block of MLL-fusion protein-expressing AML cells. In addition, these results imply a functional involvement of the H3K36me3 mark in the maintenance of MLL-fusion-dependent leukemia and offer a plausible route for future pharmacological intervention.

### Efficient MLL-fusion-mediated transformation requires SETD2

All our data show a strong functional requirement for the expression and activity of SETD2 in the progression of MLL-leukemia. As it is possible that alternative molecular mechanisms pertain during initiation of MLL-rearranged leukemia, we tested the involvement of SETD2 in this process. *Setd2* knockdown resulted in a significant reduction in MLL-AF9-induced serial re-plating capacity of mouse hematopoietic stem/progenitor cells (HSPC), indicating that *Setd2* expression is required to unleash the full oncogenic potential of MLL-AF9 (Fig. 7a). *Setd2* ablation induced loss of compact colony morphology characteristic of blast-like cells and induced the formation of large, dispersed colonies reminiscent of mature myeloid clusters (Fig. 7b). Flow cytometry confirmed that *Setd2*-deficient colonies expressed high levels of the mature myeloid marker Mac-1 (Fig. 7c). To investigate the effect of SETD2 on oncogenic transformation in vivo, we co-transduced fetal-liver-derived HSPC expressing a *SpCas9* transgene^49^ with retroviral vectors encoding MLL-ENL and *Setd2*-targeting or control sgRNAs. The contribution of cells carrying sgRNA-induced mutations in the *Setd2* SET domain to leukemia development was investigated by flow cytometric analysis of mCherry expression upon transplantation (Fig. 7d). While cells expressing a control sgRNA showed robust contribution to MLL-ENL-induced leukemia in vivo (56%), cells carrying *Setd2*-mutations induced by two different sgRNAs were clearly underrepresented in the leukemic population (5–25%, Fig. 7e, f).

**Fig. 7:**
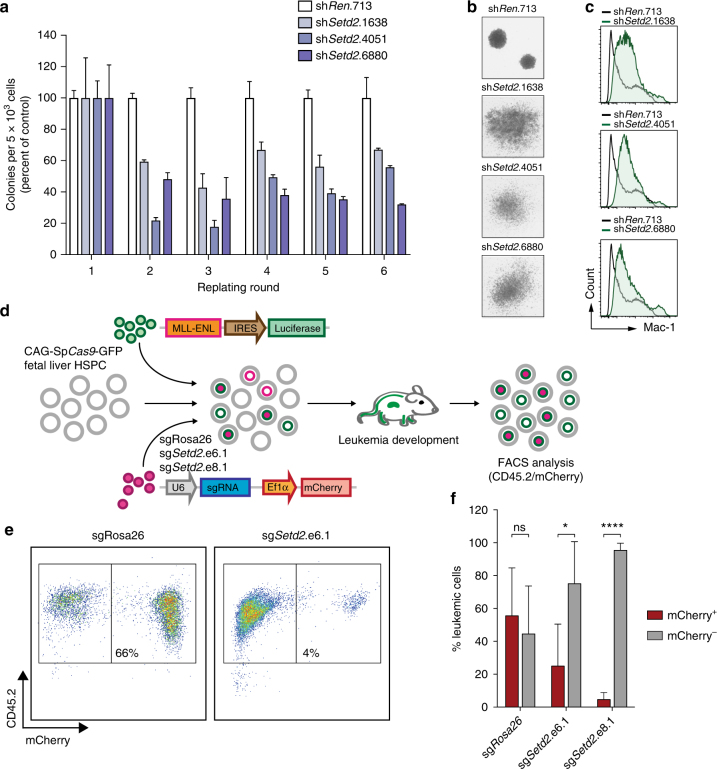
SETD2 is required for oncogenic transformation by MLL-fusions. **a** Serial replating assay of primary MLL-AF9-transformed fetal liver cells upon shRNA-mediated knockdown of *Setd2*. Colony numbers were normalized to cells expressing sh*Ren*.713 (mean ± s.d. *n* = 3). **b** Morphology of colonies of MLL-AF9-transformed fetal liver cells upon shRNA-mediated knockdown of *Setd2*. **c** Flow cytometric analysis of Mac-1 expression of MLL-AF9-transformed fetal liver cells upon shRNA-mediated knockdown of *Setd2*. **d** Schematic representation of the in vivo transformation assay. Fetal liver cells from *SpCas9*-transgenic mice were co-transduced with retroviral vectors expressing MLL-ENL and *Setd2*-targeting or control sgRNAs. Cells were transplanted into lethally irradiated C57BL/6 recipient mice. Terminally sick mice were sacrificed and bone marrow cells were analyzed. **e** Representative flow cytometry plots of donor-derived bone marrow cells from mice transplanted with MLL-ENL and a control sgRNA (sg*Rosa*.26, left) or a sgRNA targeting the SET domain of *Setd2* (sg*Setd2* e6.1, right). Live cells were gated. **f** Quantification of flow cytometry analysis of donor-derived bone marrow cells as shown in **e** (mean ± s.d. *n* ≥ 4). ns, not significant, *p < 0.05, ****p < 0.0001 (*t*-test)

Thus, both downregulation and mutagenesis of SETD2 was incompatible with efficient oncogenic transformation by MLL-fusion oncoproteins in vitro and in vivo. These results indicate that SETD2 expression is required for leukemogenesis and establish SETD2 as a novel actionable target in MLL-rearranged leukemia.

### SETD2 loss sensitizes MLL-AML cells to DOT1L inhibition

Finally, we aimed to obtain insight into the molecular mechanism that functionally connects SETD2 activity with MLL-fusion-induced leukemia. ChIP-Rx showed that *Setd2* downregulation led to a concomitant reduction of both H3K36me3 and H3K79me2 levels on MLL-target genes (Fig. 8a, b and Supplementary Fig 11a), while it did not alter H3K4me3 density (Supplementary Fig. 11b). As chromatin binding of MLL-fusion proteins was shown to depend on H3K36me3 recognition via the conserved interaction partner LEDGF^9^, we hypothesized that reduction of H3K36me3 levels upon *Setd2* loss might impair chromatin binding of MLL-fusions. Indeed, knockdown of *Setd2* caused reduced binding of MLL-AF9 to the promoters of the canonical MLL-target genes *Hoxa9* and *Meis1* (Fig. 8c), leading to reduced *Hoxa9* expression (Fig. 8d).

**Fig. 8:**
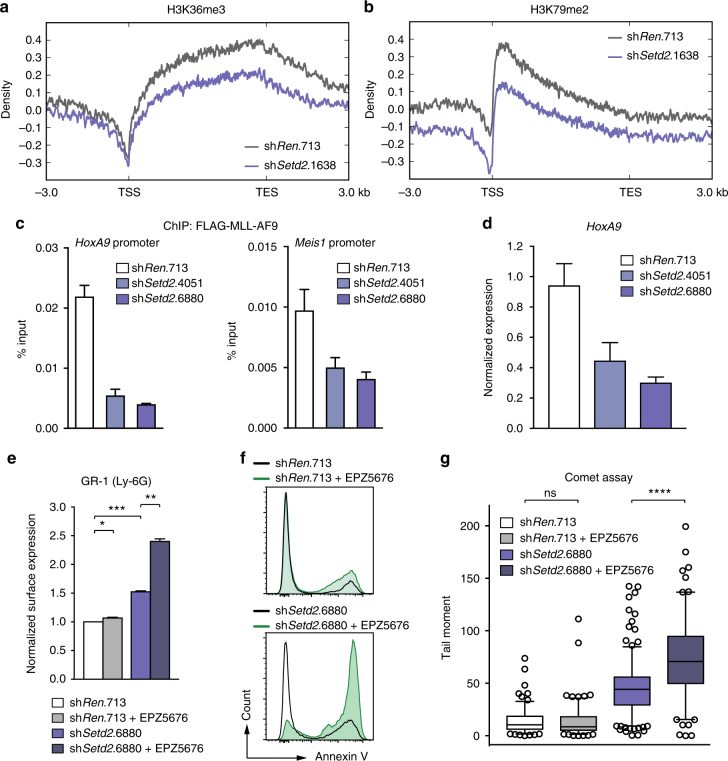
SETD2 loss sensitizes AML cells to DOT1L inhibition. Metagene plots of ChIP-Rx data for H3K36me3 (**a**) and H3K79me2 (**b**) after shRNA-mediated knockdown of *Setd2* in mouse *MLL-AF9/Nras*G12D AML cells. **c** qPCR analysis of enrichment on *HoxA9* and *Meis1* promoter regions after MLL-AF9-FLAG-ChIP upon shRNA-mediated knockdown of *Setd2* (mean ± s.d. *n* = 3). **d** qPCR analysis of *HoxA9* mRNA levels in MLL-AF9-FLAG cells expressing indicated shRNAs (mean ± s.d. *n* = 3). **e** Quantification of surface expression of Gr-1 (Ly-6G) after shRNA-mediated knockdown of *Setd2* in mouse *MLL-AF9/Nras*G12D AML cells treated with EPZ5676 (500 nM) (mean ± s.d. *n* = 2). **f** Flow cytometric analysis of Annexin V-positive cells in MV4-11 cells treated with EPZ5676 (50 nM) after shRNA-mediated knockdown of *SETD2*. **g** Quantification of tail moments in an alkaline comet assay performed after shRNA-mediated knockdown of *Setd2* in mouse *MLL-AF9/Nras*G12D AML cells treated with EPZ5676 (500 nM). Quantification of >150 cells is shown. ns, not significant, *p < 0.05, **p < 0.01, ***p < 0.001, ****p > 0.0001 (*t*-test)

Given the dependence of the dual H3K36me3-H3K79me2 signature across MLL-target genes on SETD2 and the strong requirement of MLL-leukemia for the H3K79 methyltransferase DOT1L^21^, we reasoned that SETD2 loss might cooperate with pharmacologic inhibition of DOT1L. Treatment of mouse *MLL-AF9*/*Nras*G12D and human MLL-AF4-expressing MV4-11 cells with the clinical DOT1L inhibitor EPZ5676^50^ potentiated the effects of SETD2 downregulation, including growth inhibition, induction of apoptosis, and onset of myeloid differentiation. Importantly, none of these parameters were altered in SETD2-proficient cells in the presence of the same concentrations of the inhibitor (Fig. 8e, f, Supplementary Fig. 11c-f). Finally, and consistent with a role of DOT1L in DNA repair^51^, we found that combination of SETD2 loss and DOT1L inhibition synergized in the induction of DNA damage (Fig. 8g and Supplementary Fig. 11g).

These data show that loss of SETD2 expression in MLL-fusion AML cells interferes with the H3K36me3-H3K79me2-signature on MLL-target genes and impairs chromatin binding of MLL-fusion proteins. In consequence, SETD2 loss led to hyper-sensitization of MLL-leukemia cells to small-molecule-mediated DOT1L inhibition, which provides a rationale for potential future combination therapies in AML.

## Discussion

Here, we provide the first comprehensive protein–protein interaction network of MLL-fusion proteins in leukemia cells. We show that functional annotation of conserved MLL-interaction partners by loss-of-function screening enables the identification of conserved actionable nodes among the molecular network of MLL-fusions. As exemplified by our discovery of the histone methyltransferase SETD2 as an essential factor in MLL-rearranged leukemia, this approach can reveal novel genetic dependencies and yield new entry points for targeting of the entire group of MLL-rearranged leukemia, comprising over 75 different MLL-fusion partners.

Our results show that MLL-fusion proteins engage a large number of distinct protein–protein interactions. This could be explained by the modular nature of wild-type core MLL complexes^52,53^ and by the specific architecture of their leukemic counterparts^4^. Our analysis of protein–protein interactions of selected, molecularly distinct MLL-fusion proteins greatly expands the cellular catalog of MLL-interacting proteins. In addition, it also provides novel insights into the topologies of MLL-fusion proteins that transform cells via unknown mechanisms. For instance, interactome analysis of the MLL-GAS7-fusion protein showed that it specifically interacts with components of the CTLH complex, which is involved in microtubule dynamics and chromosome segregation^54^.

A core set of 128 proteins constitutes the conserved interactome of MLL-fusion proteins. In addition to known interaction partners of the wild-type MLL protein, such as MEN1, DPY30, and LEDGF, it also contains several proteins whose link to AML biology have only recently been established. For instance, the protein SON interacts with MEN1 to regulate the expression of leukemia-specific genes in a MLL-dependent manner^55^. Thus, functional annotation of the core network of MLL-fusion interactors will contribute to establish novel links between MLL-fusion proteins and important cellular processes that had previously not been associated with the biology of MLL-fusion proteins, such as mRNA splicing or protein transport. Given the involvement of these molecular pathways in basic cellular physiology, it is not surprising that more than one third of proteins in the network of conserved MLL-fusion protein interaction partners were identified as essential in recent genome-wide screens^39–42^.

To discern MLL-fusion-associated genetic dependencies from essential genes we employed a subtractive shRNA screening approach. Strikingly, the gene encoding the methyltransferase SETD2 was identified as an MLL-fusion-specific hit from this screen with high confidence. shRNA-mediated knockdown as well as CRISPR/Cas9-induced mutagenesis of SETD2 caused proliferation arrest and myeloid differentiation of MLL-fusion-expressing primary and transformed human, and mouse AML cells in vitro and in vivo. This is surprising, because SETD2 has been implied to have tumor suppressor activity in various malignancies, including leukemia^56–58^. SETD2 knockdown was reported to cause a driver-independent proliferative advantage of leukemia cells in vitro and in vivo^58^. In contrast, another report showed that mutational disruption of the *SETD2* SET domain was incompatible with MLL-AF9 AML cell growth^48^. Furthermore, several genome-wide CRISPR/Cas9 screens identified *SETD2* as an essential gene in leukemia cell lines^39–42^. Finally, a recent report showed that while homozygous *Setd2* deletion in the mouse strongly delayed leukemogenesis, heterozygous *Setd2* deletion accelerated MLL-AF9-induced leukemia and caused chemoresistance^47^. This is consistent with increased frequencies of *SETD2* mutations in high-risk leukemia patients that show increased genomic complexity and chromothripsis^57^, and often exhibit therapy resistance and relapse^56^. Therefore, as the majority of cancer patients carry heterozygous *SETD2* mutations, *SETD2* might act as a haplo-insufficient tumor suppressor. In contrast complete loss of SETD2 strongly impedes leukemia development.

The most prominent cellular function of SETD2 is its non-redundant H3K36 tri-methylation activity^44^. The H3K36me3 mark is enriched on gene bodies of actively transcribed genes^59^. We found that MLL-target genes displayed high H3K36me3 levels, validating our proteomic identification of SETD2 as an interactor of MLL-fusion proteins at the genomic level. Given the large number of proteins harboring a H3K36me3-recognizing PWWP motif^60^, several key cellular processes were postulated to be influenced by this epigenetic mark, including transcriptional elongation, splicing, and epigenetic control of gene expression^61^. Consistent with a role for the PWWP motif of the MLL-interactor LEDGF in chromatin binding of MLL-fusion proteins^9^, SETD2 loss caused reduced binding of MLL-AF9 to target promoters. Thus, the interaction between SETD2 and MLL-fusion proteins could be required to ensure efficient chromatin binding of MLL-fusions through the maintenance of high H3K36me3 levels on MLL-target genes.

Our results clearly show that SETD2 is involved in the control of the DNA damage response in MLL-fusion-expressing cells. SETD2-deficient cells exhibited high amounts of DNA damage and increased γ-H2AX levels, even in the absence of exogenous genotoxic stress. This is in line with a recent study showing that *SETD2* mutations in leukemia impair the DNA damage response, thereby leading to chemotherapy resistance^47^. This defect is attributed to loss of H3K36me3-dependent recruitment of repair proteins to sites of DNA damage. It was shown that MLL-AF9-transformed cells require an intact DNA damage response for full oncogenicity, as experimental induction of DNA damage led to differentiation of leukemia cells^62^. In line with this, downregulation of SETD2 was sufficient to induce myeloid differentiation of AML blasts. Therefore, a physical and functional interaction between MLL-fusion proteins and SETD2 could be required to guarantee efficient, H3K36me3-dependent repair of DNA lesions that continuously occur during MLL-fusion-induced oncogenic transcription. However, given the accumulation of DNA damage upon SETD2 loss, continuous SETD2 inhibition might result in increased formation of chemoresistant AML subclones.

We found that SETD2 was required for the maintenance of a specific dual H3K36me3-H3K79me2 signature on target genes of MLL-fusions. The H3K79me2 mark is catalyzed by the histone methyltransferase DOT1L, which is critical for the establishment and maintenance of MLL-rearranged leukemia^21^. SETD2 downregulation rendered MLL-fusion-expressing AML cells hypersensitive to the pharmacological DOT1L-inhibitor EPZ5676 (Pinometostat), which is currently in clinical development. It will be interesting to test whether this synergy can be exploited to efficiently target chemoresistant AML cells that are carrying *SETD2* mutations.

In summary, our combined proteomic-functional genomic analysis of MLL-fusion protein interactors enabled us to reveal the molecular logic of how modular protein–protein interactions can influence the oncogenicity of MLL-fusion proteins. Our studies provide novel insights into the biology of MLL-fusion proteins and identify an unexpected dependency of MLL-fusion-expressing leukemia cells on the methyltransferase SETD2 during leukemia initiation and maintenance, validating SETD2 as an actionable target MLL-rearranged leukemia.

## Methods

### Constructs

MLL-fusion genes were assembled by fusing the cDNA of the *MLL* N-terminus (amino acids 1-1396) to C-terminal parts of AF1p *(EPS15)*, AF4 *(AFF1)*, AF9 *(MLLT3)*, CBP (*CREBBP*), EEN (*SH3GL1*), ENL (*MLLT1*), and GAS7 (*GAS7*) and cloned into pcDNA5/FRT/TO/SH/GW. Generation of the miR-E shRNA vectors RT3GEN and RT3REN was previously described^63,64^. The SEM cell line was infected with SGEN^64^. A pMSCV-MLL-AF9-IRES-Venus construct was used for the in vitro re-plating assay, while a pMSCV-MLL-ENL-IRES-Luc2 construct was used for the in vivo transformation assay. A V5-tagged version of the N-terminal part of MLL (amino acids 1-1396) was cloned into a vector containing a Doxycycline-inducible promoter. The C-terminal fragment of SETD2 (amino acids 950-2570) was cloned with a N-terminal 6×-Myc tag. The library of 768 shRNAs was designed to target 128 conserved interaction partners of ≥5 selected MLL-fusions with six shRNAs per gene. 97-mer oligomers (Integrated DNA Technologies) were reconstituted in H_2_O and stored at −80 °C. Mini-pools of six shRNAs targeting the same candidate gene were amplified in parallel PCR reactions using Pfx DNA polymerase (Invitrogen) as described^64^. Reactions were pooled and purified using PCR Clean-up kit (Qiagen). PCR products were digested with EcoRI and XhoI (New England Biolabs) and ligated with retro- or lentiviral vectors allowing for inducible or constitutive shRNA expression together with selection markers. After dialysis, ligations were introduced into Mega X DH10ß T1 electro-competent cells (Invitrogen) by electroporation (2 kV, 200 Ω, 25 µF) using a MicroPulser Electroporator (Bio-Rad). The library was purified using Midi Prep Kit (Qiagen). The presence of shRNA cassettes was verified by Sanger sequencing. For CRISPR/Cas9-mediated mutagenesis, sgRNAs were cloned into lentiviral vectors allowing for constitutive sgRNA expression together with GFP or mCherry as previously described^65^. Sequences of sgRNAs used in the study are listed in Supplementary Table 2.

### Cell culture

All standard human leukemia cell lines such as: MOLM13, MV4-11, HEL, HL-60, KYO-1, were obtained from DSMZ (Deutsche Sammlung von Mikroorganismen und Zellkulturen GmbH (DSMZ, www.dsmz.de)) or the American Type Culture Collection (ATCC, www.atcc.org) and modified to express the ecotropic receptor and rtTA3. The murine Tet-On *MLL-AF9/Nras*G12D AML cell line (RN2) was previously described^66^. All cell lines were cultured in RPMI 1640 (Gibco) supplemented with 10%FBS, 100 U/ml penicillin, and 100 µg/ml streptomycin. Platinum-E cells were maintained in DMEM (Gibco) supplemented with 10% FBS, 100 U/ml penicillin, and 100 µg/ml streptomycin. *SpCas9*-expressing variants of MOLM-13 and *MLL-AF9/Nras*G12D cells were generated by lentiviral transduction followed by selection with Blasticidin (10 µg/ml). The *SpCas9*-expressing subclone of MV4-11 was a gift from G. Winter (Dana Farber Cancer Institute, Harvard University). The *SpCas9*-expressing THP-1 and NOMO-1 cell lines were previously described^67^. MLL-AF9-FLAG cells were previously described^22^. For proliferation curves, cells were seeded at low densities in triplicates and cell numbers were determined using a multi-channel electronic cell counter (CASY-I; Omni Life Science) in regular intervals. The DOT1L inhibitor EPZ5676 was obtained from BPS Bioscience. Human leukemic blast cells from heparinized samples of AML patients (*n* = 3) were isolated on Ficoll-Hypaque gradients and stored in liquid nitrogen. After thawing, cells were cultured in RPMI 1640 medium containing 10% BIT 9500 Serum Substitute, 100 ng/ml SCF, 50 ng/ml Flt3L, 20 ng/ml IL-3, 20 ng/ml G-CSF (all PeproTech), 10^−4^ M ß-mercaptoethanol, 50 µg/ml gentamicin, and 10 µg/ml ciprofloxacin plus 500 nM SR1 and 1 µm UM729^68^. This protocol typically leads to sustained proliferation of primary human AML cells over 20 days, yielding a >10-fold expansion in vitro. All patients gave written informed consent before blood or bone marrow was obtained. The study was approved by the Institutional Review Board of the Medical University of Vienna. Personal data from AML patients were used according to ethics approvals of clinical partners for collection of clinical and genetic data upon informed consent. All cell lines have been tested for mycoplasma contamination. Cell lines used in this study were not listed in the database of commonly misidentified cell lines maintained by ICLAC.

### Viral transduction

For retroviral transductions, Platinum-E cells were transiently transfected with pGAG-POL and retroviral expression vectors using the calcium-phosphate method in the presence of Chloroquine (25 µm, Sigma-Aldrich). Virus-containing supernatant was harvested, filtered (0.45 µm), and supplemented with polybrene (5 µg/ml). Target cells were spinoculated at 1300×*g* for 90 min. For lentiviral transductions, HEK293T cells were transiently transfected with psPAX2, pMD2.G, and lentiviral expression vectors. Virus-containing supernatant was harvested, filtered (0.45 µm), and supplemented with polybrene (5 µg/ml). Target cells were spinoculated at 1300×*g* for 90 min. Human primary AML cells were transduced with concentrated lentiviral supernatants via centrifugation (1200×*g*, 90 min) at a multiplicity of infection of 20.

### Generation of Flp-In cell lines

Jurkat Flp-In cells (Invitrogen) were transduced with pLenti6/TR (Thermo) and a clone expressing high levels of the tetracycline repressor (TR) was isolated. Cells were transfected with targeting constructs (in pcDNA5/FRT/TO) together with pCAAGS-Flp-E by nucleofection using program X-001 (Amaxa). Targeted cells were selected in Clonacell TCS medium (Stem Cell Technologies) supplemented with 600 µg/ml Hygromycin B. Clones were isolated and expanded in liquid medium in the presence of Hygromycin B. Expression of MLL-fusions was tested by qRT-PCR after induction of transgene expression by addition of 1 µg/ml Doxycycline for 24 h.

### Affinity purification of protein complexes

Nuclear extracts from transgene-expressing Jurkat cells were prepared and single-step STREP-Tactin purifications of MLL-fusion proteins were performed as described^33^. All purifications of MLL-fusion proteins were performed from 1 × 10^9^ freshly harvested cells. After being washed with PBS, cells were incubated in buffer N (300 mM sucrose, 10 mM HEPES pH 7.9, 10 mM KCl, 0.1 mM EDTA, 0.1 mM EGTA, 0.1 mM DTT, 0.75 mM spermidine, 0.15 mM spermine, 0.1% Nonidet P-40, 50 mM NaF, 1 mM Na_3_VO_4_, protease inhibitors) for 5 min on ice. Nuclei were collected by centrifugation (500×*g* for 5 min), and the supernatant was removed. The nuclear pellet was washed with buffer N. For the extraction of nuclear proteins, nuclei were resuspended in buffer C420 (20 mM HEPES pH 7.9, 420 mM NaCl, 25% glycerol, 1 mM EDTA, 1 mM EGTA, 0.1 mM DTT, 50 mM NaF, 1 mM Na_3_VO_4_, protease inhibitors), vortexed briefly, and shaken vigorously for 30 min. After centrifugation for 1 h at 100,000×*g*, the protein concentration of the soluble nuclear fraction was measured by Bradford assay. Prior to purification, all nuclear extracts were adjusted to 2 mg/ml and 150 mM NaCl with HEPES buffer (20 mM HEPES, 50 mM NaF, 1 mM Na_3_VO_4_, protease inhibitors). 15 mg of nuclear extract were pre-treated with benzonase (20 U/ml) and RNase A (50 ng/ml) for 15 min at 4 °C. Nonspecific binding to the affinity resin was blocked by the addition of avidin (1 µg/ml). 150 μl StrepTactin sepharose (IBA) was added and lysates were incubated for 2 h at 4 °C with agitation. Beads were washed 3 times with TNN-HS buffer (50 mM HEPES pH 8.0, 150 mM NaCl, 5 mM EDTA, 0.5% NP-40, 50 mM NaF, 1 mM Na_3_VO_4_, and protease inhibitors). Bound proteins were eluted by the addition of 100 µl 2.5 mM Biotin (Alfa Aesar) in TNN-HS buffer. Samples were digested with trypsin and processed for LC-MS/MS analysis.

### Mass spectrometry

Analysis of affinity purification samples was performed as described previously^33,34^. All affinity purifications were analyzed on a hybrid linear trap quadrupole (LTQ) Orbitrap Velos mass spectrometer (Thermo Fisher Scientific) coupled to a 1200 series high-performance liquid chromatography system (Agilent Technologies) via a nano-electrospray ion source using liquid junction (Proxeon). Solvents for HPLC separation of peptides were as follows: solvent A consisted of 0.4% formic acid in water, and solvent B consisted of 0.4% formic acid in 70% methanol and 20% isopropanol. 8 μl of the tryptic peptide mixture were automatically loaded onto a trap column (Zorbax 300SB-C18 5 µm, 5 × 0.3 mm, Agilent Biotechnologies). After washing, peptides were eluted by back-flushing onto a 16-cm-fused silica analytical column with an inner diameter of 50 µm packed with C18-reversed phase material (ReproSil-Pur 120 C18-AQ, 3 µm, Dr. Maisch) with a 27-min gradient ranging from 3 to 30% solvent B, followed by a 25-min gradient from 30 to 70% solvent B and, finally, a 7-min gradient from 70 to 100% solvent B at a constant flow rate of 100 nl/min. Analyses were performed in a data-dependent acquisition mode, and dynamic exclusion for selected ions was 60 s. A top 15 collision-induced dissociation (CID) method was used, and a single lock mass at *m/z* 445.120024 (Si(CH_3_)_2_O)_6_ was employed. Maximal ion accumulation time allowed in CID mode was 50 ms for MS^n^ in the LTQ and 500 ms in the C-trap. Automatic gain control was used to prevent overfilling of the ion traps and was set to 5000 in MS^n^ mode for the LTQ and 10^6^ ions for a full FTMS scan. Intact peptides were detected in the Orbitrap Velos at 60,000 resolution at *m/z* 400.

### Protein identification and network analysis

For protein identification, raw MS data files were converted into Mascot generic format (.mgf) files and searched against the human SwissProt protein database (v. 2013.01) using the two search engines Mascot (v2.3.02, MatrixScience, London, UK) and Phenyx (v2.6, GeneBio, Geneva, Switzerland). Carbamidomethyl cysteine and oxidized methionine were set as fixed and variable modifications, respectively; one missed tryptic cleavage site per peptide was permitted. The Mascot and Phenyx identifications were combined and filtered as described^32^ to provide <1% protein false discovery rate (FDR). Known MS contaminants, such as trypsin and keratin were removed from the results, and further analysis of proteins specifically binding to the baits was achieved by fitting the MS data to the generalized linear statistical model: log(data) ~ *A*_0, *j*_ + *A*_*i*, *j*_ + *α*_*i*_ + *β*_*i, k*_, where *A*_0, *j*_ is the logarithm of the baseline abundance of the *j*-th prey protein (estimated from the control AP-MS experiments), *A*_*i*, *j*_ is the specific enrichment of the *j*-th prey in the pulldowns of *i*-th bait, and *α*_*i*_ and *β*_*i, k*_ are the normalization terms that model the abundance of background proteome in the *k*-th replicate pulldown of *i*-th bait (to estimate *α*_*i*_, DDX5 and DDX17 proteins were used, as these are known components of the nuclear proteome background and were ubiquitously present in all AP-MS experiments). To improve the accuracy, the model was independently applied to three different types of MS data: Protein spectral counts (the Poisson distribution was used to model the data) and the sum of peptide scores from either Mascot or Phenyx search results, assuming the log-normal distribution. Only peptides unique to the protein groups were used. The inference of the model parameters was achieved using JAGS v.3.0. For each type of MS data, the *p*-value for the hypothesis that *A*_*i,j*_ > 0 (i.e., that the *j*-th prey binds specifically to the *i*-th bait) was calculated and then the three *p*-values were combined into a single *p*-value using the Fisher method. All the identified bait-prey pairs were ranked by the combined *p*-value. The 300 most significant interactions per bait were retained. This cutoff represents a compromise between ensuring high statistical significance of the included interactors, but also capturing sufficient diversity in the interactomes of the selected MLL-fusion proteins. The proteins shared by at least five baits were selected for further analysis. Seven proteins were manually removed as these were either frequently observed contaminants or were not detected in human hematopoietic cell lines. The final set was comprised of 128 proteins. The resulting network was extended by the known protein–protein interactions, which were retrieved from three different datasets: (i) the set of non-redundant complexes in CORUM^69^, from which binary protein–protein interactions were extracted using the matrix model. (ii) The set of interactions described in ref. ^70^, which combines data from several public repositories. (iii) The set of interactions reported in ref. ^71^, integrating different data sets. After removing self-interactions, the final network consisted of 365 PPIs between 101 core MLL-fusion interactors, while 27 other interactors identified by AP-MS remained connected only to the MLL-fusion baits. The network was partitioned into distinct protein communities by maximizing the modularity score of the network over all possible partitions using the “cluster_optimal” function of the “igraph” package in R. Gene ontology (GO) term enrichment analysis for each separate network community was performed. Enrichment was computed with the topGO package from R, using the default algorithm and the annotation file from geneontology.org (18 November 2015). All human proteins in UniProtKB/Swiss-Prot were used as the background population. *p*-values were corrected for multiple testing using the Benjamini–Hochberg procedure (FDR). Based on functional annotation similarity, unconnected nodes were assigned to the most enriched GO terms in each community. Enrichment of protein complexes within the network of 960 MLL-fusion -interactors was estimated by Fisher’s exact test. Before enrichment, CORUM core complexes sharing >70% of the proteins were iteratively merged to reduce the redundancy. All proteins present in at least one complex were used as the background population. *p*-values were corrected for multiple testing as explained above. Protein interaction networks were visualized using Cytoscape and Gephi. Detailed information about all 960 identified interactors of MLL-fusion proteins is provided in Supplementary Data 1.

### Negative selection RNAi screening

MOLM-13 cells transduced with mini-pools of retroviral vectors for shRNA-mediated targeting of conserved MLL-interactors (coupled to GFP) were mixed in a 50:50 ratio with cells expressing control shRNAs (coupled to dsRed) and cultured in the presence of Doxycycline (1 µg/ml). Changes in GFP/dsRed ratios were examined by flow cytometry over time. Percentages of GFP-positive cells were measured at each time point during the experiment and normalized to initial measurement after 2 days of Dox treatment. Gene essentiality was assessed based on recent large-scale datasets from genome-wide screens^39–42^. Based on individual scores from single screens, we assigned scores of 1 (essential) vs. 0 (non-essential) to each gene in our data set. Our combined essentiality score reflects the sum of all essentiality information per gene from 18 different experiments. Thus, a gene that is ubiquitously essential will obtain a score of 18, while a ubiquitously non-essential gene will obtain a score of 0. A gene was called essential if it scored in ≥10 of 18 cell lines. Sequences of shRNAs used for the RNAi screen are listed in Supplementary Data 2 and Supplementary Table 3.

### Chromatin immunoprecipitation (ChIP-Rx) and sequencing

*MLL-AF9/NrasG12D* AML cells and *Drosophila melanogaster* S2 cells were separately cross-linked with 10% formaldehyde and quenched with glycine (2.5 M). Pellets were washed, pooled, and resuspended in SDS lysis buffer (1% SDS, 10 mM EDTA, 50 mM Tris-HCl, pH 8.0). Chromatin was sonicated to obtain fragments of 150 bp using a Bioruptor sonicator (Diagenode). 0.5% Triton X-100 was added to the samples to allow solubilization of the sheared DNA. Chromatin was incubated with antibodies overnight (5 µg each). Antibody-bound material was enriched using protein-G-coupled magnetic beads (Invitrogen), washed (50 mM Hepes-KOH, pH 7.4; 500 mM LiCl; 1 mM EDTA; 1% NP40 and 0,5% Na-Deoxycholate), and released using elution buffer (50 mM Tris-HCl, pH 8.0; 10 mM EDTA and 1% SDS) at 65 °C. DNA-protein crosslinks were reverted by incubating the samples overnight at 65 °C in the presence of 0.2 M NaCl. The DNA was treated with RNaseA (0.2 mg/ml) and proteinase K (0.2 mg/ml) and purified using PCR clean-up kit (Qiagen). Chromatin immunoprecipitation of FLAG-tagged MLL-AF9 was performed using the High Sensitivity ChIP Kit (Abcam, 185913) according to the manufacturer’s instructions. Antibodies used were: anti-H3K4me3 (Abcam, 8580) anti-H3K36me3 (Abcam, 9050), anti-H3K79me2 (Abcam, 3594), anti-Flag (Sigma, F1804). Sequencing libraries were prepared using NEBNext Ultra DNA Library Prep Kit for Illumina (New England BioLabs) and sequenced on Illumina HiSeq 4000 using 50 bp single-read chemistry.

Raw ChIP-seq reads were evaluated with FastQC (version 0.11.4). Quality-filtering and trimming was done with PRINSEQ-lite (version 0.20.4). Resulting high-quality reads were simultaneously mapped against the *Mus musculus* (GRCm38) and *Drosophila melanogaster* (dm6) reference genomes via BWA (version 0.7.15). SAMtools (version 1.4) was used to split the alignments into mouse and Drosophila reads. Read normalization via the *Drosophila melanogaster* spike-in material was carried out with Deeptools (version 2.5.0.1) for each sample. Profile plots of histone marks were also generated with Deeptools (version 2.5.0.1). For the comparison of H3K79me2 vs. H3K36me3 signal intensities on MLL-target genes vs. non-MLL-targets, an equally sized set of randomly selected non-MLL-target genes was chosen. MLL-target genes represent genes that were downregulated upon MLL-AF9 withdrawal as measured by microarray analysis^22^. IGV was used for manual inspection and visualization of data. For the analysis of histone mark intensities in genes, mapped reads per gene were counted with featureCounts (1.5.0), respective input counts subtracted, and normalized via TMM using the edgeR package. The Pearson correlation coefficient between changes in respective histone marks over gene bodies after *Setd2* knockdown was calculated with the functions bigwigCompare, multiBigwigSummary, and plotCorrelation of Deeptools.

### RNA sequencing

RNA was isolated using RNeasy kit (Qiagen). The amount of total RNA was quantified using the Qubit 2.0 Fluorometric Quantitation system (Life Technologies) and the RNA integrity number was determined using the Experion Automated Electrophoresis System (Bio-Rad). RNA-seq libraries were prepared with TruSeq Stranded mRNA LT sample preparation kit (Illumina) using Sciclone and Zephyr liquid handling robotics (PerkinElmer). Sequencing libraries were pooled, diluted, and sequenced on an Illumina HiSeq 3000 using 50 bp single-read chemistry. Base calls provided by the Illumina Realtime Analysis software were converted into BAM format using Illumina2bam and demultiplexed using BamIndexDecoder (https://github.com/wtsi-npg/illumina2bam). Initial quality control of raw sequencing reads was done with FastQC (version 0.11.4) followed by pre-processing with PRINSEQ-lite (version 0.20.4). Resulting high-quality reads were mapped via STAR^72^ (version 2.5.0b) against the mouse (GRCm38) reference genome. After processing of the alignment results with SAMtools (0.1.19) counts per gene were obtained by HTSeq^73^ (version 0.6.0). 

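The authors' deposited tables hold their own comparison of each Setd2 shRNA with shRen.713, with fold changes given as shRen.713 over the Setd2 shRNA. In the authors' deposited table, 2402 genes had an adjusted p under 0.01 for shSetd2.1638, and in that for shSetd2.6880, 2093 had. Of the genes past this threshold in both of the authors' deposited tables, 868 changed in the same direction, 458 of them higher and 410 lower with the Setd2 shRNAs. The list of genes called with both hairpins by edgeR shared 369 higher and 332 lower genes with that list, 701 in all. Another 163 genes, on the edgeR list alone, and 167, on the list from the authors' deposited tables alone, made up the remainder. No gene was on both lists with opposite directions.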

Normalization and differential expression analysis between two samples was carried out with DESeq2^74^. For the visualization of gene expression and unsupervised hierarchical clustering of the samples the rlog normalization in DESeq2 was applied. We used the R library pheatmap for sample clustering (euclidian distance, complete linkage clustering) and heatmap.2 from the gplots package to visualize differentially expressed genes (Pearson correlation and ward.D clustering).

### Real-time PCR analysis

Total RNA was isolated using RNeasy mini kit (Qiagen). Reverse transcription was performed with RevertAid RT Kit (Thermo Scientific) using 300 ng RNA. Quantitative PCR was performed using SensiMix SYBR Hi-ROX kit (Bioline) on a RotorGene Q PCR machine (RG-600, Qiagen). Results were analyzed using the 2^-dd*C(t)*^ method. Sequences of primers used for qPCR are listed in Supplementary Table 4.

### FACS analysis

Cells were incubated in Fc block reagent (murine: Biolegend,14-0161-85, clone93; human: Biolegend 422301) prior to incubation with the following antibodies: anti-human CD36 (Biolegend, 336207, clone 5-271), Brilliant Violet 421 anti-mouse/human CD11b (Biolegend, 101235, clone M1/70), APC Rat anti-Mouse CD117 (BD Pharmingen, 553356 = cell, clone 2B8), anti-Mouse Ly-6G (Gr-1) (Biolegend, 108411, clone RB6-8C5). Samples were measured on LSR Fortessa or Canto II flow cytometers (BD Biosciences) and analyzed using FlowJo software (Tree Star).

### Co-immunoprecipitation

HEK293 cells stably expressing pMSCV-rtTA3-IRES-EcoR-PGK-Puro were transiently transfected with the indicated constructs using the PEI transfection method. The expression of the N-terminal MLL-fragment was induced with Doxycycline for 24 h (1 µg/ml, Sigma Aldrich). The Proteasome inhibitor MG-132 (Sigma-Aldrich, 10 mM in DMSO), was added to the medium 2 h before cell harvest. Cells were harvested in IP-lysis buffer (50 mM Tris/HCl pH 7.5, 150 mM NaCl, 1% NP-40, 5 mM EDTA, 5 mM EGTA) supplemented with protease and phosphatase inhibitors. Protein concentrations were  determined with Bradford protein assay (Biorad) using γ-globulin (Biorad) as a standard. Subsequently, lysates were incubated with Anti-Myc-tag mAb-Magnetic Beads (Biomedica GmbH) for 1.5 h with continuous rotation at 4 °C. Beads were recovered by centrifugation and washed in IP-buffer. Bound proteins were released by addition of Lämmli-sample-buffer (Biorad) and boiling for 10 min at 95 °C before SDS-PAGE analysis and immunoblotting.

### Western blotting

Western blotting was performed according to standard laboratory protocols. Antibodies used were: anti-H3K36me3 (Abcam, 9050; 1:1000), anti-H3 (Abcam, 1791; 1:5000), anti-HA (Covance, MMS-101P; 1:2000), anti-H2AX (Millipore 05-636; 1:5000) anti-Tubulin (Abcam, 7291; 1:5000), anti-RCC-1 (Santa Cruz, sc-55559; 1:2000), anti-p21 (Santa Cruz, sc-6246; 1:1000), anti-GAPDH (Santa Cruz, sc-365062; 1:1000), anti-V5-tag (Cell Signaling, 13202; 1:2000), anti-Myc (Abcam, 9106; 1:10000). Secondary antibodies used were: goat anti-mouse HRP (Jackson ImmunoResearch, 115-035-03 or Thermo Fisher Scientific, 31430; 1:5000), goat anti-rabbit HRP (Jackson ImmunoResearch, 111-035-003 or Thermo Fisher Scientific 31460; 1:5000). Uncropped scans of all blots are shown in Supplementary Fig. 12.

### Cytospin analysis

Cells were cytocentrifuged onto glass slides and stained with Giemsa staining solution before microscopic analysis. Images were processed using Adobe Photoshop (Adobe).

### Comet assay

Cells were treated with Doxycycline (1 µg/ml) to induce shRNA expression. sh*Ren*.713-expressing cells were treated with 150 µm H_2_O_2_ for 10 min. 4 × 10^4^ cells were washed in PBS and mixed with 100 µl, 0.5% low melting agarose. The cell suspension was deposited on pre-chilled frosted glass slides pre-coated with 1% agarose. Slides were immersed in pre-chilled lysis buffer (2.5 M NaCl, 10 mM Tris-HCl, 100 mM Na_2_EDTA, 10% DMSO, and 1% Triton X; pH 10) for 1–2 h and washed with cold H_2_O (3 times for 10 min). Slides were incubated in electrophoresis buffer (55 mM NaOH, 1 mM EDTA, 1% DMSO; pH 12.8) for 45 min followed by electrophoresis at 35 V for 40 min. Samples were neutralized in 400 mM Tris-HCl buffer pH 7.0 for 1 h and washed once with pre-chilled H_2_O before staining with SYBR Gold. Comet tail moments, defined as the average distance migrated by the DNA multiplied by the fraction of DNA in the comet tail, were scored using the CASP image-analysis software.

### Transplantation experiments

1 × 10^6^ Murine *MLL-AF9/NrasG12D* cells were injected into the tail-vein of sub-lethally (5.5 Gy) irradiated C57BL/6 Ly5.1 recipient (*n* = 5). Disease progression was monitored by bioluminescence imaging. Doxycycline (4 mg/ml) was supplied to the drinking water of mice to activate the expression of shRNAs. E14.5 fetal liver cells from C57BL/6 Ly5.2 embryos with heterozygous expression of the *SpCas9* transgene^49^ were co-transduced with retroviral vectors allowing for constitutive expression of MLL-ENL and Luciferase, and sgRNAs coupled to mCherry. The efficiency of infection ranged between 5–11%. Transduced fetal liver cells were injected into the tail-vein of lethally (2 × 5.5 Gy) irradiated C57BL/6 Ly5.1 recipient mice. Terminally sick animals were sacrificed after 50–60 days, and bone marrow was isolated from femurs and tibia. Animals suffering from obvious other symptoms than leukemia were excluded from the analyses. During all animal experiments we adhered to the 3 R principles (reduction, replacement, and refinement). Animal numbers were determined by the investigator using previous experience and based on judgement of pilot experiments. In general, animal numbers were chosen to be as small as possible but large enough to provide needed estimates for statistical tests, based on previous experience. All animal experiments were performed according to ethical animal license protocols approved by the authorities of the Austrian government. No randomization was used in transplantation experiments. The investigator was not blinded to the group allocation during the experiment and while assessing the outcome.

### Hematopoietic progenitor re-plating assay

Fetal liver cells were retrovirally co-transduced with MLL-AF9 coupled to Venus and vectors allowing for constitutive expression of shRNAs coupled to mCherry. Venus/mCherry double-positive cells were isolated by FACS sorting and seeded in complete methylcellulose medium (MethoCult M3434). Colonies were scored in 7-day intervals and 5 × 10^3^ cells were re-plated.

### Apoptosis assays

Annexin V staining was performed according to the manufacturer’s protocol (Annexin V Apoptosis Detection Kit PE, Affymetrix, eBioscience). The TUNEL assay was performed according to the manufacturer’s instructions (ApoBrdU Red DNA Fragmentation Kit; BioVision (K404-60)). Cells were analyzed by flow cytometry.

### Genotyping of cells with CRISPR/Cas9-induced mutations

Targeted regions were amplified in a PCR reaction using LA Taq® DNA Polymerase (TaKaRa RR002A). PCR products were purified (Qiagen) and analyzed by Sanger sequencing. Chromatograms were analyzed with the TIDE tool (Tracking of Indels by Decomposition, https://tide-calculator.nki.nl)^75^ to quantify nature and frequency of generated indels.

### Cell cycle analysis

Murine *MLL-AF9*/*NRas*G12D AML cells were cultured in the presence of Doxycycline (1 µg/ml), harvested, fixed in 70% Ethanol and stored at −20 °C until further analysis. Cells were stained with PI staining solution and examined by flow cytometry.

### Statistical analysis

Two-tailed Student’s *t*-tests were used for statistical analysis if not stated otherwise.

### Data availability

The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE partner repository with the dataset identifier PXD009338. RNA-seq and ChIP-seq data was deposited into the Gene Expression Omnibus (GEO). GEO accession GSE110521.

## Electronic supplementary material

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

## References

[1] Mitelman F, Johansson B, Mertens F (2007). The impact of translocations and gene fusions on cancer causation. Nat. Rev. Cancer.

[2] Shortt J, Ott CJ, Johnstone RW, Bradner JE (2017). A chemical probe toolbox for dissecting the cancer epigenome. Nat. Rev. Cancer.

[3] Grimwade D, Ivey A, Huntly BJP (2015). Molecular landscape of acute myeloid leukemia in younger adults and its clinical relevance. Blood.

[4] Slany RK (2016). The molecular mechanics of mixed lineage leukemia. Oncogene.

[5] Meyer C (2013). The MLL recombinome of acute leukemias in 2013. Leukemia.

[6] Milne TA (2010). Multiple interactions recruit MLL1 and MLL1 fusion proteins to the HOXA9 locus in leukemogenesis. Mol. Cell.

[7] Cierpicki T (2010). Structure of the MLL CXXC domain-DNA complex and its functional role in MLL-AF9 leukemia. Nat. Struct. Mol. Biol..

[8] Yokoyama A, Cleary ML (2008). Menin critically links MLL proteins with LEDGF on cancer-associated target genes. Cancer Cell.

[9] Okuda, H. et al. MLL fusion proteins link transcriptional coactivators to previously active CpG-rich promoters. *Nucleic Acids Res*. **42**, 4241–4256 (2014).10.1093/nar/gkt1394PMC398562224465000

[10] Mohan M (2010). Linking H3K79 trimethylation to Wnt signaling through a novel Dot1-containing complex (DotCom). Genes Dev..

[11] Biswas D (2011). Function of leukemogenic mixed lineage leukemia 1 (MLL) fusion proteins through distinct partner protein complexes. Proc. Natl Acad. Sci. USA.

[12] Muntean AG (2010). The PAF complex synergizes with MLL fusion proteins at HOX loci to promote leukemogenesis. Cancer Cell.

[13] Yokoyama A, Lin M, Naresh A, Kitabayashi I, Cleary ML (2010). A higher-order complex containing AF4 and ENL family proteins with P-TEFb facilitates oncogenic and physiologic MLL-dependent transcription. Cancer Cell.

[14] Lin C (2010). AFF4, a component of the ELL / P-TEFb elongation complex and a shared subunit of MLL chimeras, can link transcription elongation to leukemia. Mol. Cell.

[15] Wang Z (2008). Glycogen synthase kinase 3 in MLL leukaemia maintenance and targeted therapy. Nature.

[16] Wang Y (2010). The Wnt/beta-catenin pathway is required for the development of leukemia stem cells in AML. Science.

[17] Miller PG (2013). In vivo RNAi screening identifies a leukemia-specific dependence on integrin beta 3 signaling. Cancer Cell.

[18] Zuber J (2011). RNAi screen identifies Brd4 as a therapeutic target in acute myeloid leukaemia. Nature.

[19] Harris WJ (2012). The histone demethylase KDM1A sustains the oncogenic potential of MLL-AF9 leukemia stem cells. Cancer Cell.

[20] Shen, C. et al. NSD3-short is an adaptor protein that couples BRD4 to the CHD8 chromatin remodeler. *Mol. Cell***60***, *847–859 (2015).10.1016/j.molcel.2015.10.033PMC468813126626481

[21] Bernt KM (2011). MLL-rearranged leukemia is dependent on aberrant H3K79 methylation by DOT1L. Cancer Cell.

[22] Zuber J (2011). An integrated approach to dissecting oncogene addiction implicates a Myb-coordinated self-renewal program as essential for leukemia maintenance. Genes Dev..

[23] Ohlsson, E. et al. Initiation of MLL-rearranged AML is dependent on C/EBPa. *J. Exp. Med.* **211**, 5–13 (2013).10.1084/jem.20130932PMC389297924367003

[24] Ye, M. et al. Hematopoietic differentiation is required for initiation of acute myeloid leukemia. *Cell Stem Cell***17**, 611–623 (2015).10.1016/j.stem.2015.08.011PMC463697126412561

[25] Thiel AT (2010). MLL-AF9-induced leukemogenesis requires coexpression of the wild-type Mll allele. Cancer Cell.

[26] Cheung N (2016). Targeting aberrant epigenetic networks mediated by PRMT1 and KDM4C in acute myeloid leukemia. Cancer Cell.

[27] Cheung N, Chan LC, Thompson A, Cleary ML, So CW (2007). Protein arginine-methyltransferase-dependent oncogenesis. Nat. Cell Biol..

[28] Sobulo OM (1997). MLL is fused to CBP, a histone acetyltransferase, in therapy-related acute myeloid leukemia with a t(11;16)(q23;p13.3). Proc. Natl Acad. Sci. USA.

[29] Lavau C, Du C, Thirman M, Zeleznik-Le N (2000). Chromatin-related properties of CBP fused to MLL generate a myelodysplastic-like syndrome that evolves into myeloid leukemia. EMBO J..

[30] So CW, Lin M, Ayton PM, Chen EH, Cleary ML (2003). Dimerization contributes to oncogenic activation of MLL chimeras in acute leukemias. Cancer Cell.

[31] Martin ME (2003). Dimerization of MLL fusion proteins immortalizes hematopoietic cells. Cancer Cell.

[32] Pichlmair A (2012). Viral immune modulators perturb the human molecular network by common and unique strategies. Nature.

[33] Giambruno R (2013). Affinity purification strategies for proteomic analysis of transcription factor complexes. J. Proteome Res..

[34] Grebien F (2015). Pharmacological targeting of the Wdr5-MLL interaction in C/EBPα N-terminal leukemia. Nat. Chem. Biol..

[35] Yokoyama A (2004). Leukemia proto-oncoprotein MLL forms a SET1-like histone methyltransferase complex with menin to regulate Hox gene expression. Mol. Cell Biol..

[36] Nie Z (2003). Novel SWI/SNF chromatin-remodeling complexes contain a mixed-lineage leukemia chromosomal translocation partner. Mol. Cell Biol..

[37] Maethner E (2013). MLL-ENL inhibits polycomb repressive complex 1 to achieve efficient transformation of hematopoietic cells. Cell Rep..

[38] Yokoyama A (2005). The menin tumor suppressor protein is an essential oncogenic cofactor for MLL-associated leukemogenesis. Cell.

[39] Blomen VA (2015). Gene essentiality and synthetic lethality in haploid human cells. Science.

[40] Tzelepis K (2016). A CRISPR dropout screen identifies genetic vulnerabilities and therapeutic targets in acute myeloid leukemia. Cell Rep..

[41] Hart, T. et al. High-resolution CRISPR screens reveal fitness genes and genotype-specific cancer liabilities screens reveal fitness genes. *Cell***163**, 1515–1526 (2015).10.1016/j.cell.2015.11.01526627737

[42] Wang T (2015). Identification and characterization of essential genes in the human genome. Science.

[43] Bagger, F. O. et al. BloodSpot: a database of gene expression profiles and transcriptional programs for healthy and malignant haematopoiesis. *Nucleic Acids Res*. **44**, D917–D924 (2015).10.1093/nar/gkv1101PMC470280326507857

[44] Edmunds JW, Mahadevan LC, Clayton AL (2008). Dynamic histone H3 methylation during gene induction: HYPB/Setd2 mediates all H3K36 trimethylation. EMBO J..

[45] Orlando DA (2014). Quantitative ChIP-Seq normalization reveals global modulation of the epigenome resource quantitative ChIP-Seq normalization reveals global modulation of the epigenome. Cell Rep..

[46] Pfister SX (2014). SETD2-dependent histone H3K36 trimethylation is required for homologous recombination repair and genome stability. Cell Rep..

[47] Mar, B. G. et al. SETD2 alterations impair DNA damage recognition and lead to resistance to chemotherapy in leukemia. *Blood***130**, 2631–2641 (2017).10.1182/blood-2017-03-775569PMC573108429018079

[48] Shi, J. et al. Discovery of cancer drug targets by CRISPR-Cas9 screening of protein domains. *Nat. Biotechnol*. **33**, 661–667 (2015).10.1038/nbt.3235PMC452999125961408

[49] Platt RJ (2014). CRISPR-Cas9 knockin mice for genome editing and cancer modeling. Cell.

[50] Daigle SR (2013). Potent inhibition of DOT1L as treatment of MLL-fusion leukemia. Blood.

[51] Huyen Y (2004). Methylated lysine 79 of histone H3 targets 53BP1 to DNA double-strand breaks. Nature.

[52] Dou Y (2006). Regulation of MLL1 H3K4 methyltransferase activity by its core components. Nat. Struct. Mol. Biol..

[53] van Nuland R (2013). Quantitative dissection and stoichiometry determination of the human SET1/MLL histone methyltransferase complexes. Mol. Cell Biol..

[54] Kobayashi N (2007). RanBPM, Muskelin, p48EMLP, p44CTLH, and the armadillo-repeat proteins ARMC8alpha and ARMC8beta are components of the CTLH complex. Gene.

[55] Kim JH (2016). SON and its alternatively spliced isoforms control MLL complex-mediated H3K4me3 and transcription of leukemia-associated genes. Mol. Cell.

[56] Mar BG (2014). Mutations in epigenetic regulators including SETD2 are gained during relapse in paediatric acute lymphoblastic leukaemia. Nat. Commun..

[57] Parker, H. et al. Genomic disruption of the histone methyltransferase SETD2 in chronic lymphocytic leukaemia. *Leukemia***30**, 2179–2186 (2016).10.1038/leu.2016.134PMC502304927282254

[58] Zhu X (2014). Identification of functional cooperative mutations of SETD2 in human acute leukemia. Nat. Genet..

[59] Krogan NJ (2003). Methylation of histone H3 by Set2 in Saccharomyces cerevisiae is linked to transcriptional elongation by RNA polymerase II. Mol. Cell Biol..

[60] Qin S, Min J (2017). Structure and function of the nucleosome-binding PWWP domain. Trends Biochem. Sci..

[61] Li, J. et al. SETD2: an epigenetic modifier with tumor suppressor functionality. *Oncotarget***7**, 50719–50734 (2015).10.18632/oncotarget.9368PMC522661627191891

[62] Santos, M. A. et al. DNA-damage-induced differentiation of leukaemic cells as an anti-cancer barrier. *Nature***514**, 107–111 (2014).10.1038/nature13483PMC441070725079327

[63] Dow LE (2012). A pipeline for the generation of shRNA transgenic mice. Nat. Protoc..

[64] Fellmann C (2013). An optimized microRNA backbone for effective single-copy RNAi. Cell Rep..

[65] Cong L (2013). Multiplex genome engineering using CRISPR/Cas systems. Science.

[66] Zuber J (2011). Toolkit for evaluating genes required for proliferation and survival using tetracycline-regulated RNAi. Nat. Biotechnol..

[67] Tarumoto, Y. et al. LKB1, salt-inducible kinases, and MEF2C are linked dependencies in acute myeloid leukemia. *Mol. Cell***69**, 1017–1027 (2018).10.1016/j.molcel.2018.02.011PMC585664129526696

[68] Pabst C (2014). Identification of small molecules that support human leukemia stem cell activity ex vivo. Nat. Methods.

[69] Ruepp A (2010). CORUM: the comprehensive resource of mammalian protein complexes—2009. Nucleic Acids Res..

[70] Colinge J (2014). Building and exploring an integrated human kinase network: global organization and medical entry points. J. Proteom..

[71] Menche J (2015). Disease networks. Uncovering disease-disease relationships through the incomplete interactome. Science.

[72] Dobin A (2013). STAR: ultrafast universal RNA-seq aligner. Bioinformatics.

[73] Anders S, Pyl PT, Huber W (2015). HTSeq--a Python framework to work with high-throughput sequencing data. Bioinformatics.

[74] Love MI, Huber W, Anders S (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol..

[75] Brinkman, E. K., Chen, T., Amendola, M. & van Steensel, B. Easy quantitative assessment of genome editing by sequence trace decomposition. *Nucleic Acids Res*. **42**, e168 (2014).10.1093/nar/gku936PMC426766925300484

# Supplementary material for: MLL-fusion-driven leukemia requires SETD2 to safeguard genomic integrity
**Source:** Nat Commun. 2018 May 18;9:1983. doi: 10.1038/s41467-018-04329-y
**Supplement:** Supplementary file 1 — Supplementary Information

Supplementary Information to the publication

MLL-fusion-driven leukemia requires SETD2 to safeguard genomic integrity

Anna Skucha<sup>1,2</sup>, Jessica Ebner<sup>2</sup>, Johannes Schmöller<sup>2</sup>, Mareike Roth<sup>3</sup>, Thomas Eder<sup>2</sup>, Adrián César-Razquin<sup>1</sup>, Alexey Stukalov<sup>1</sup>, Sarah Vittori<sup>1</sup>, Matthias Muhar<sup>3</sup>, Bin Lu<sup>4</sup>, Martin Aichinger<sup>3</sup>, Julian Jude<sup>3</sup>, André C. Müller<sup>1</sup>, Balázs Györfy<sup>5</sup>, Christopher R. Vakoc<sup>4</sup>, Peter Valent<sup>6</sup>, Keiryn L. Bennett<sup>1</sup>, Johannes Zuber<sup>3\*</sup>, Giulio Superti-Furga<sup>1,7\*</sup>, Florian Grebien<sup>2,8\*#</sup>

\* these authors contributed equally to this work

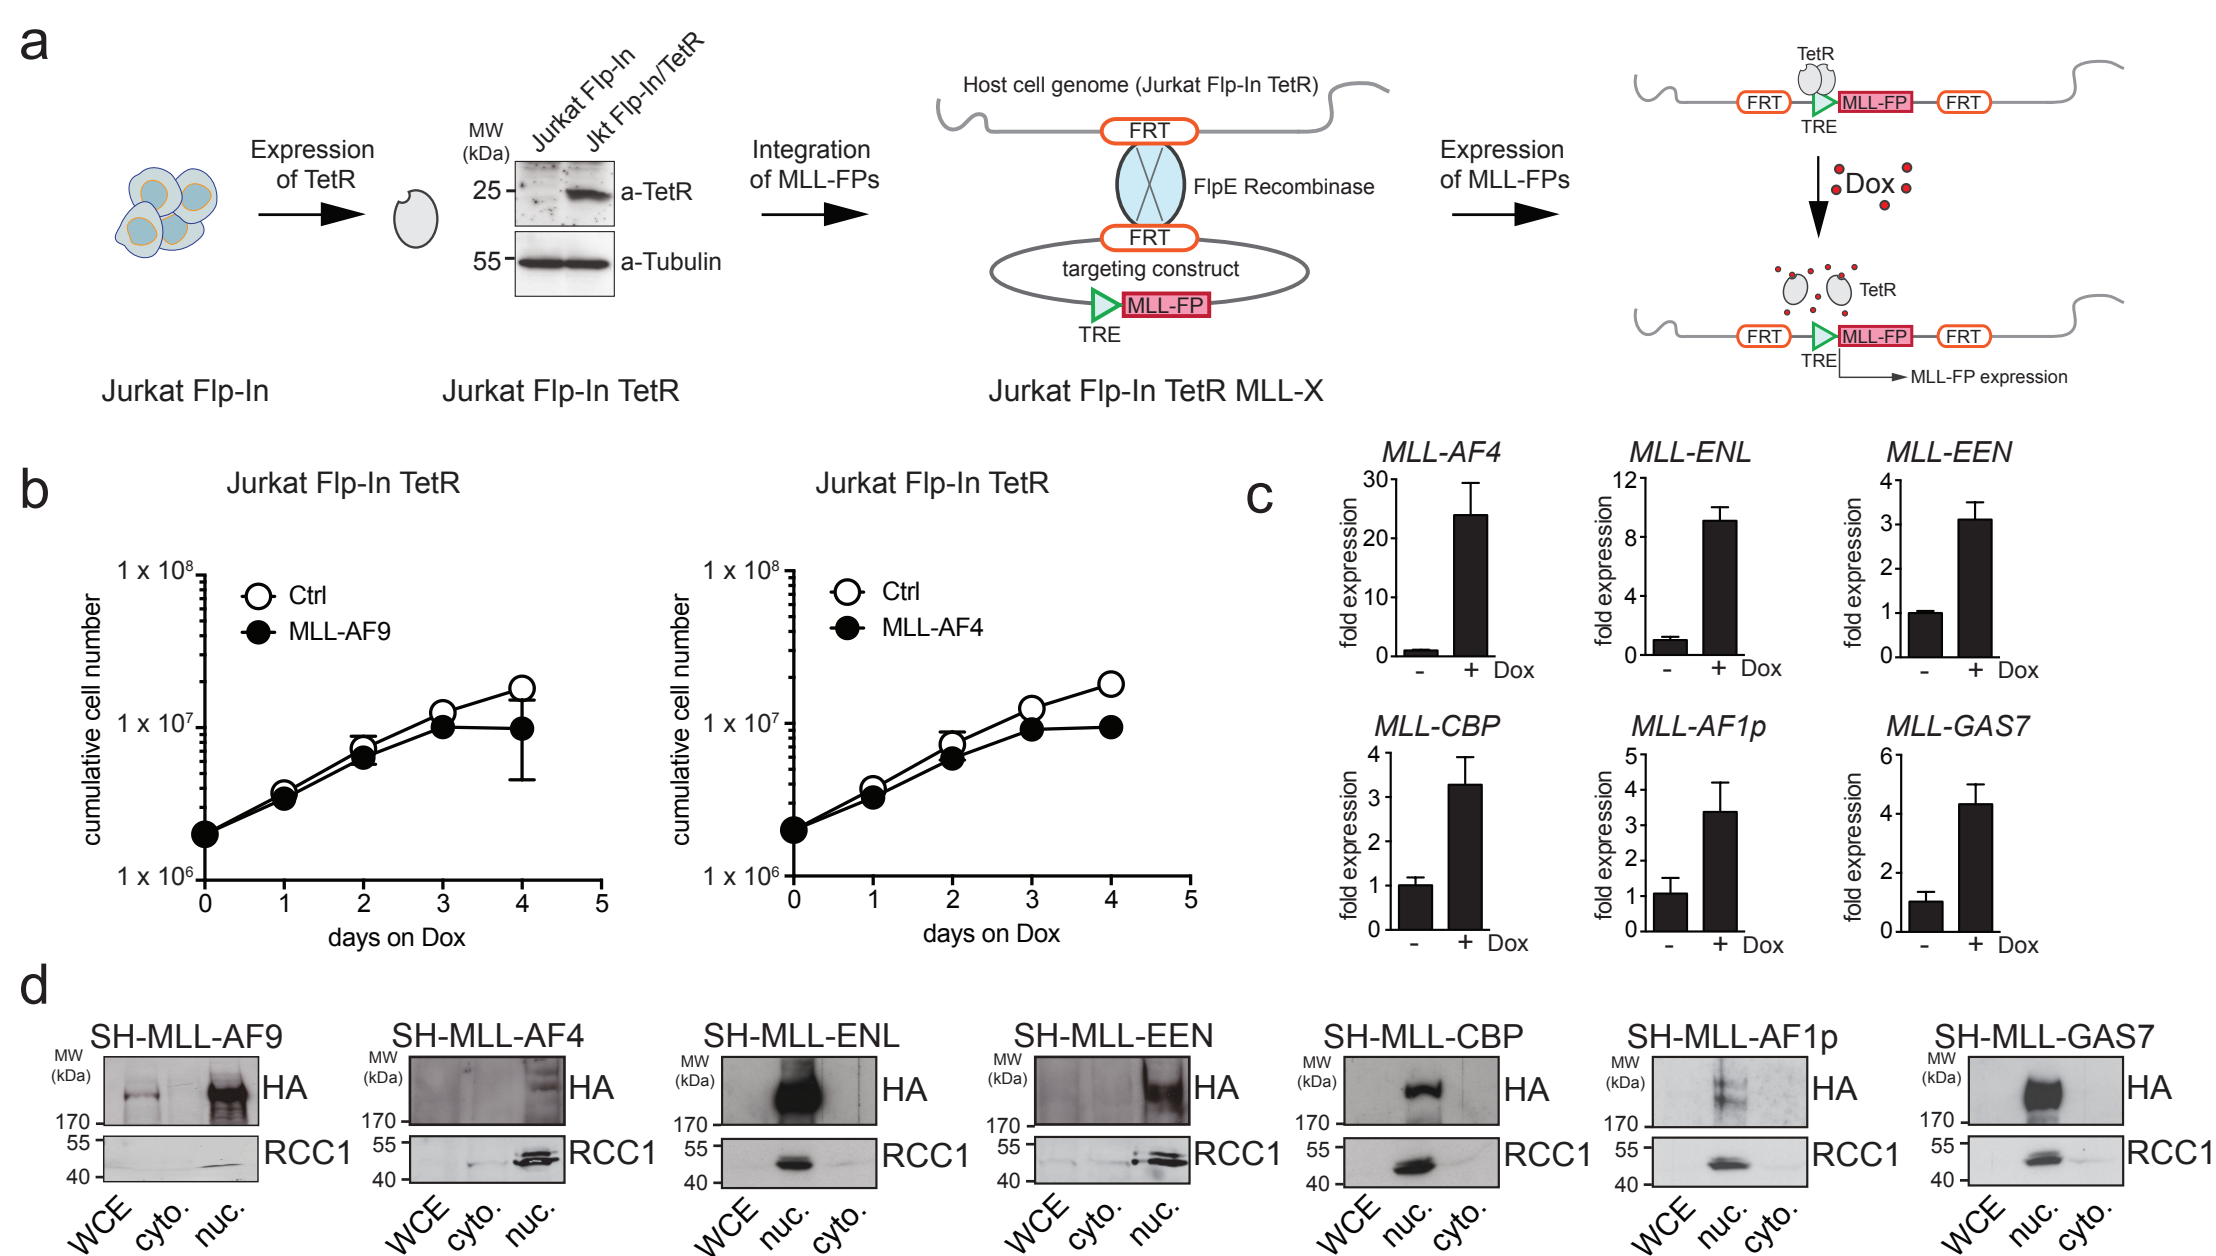

**Supplementary Figure 1. Generation and characterization of isogenic cell lines for expression of affinity-tagged variants of MLL-fusion proteins. (a)** Schematic illustration of the workflow for establishing the cell line models for affinity purification of MLL fusion proteins. The Flp-In system involves introduction of a Flp Recombination Target (FRT) site into the genome of the Jurkat cell line. An expression vector encoding for MLL-fusion protein is integrated into the genome via Flp recombinase-mediated DNA recombination at the FRT site. **(b)** Growth curves of Jurkat Flp-In cell lines expressing indicated MLL-fusion proteins (mean±s.d. n=3). **(c)** Cells expressing Strep-HA (SH)-tagged MLL fusion proteins were treated with Dox for 24h and transgene expression was monitored by qPCR (mean±s.d. n=3). **(d)** Extracts from Jurkat cells expressing indicated MLL-fusion proteins were fractionated and analyzed for expression of hemagglutinin (HA). RCC-1 was used as loading control (WCE: whole cell extract; nuc: nuclear fraction; cyto: cytosolic fraction).

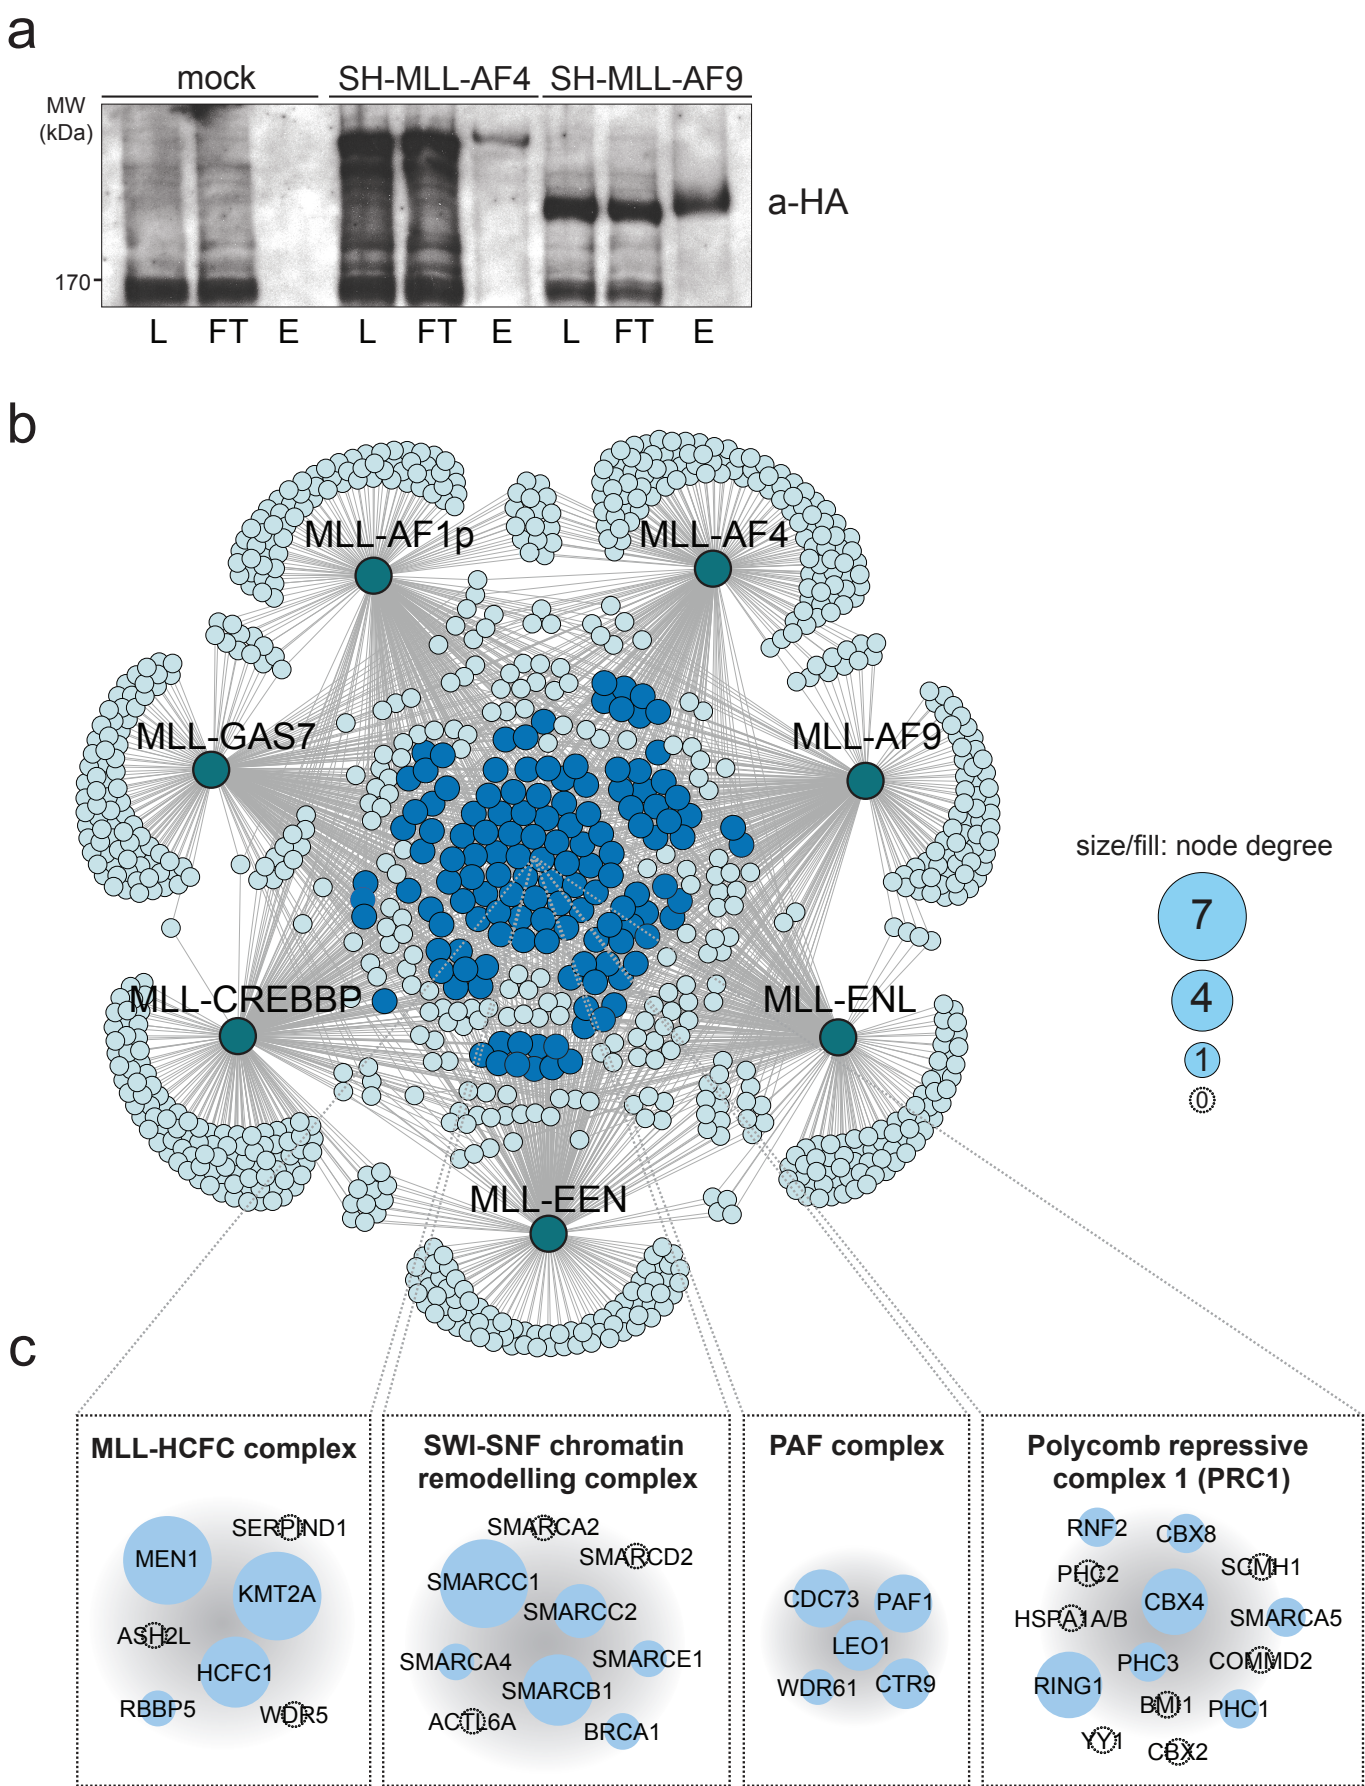

**Supplementary Figure 2. Identification of protein complexes among the MLL-fusion protein-interactome. (a)** Western blot (WB) analysis of lysate (L), flow-through (FT) and eluate (E) from StrepTactin-purifications of indicated affinity-tagged MLL-fusion proteins. **(b)** Network representation of the AP-MS-derived protein-protein interaction network of seven MLL-fusion proteins (dark green nodes), showing the top 300 interactors per bait ranked by p-value (light blue nodes). Nodes labelled in dark blue represent 128 proteins that interact with  $\geq 5$  of the 7 MLL-fusion proteins. **(c)** Representation of enriched protein complexes previously reported to be associated with MLL. The size and the color of the nodes correspond to the number of interaction partners.

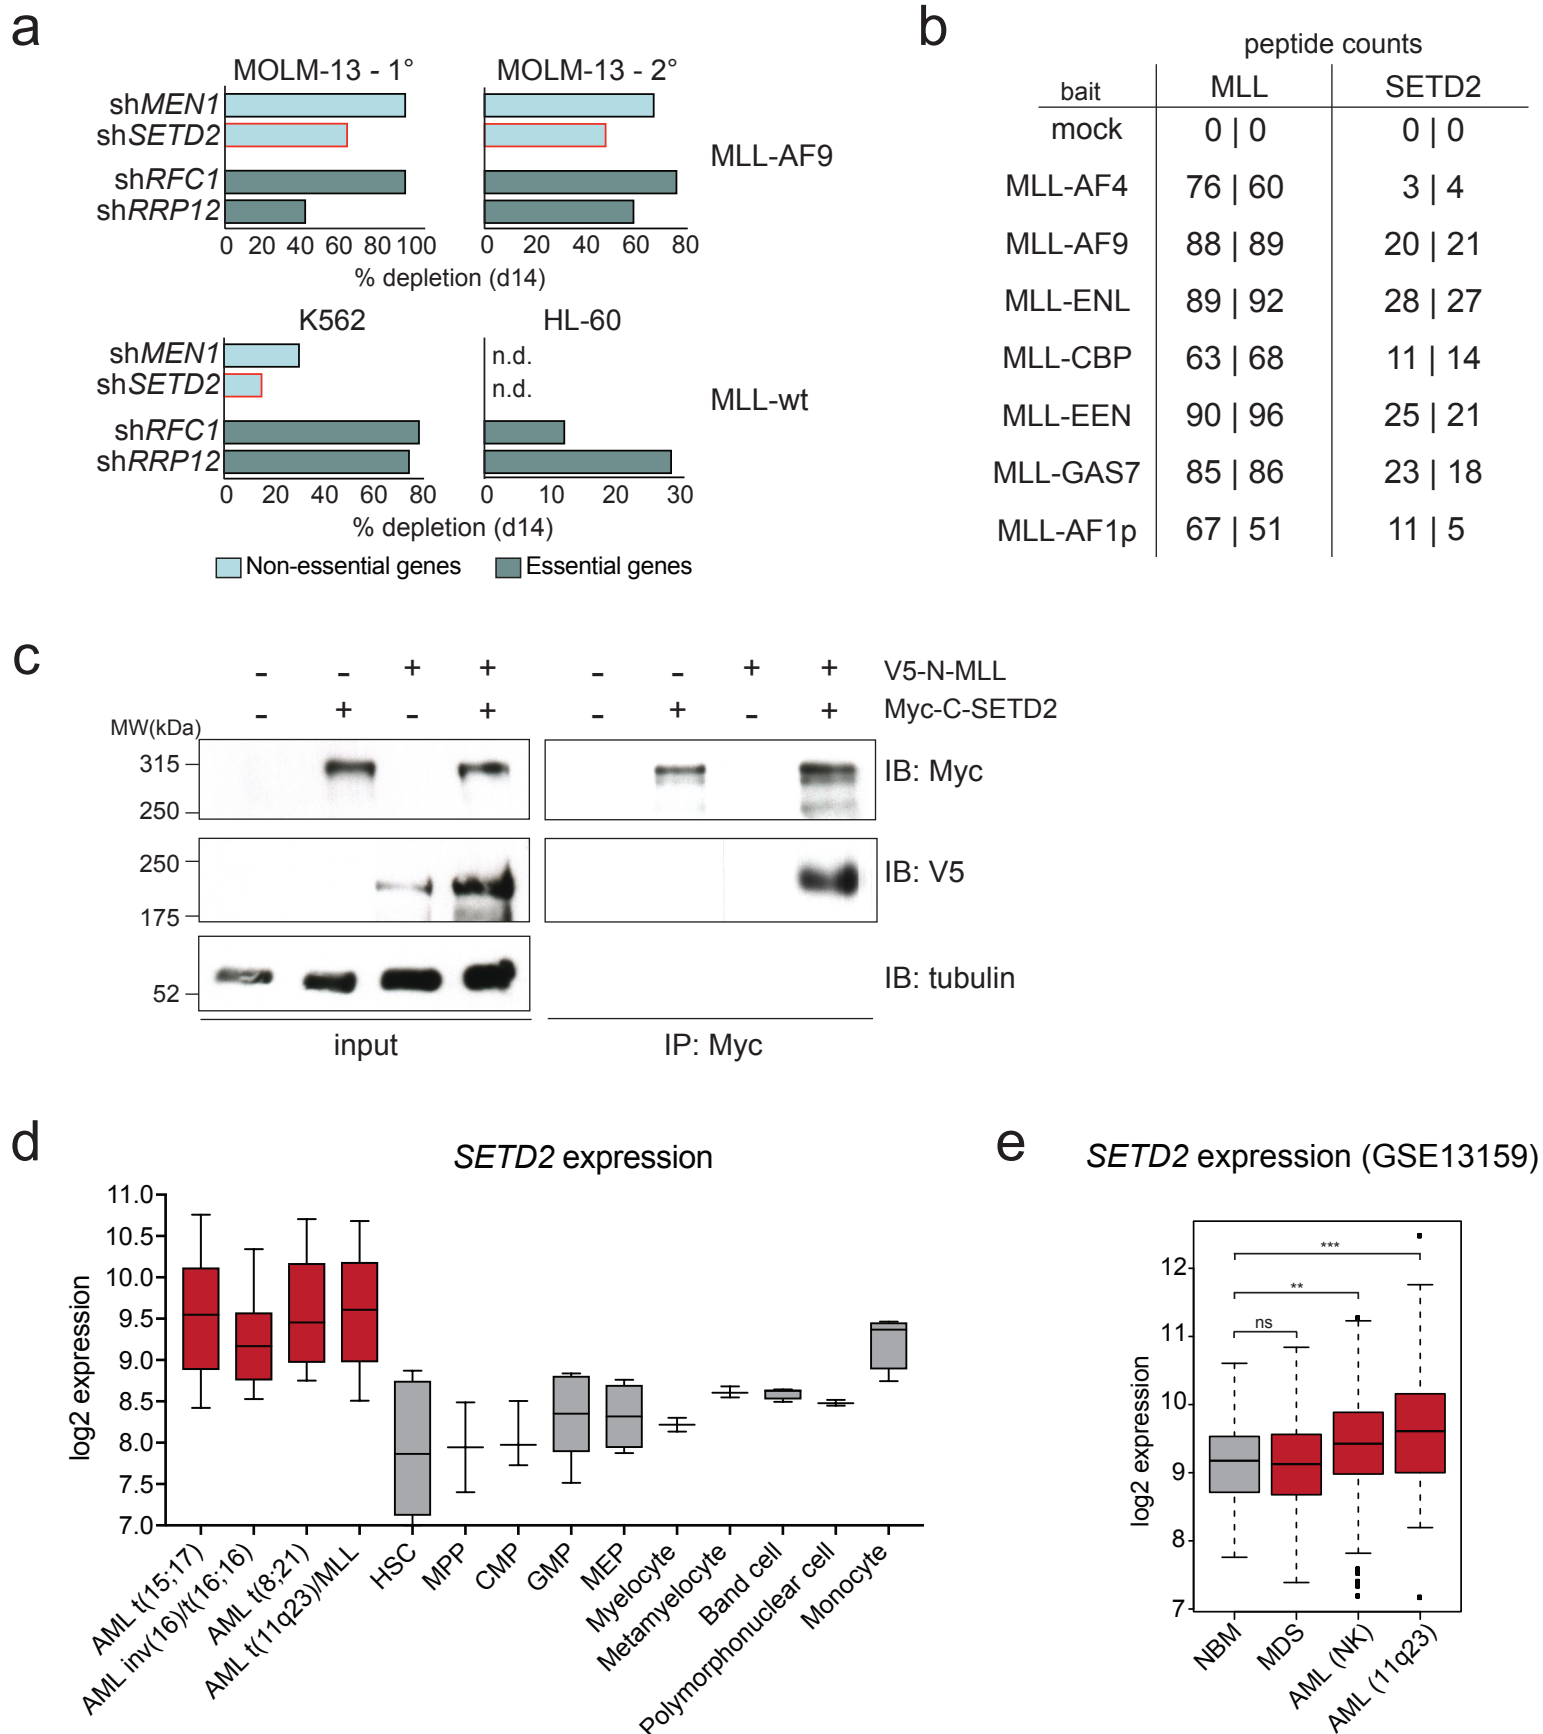

**Supplementary Figure 3. shRNA screening of conserved MLL-interactors identifies SETD2 as a critical effector of MLL-fusion proteins.** (a) Examples of depletion phenotypes of four selected genes in MLL-rearranged vs. MLL-wild type leukemia cell lines. Gene essentiality was assigned based on published datasets. (b) Peptide counts for MLL and SETD2 from AP-MS experiments of MLL-fusion proteins. (c) HEK293 rTA3 cells were transiently transfected with indicated constructs. Following immunoprecipitation using anti-Myc beads, eluates (IP) and whole cell extracts (input) were analyzed by immunoblotting with the indicated antibodies. (d) Expression levels of SETD2 in leukemia and normal hematopoiesis (bloodspot.binf.ku.dk). (e) Expression levels of SETD2 in different AML subtypes (NBM: Normal Bone marrow; MDS: Myelodysplastic Syndrome; AML (NK): Normal Karyotype; AML (11q23): AML harboring rearrangements of the MLL gene). ns, not significant, \*\*  $p < 0.01$ , \*\*\*  $p < 0.001$  (t-test).

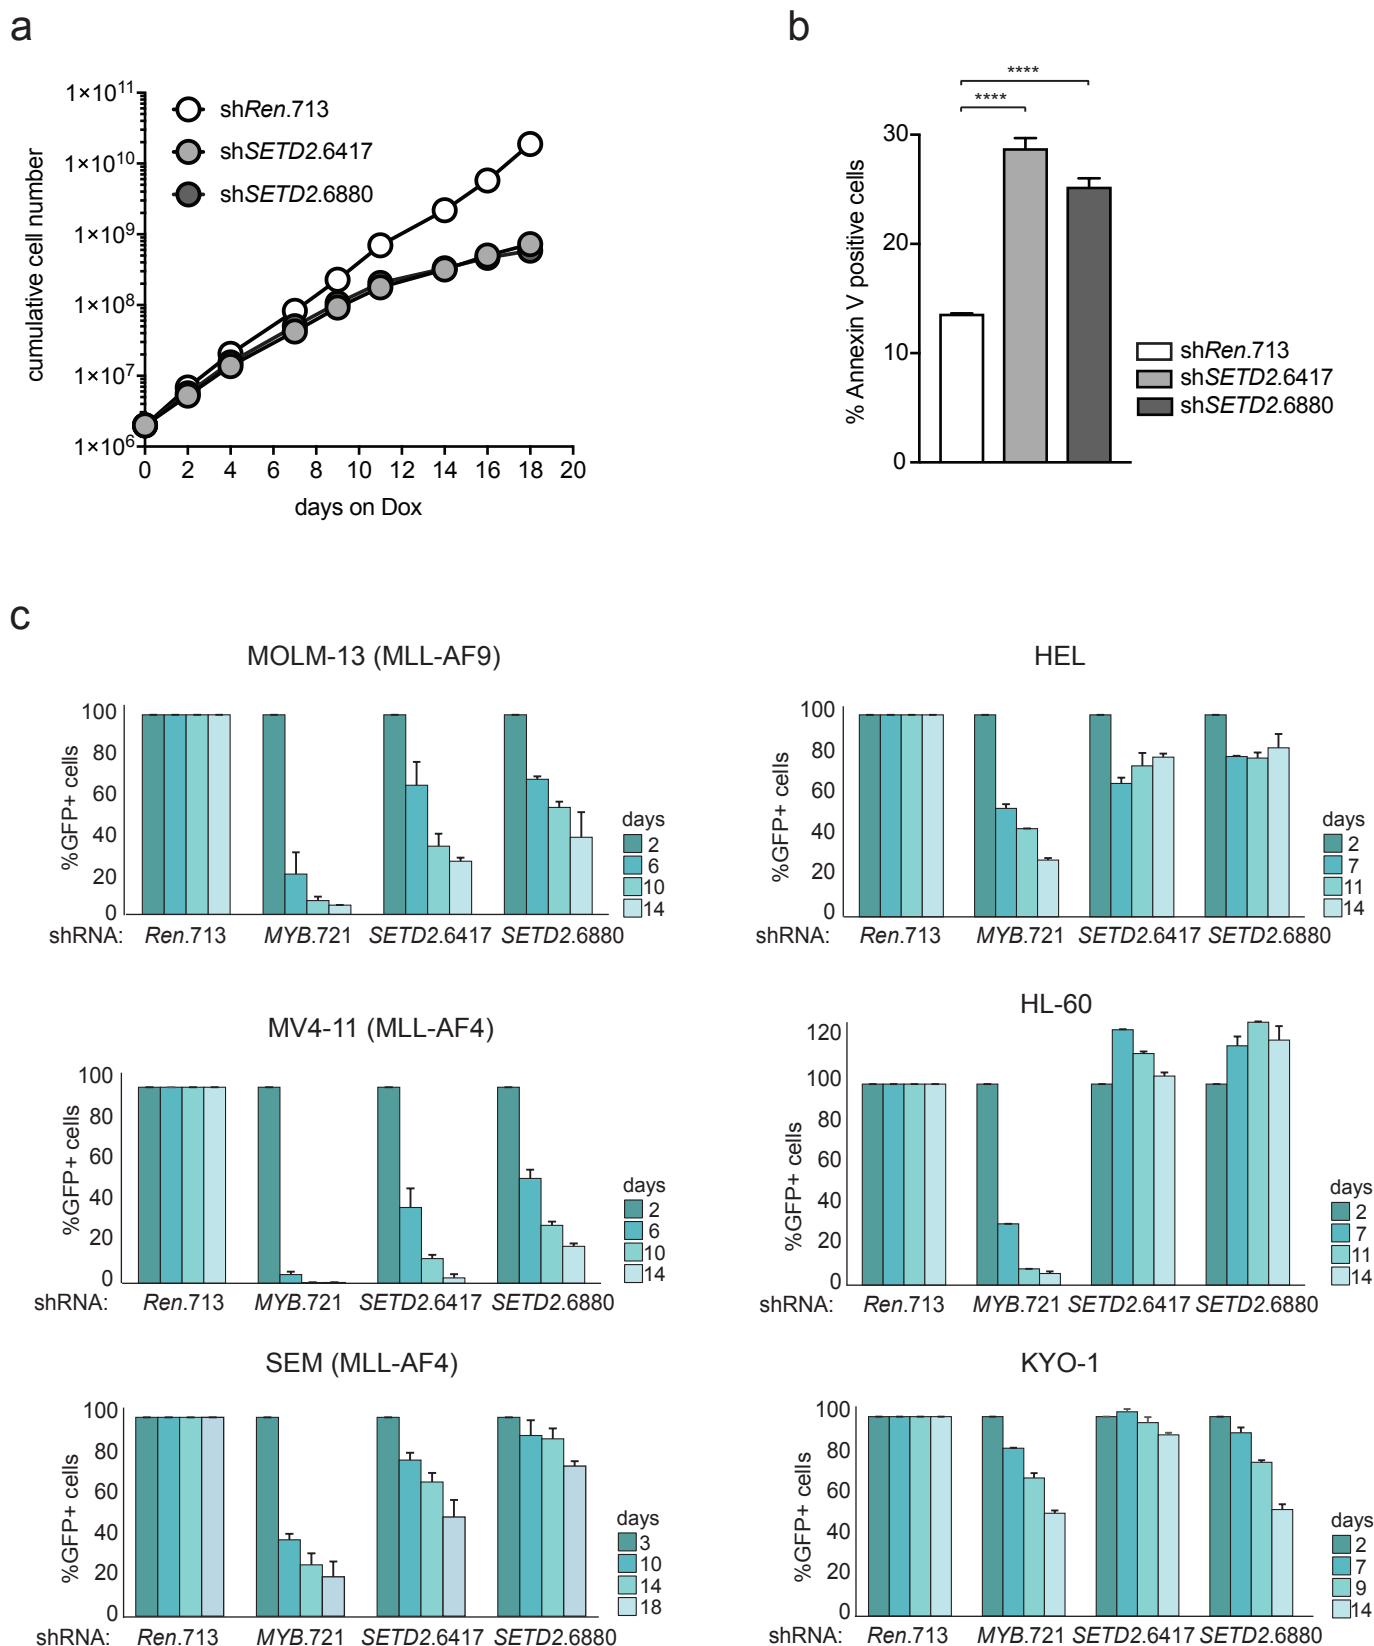

**Supplementary Figure 4. shRNA-mediated knockdown of SETD2 impairs proliferation of human MLL-rearranged cell lines. (a)** Growth curves of MV4-11 cells expressing indicated shRNAs (mean $\pm$ s.d. n=3). **(b)** Quantification of flow cytometric analysis of apoptosis as measured by Annexin V-staining in MV4-11 cells. Cells were treated with Dox for 11 days and stained according to manufacturer's protocol. \*\*\*\* p<0.0001 (t-test) (mean $\pm$ s.d. n=3). **(c)** Results of FACS-based competitive proliferation assay shown as the percentage of GFP-positive cells expressing individual SETD2-targeting shRNAs in the presence of Dox over 14-18 days in indicated human cell lines (mean $\pm$ s.d. n=2).

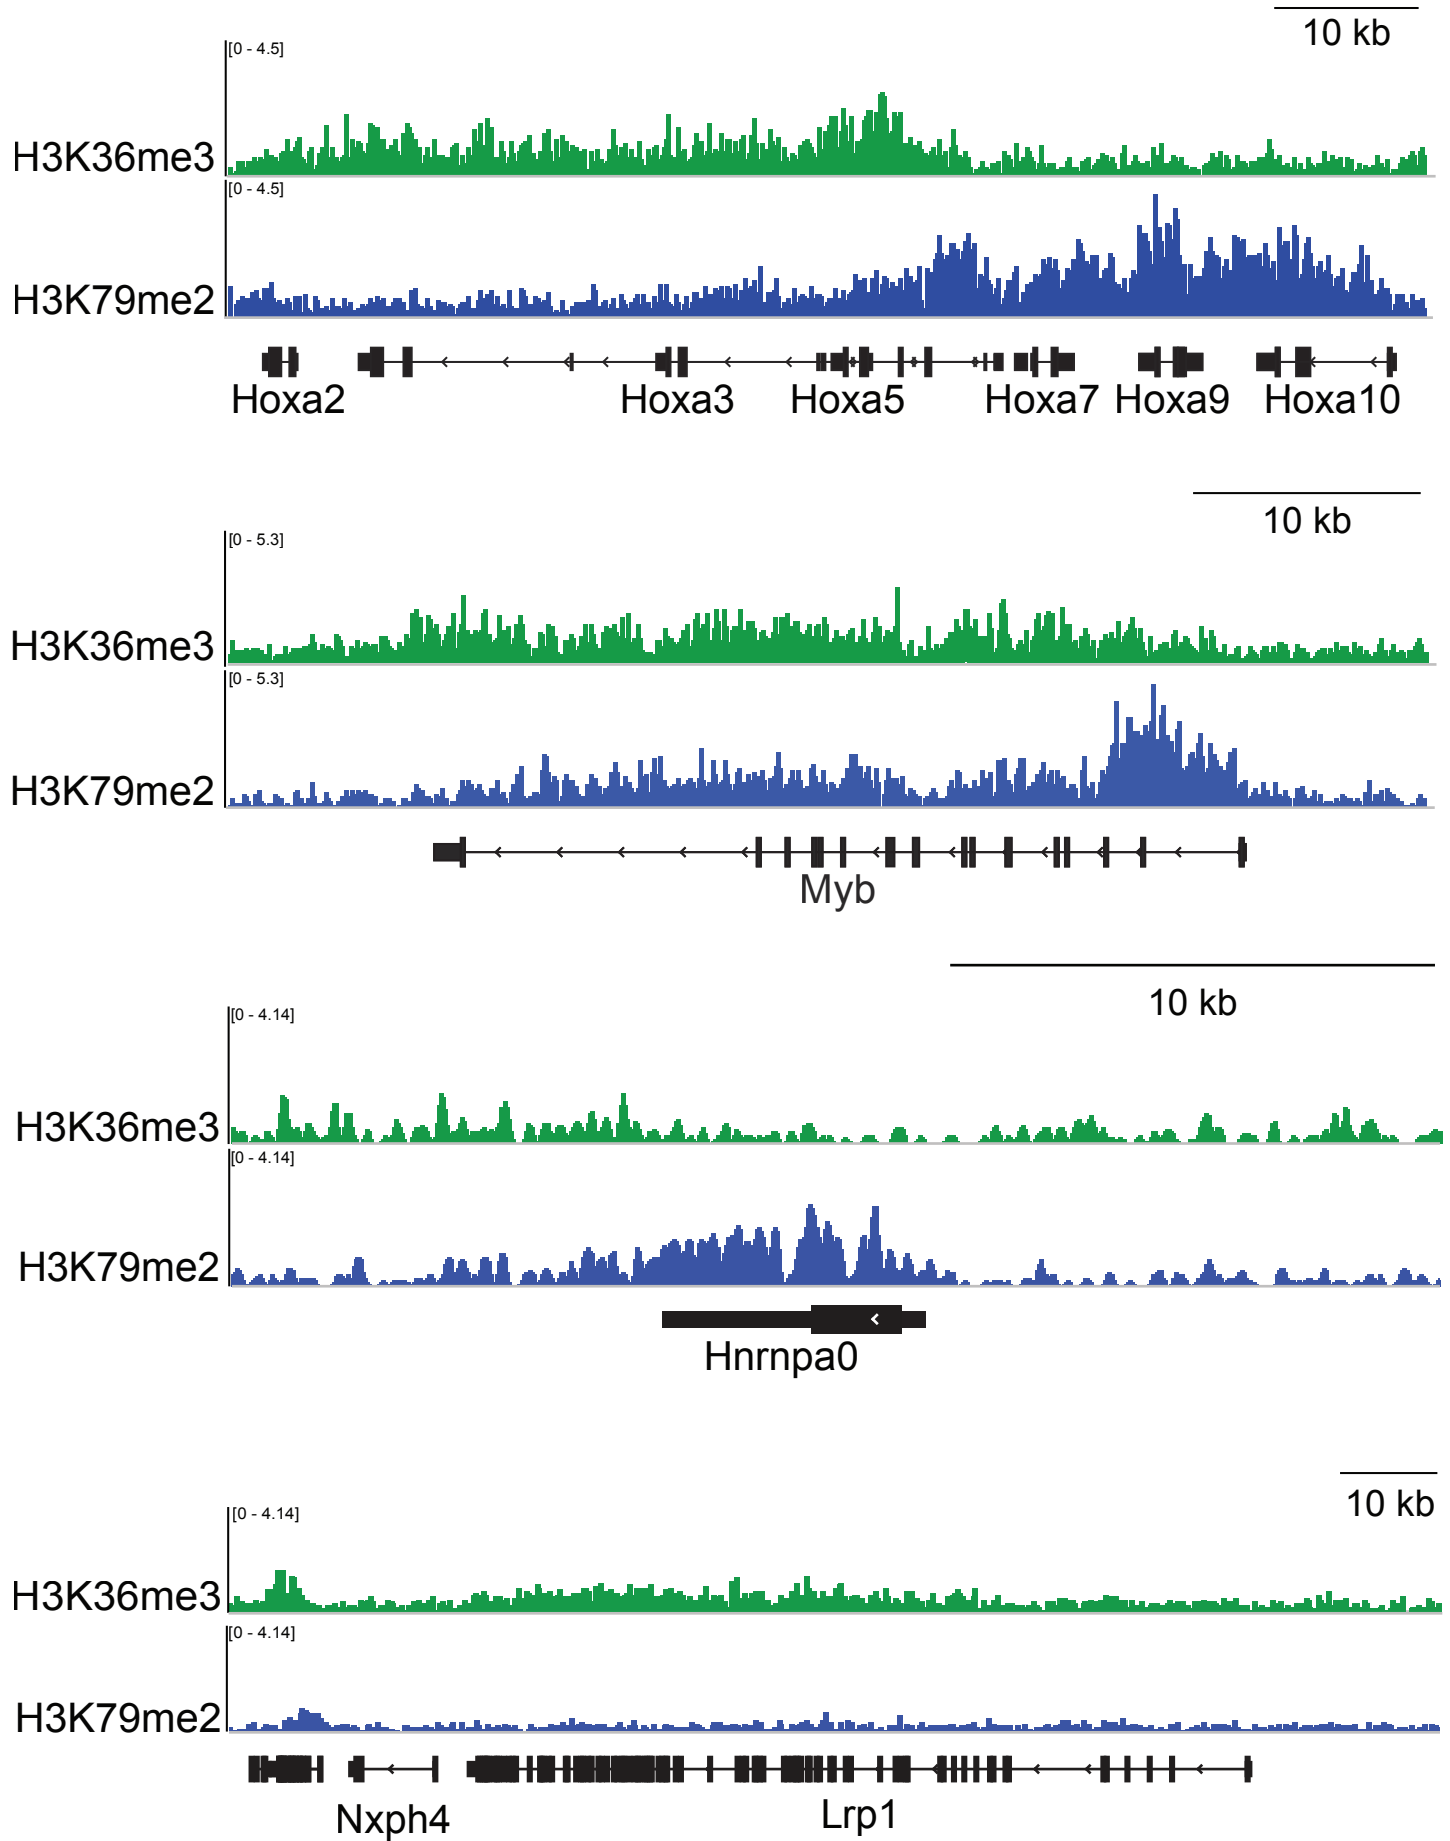

**Supplementary Figure 5. MLL-target genes show high levels of H3K36me3 and H3K79me2.** H3K36me3 (green) and H3K79me2 profiles (blue) of selected MLL-AF9 target genes Hoxa-cluster genes and Myb vs. non-MLL target genes (Hnrnpa0 and Lrp1).

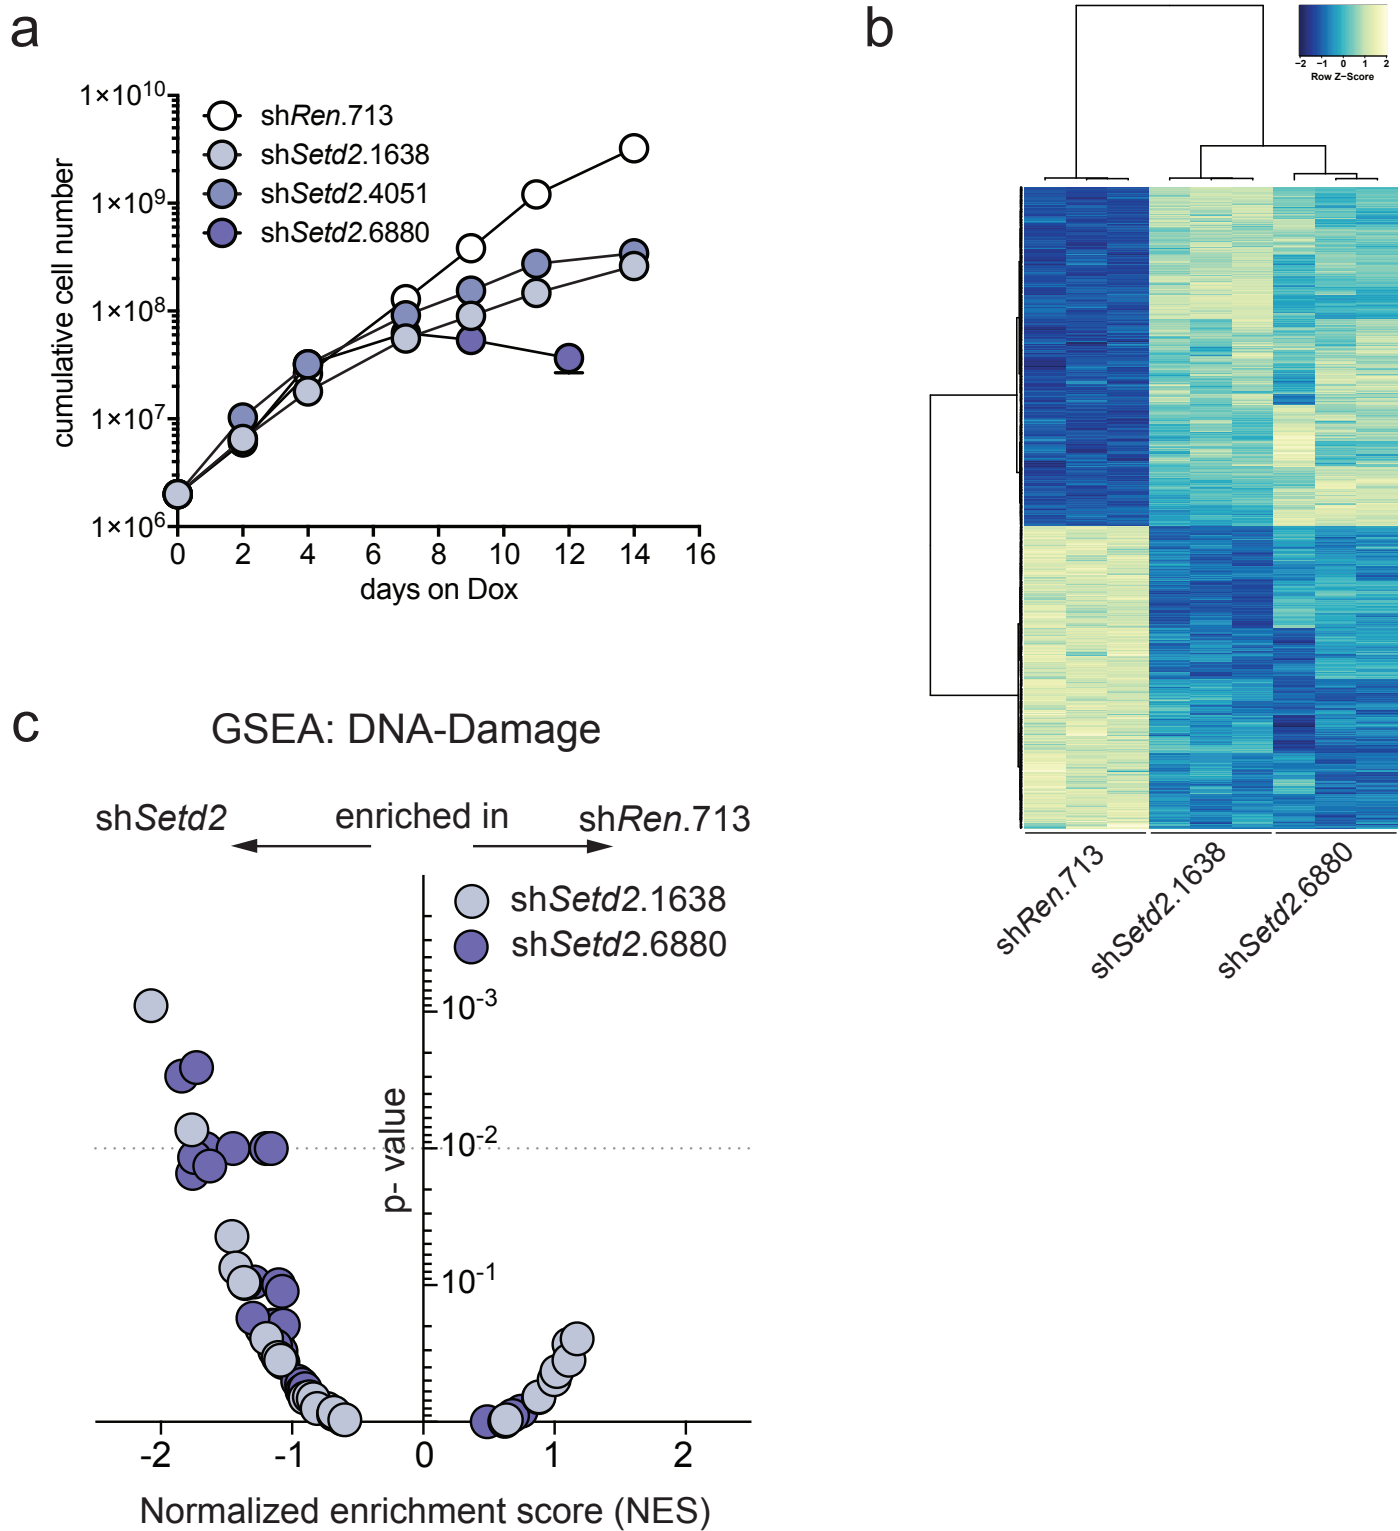

**Supplementary Figure 6. Loss of SETD2 induces DNA damage-associated transcriptional changes in MLL-AF9 expressing cells. (a)** Growth curve of mouse *MLL-AF9/NrasG12D* AML cells expressing indicated shRNAs. **(b)** Heatmap representation of differentially expressed genes in *MLL-AF9/NrasG12D* AML cells upon *Setd2* knockdown (mean±s.d. n=3). **(c)** Diagram showing results from GSEA of gene sets associated with DNA damage (from MSigDB) in *MLL-AF9/NrasG12D* AML cells upon shRNA-mediated knockdown of *Setd2*.

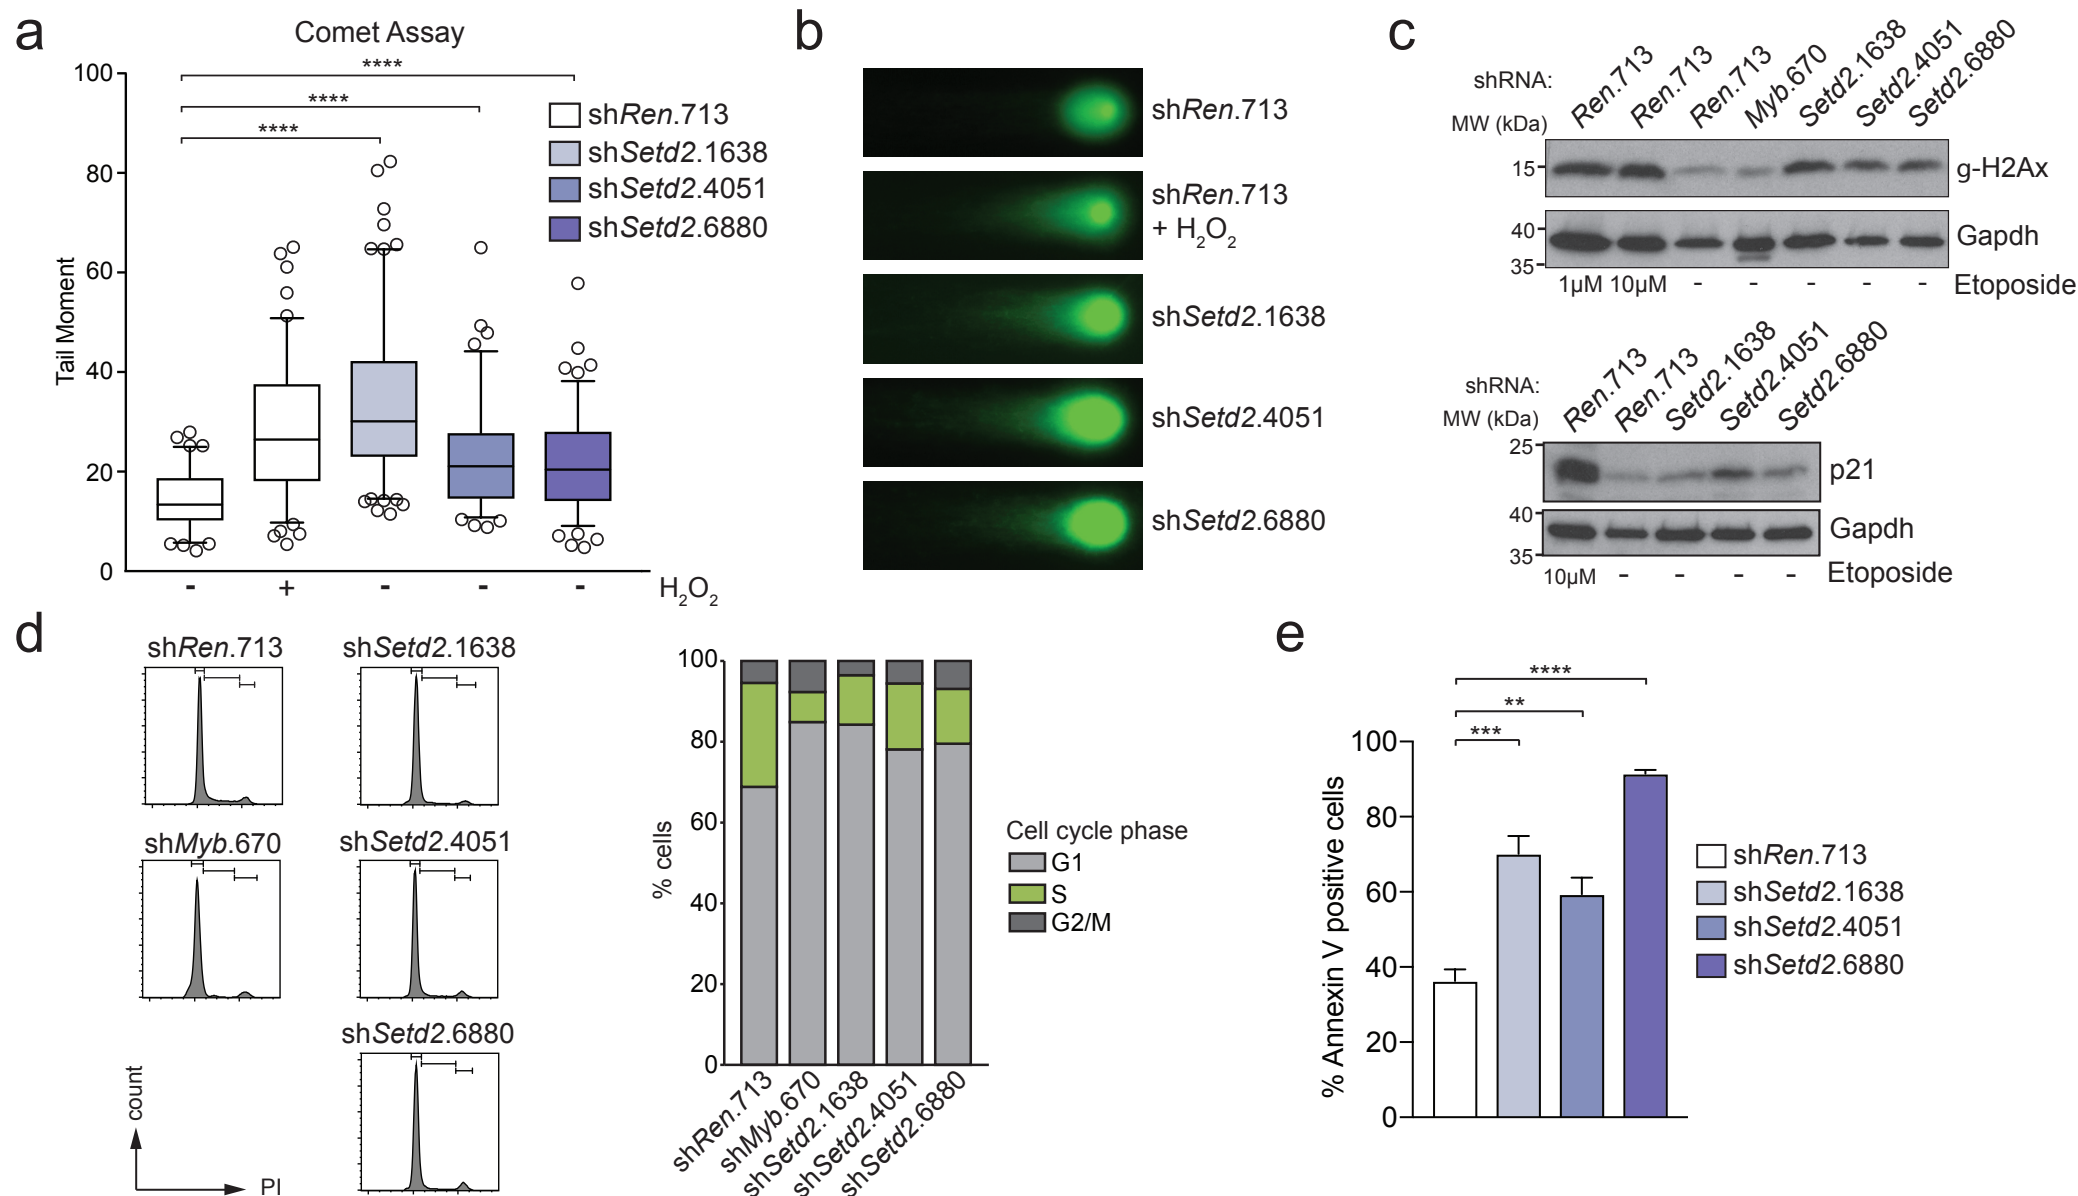

**Supplementary Figure 7. Loss of Setd2 leads to accumulation of DNA damage, p21 expression, cell cycle arrest and apoptosis in MLL-fusion-expressing cells.**

**(a)** Quantification of tail moments in an alkaline comet assay performed after shRNA-mediated knockdown of *Setd2* in *MLL-AF9/NrasG12D* AML cells. Quantification of >100 cells is shown (mean±s.d.). Cells treated with 150 μM H<sub>2</sub>O<sub>2</sub> were used as a positive control. **(b)** Representative micrographs of *MLL-AF9/NrasG12D* AML cells showing DNA breaks upon shRNA-mediated knockdown of *Setd2*. **(c)** Western blot analysis of γ-H2AX- (top) and p21 levels (bottom) in *MLL-AF9/NrasG12D* cells expressing indicated shRNAs after 3 days and 5 days of Dox treatment, respectively. Cells treated with etoposide were used a positive control. **(d)** Cell cycle analysis of *MLL-AF9/NrasG12D* AML cells expressing indicated shRNAs after Dox treatment (8 days). Histograms (left) and quantification (right) are shown. **(e)** Quantification of flow cytometric analysis of apoptosis as measured by Annexin V staining of *MLL-AF9/NrasG12D* cells expressing indicated shRNAs. Cells were treated with Dox for 9 days and processed according to the manufacturer's protocol. \*\* p<0.01, \*\*\* p<0.001, \*\*\*\* p<0.0001 (t-test) (mean±s.d. n=3).

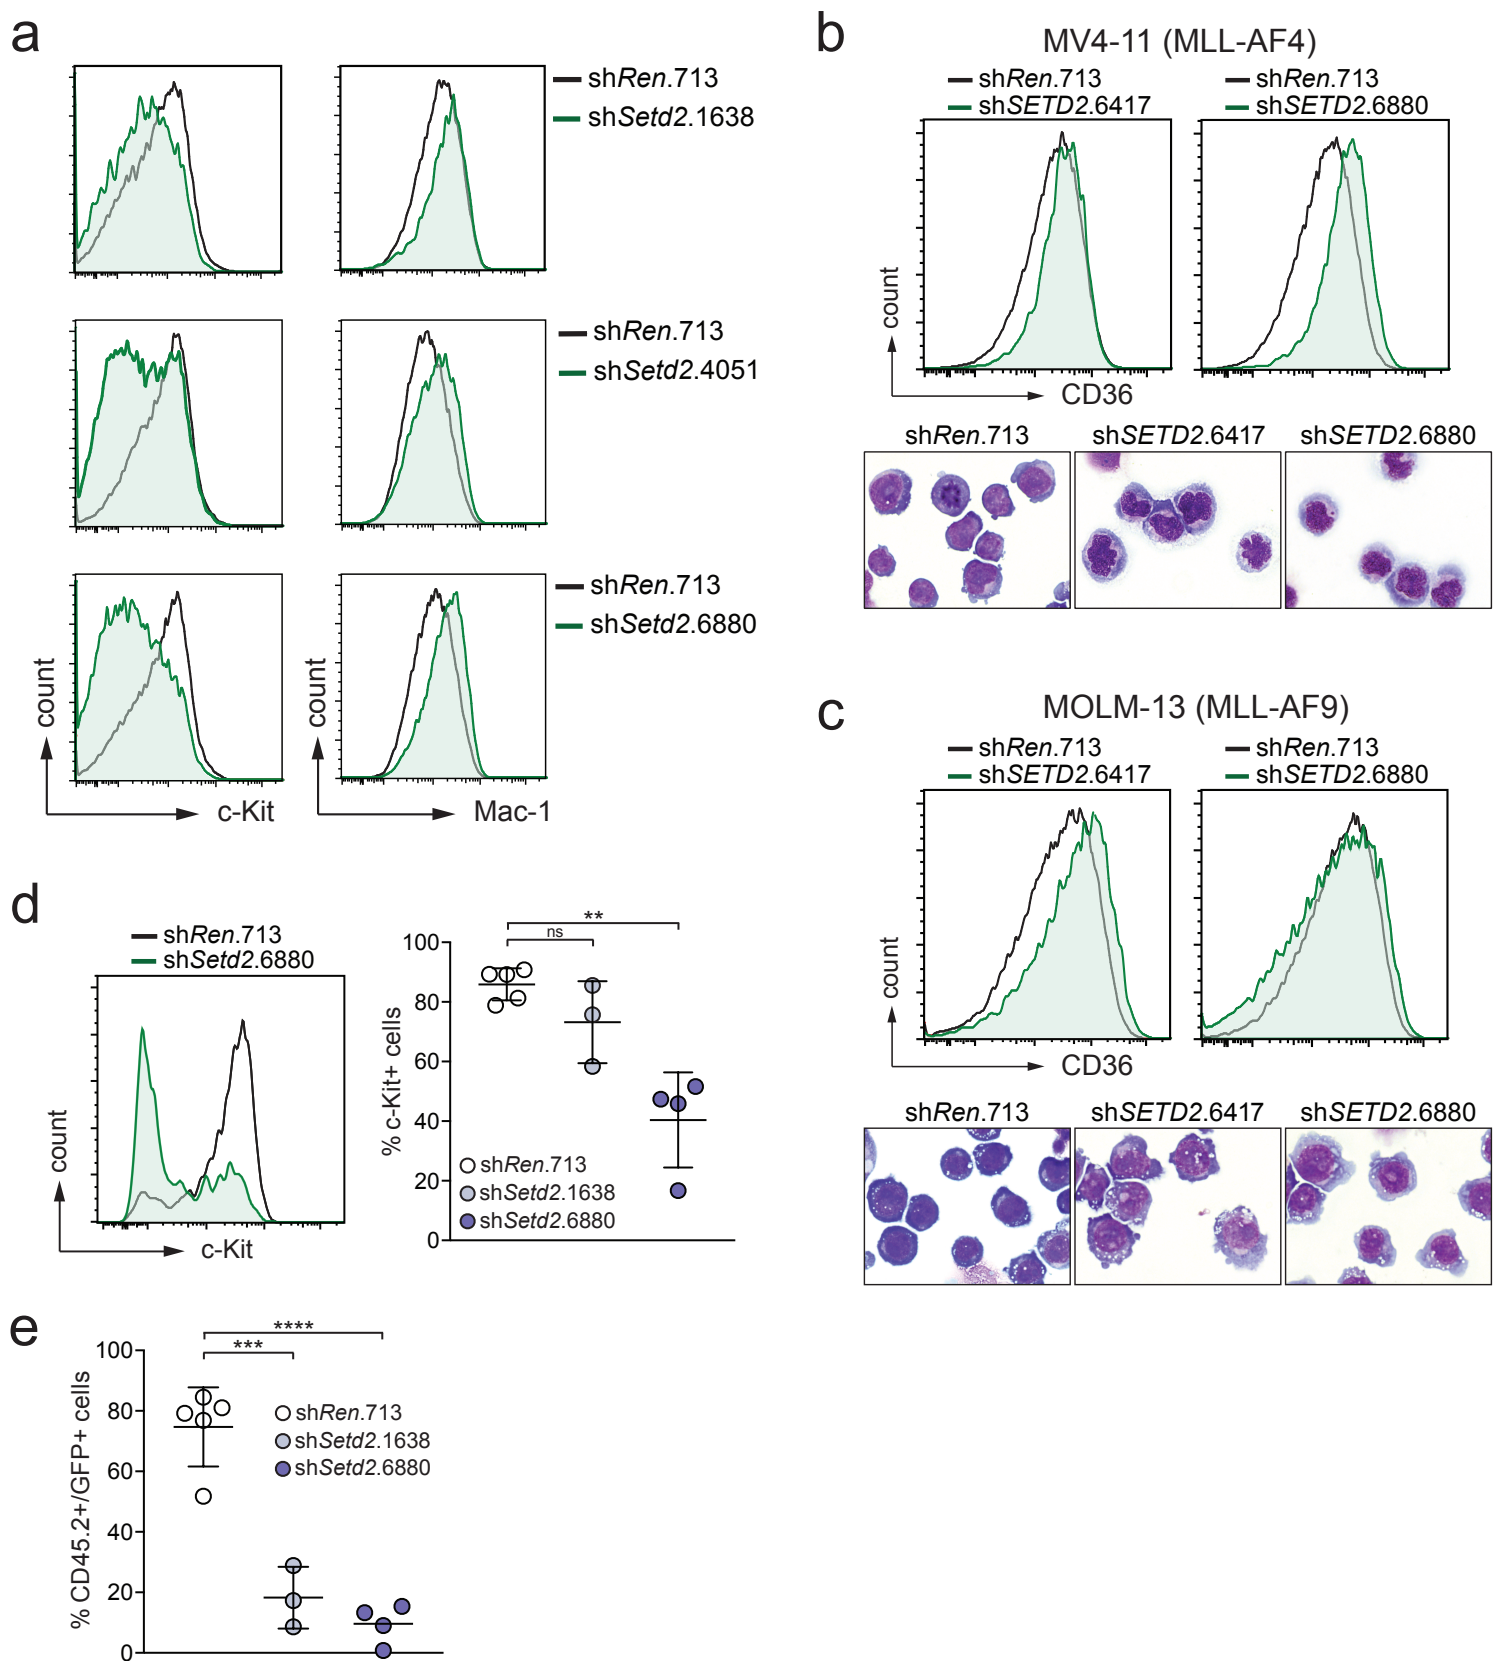

**Supplementary Figure 8. shRNA-mediated SETD2 downregulation leads to myeloid differentiation of leukemia cells *in vitro* and *in vivo*.** (a) Flow cytometric analysis of c-Kit and Mac-1 in *MLL-AF9/NrasG12D* AML cells upon *Setd2* knockdown. Data from one out of three representative experiments are shown. (b) Flow cytometric analysis of CD36 in MV4-11 cells upon *SETD2* knockdown (top). Data from one out of three representative experiments are shown. Micrographs of cytospin preparations of MV4-11 cells after expression of indicated shRNAs (bottom). (c) Flow cytometric analysis of CD36 on MOLM-13 cells upon *SETD2* knockdown (top). Data from one out of three representative experiments are shown. Micrographs of cytospin preparations of MV4-11 cells after expression of indicated shRNAs (bottom). (d) Flow cytometric analysis of c-Kit on *MLL-AF9/NrasG12D* AML cells upon *Setd2* knockdown *in vivo* (left). Quantification of flow cytometric analysis of c-Kit on *MLL-AF9/NrasG12D* AML cells upon *Setd2* knockdown with indicated shRNAs *in vivo* (right) (mean±s.d. n≥3) (e) Quantification of flow cytometric analysis of CD45.2/GFP on *MLL-AF9/NrasG12D* AML cells upon *Setd2* knockdown with indicated shRNAs *in vivo*. ns, not significant, \*\* p<0.01, \*\*\* p<0.001, \*\*\*\* p<0.0001 (t-test) (mean±s.d. n≥3).

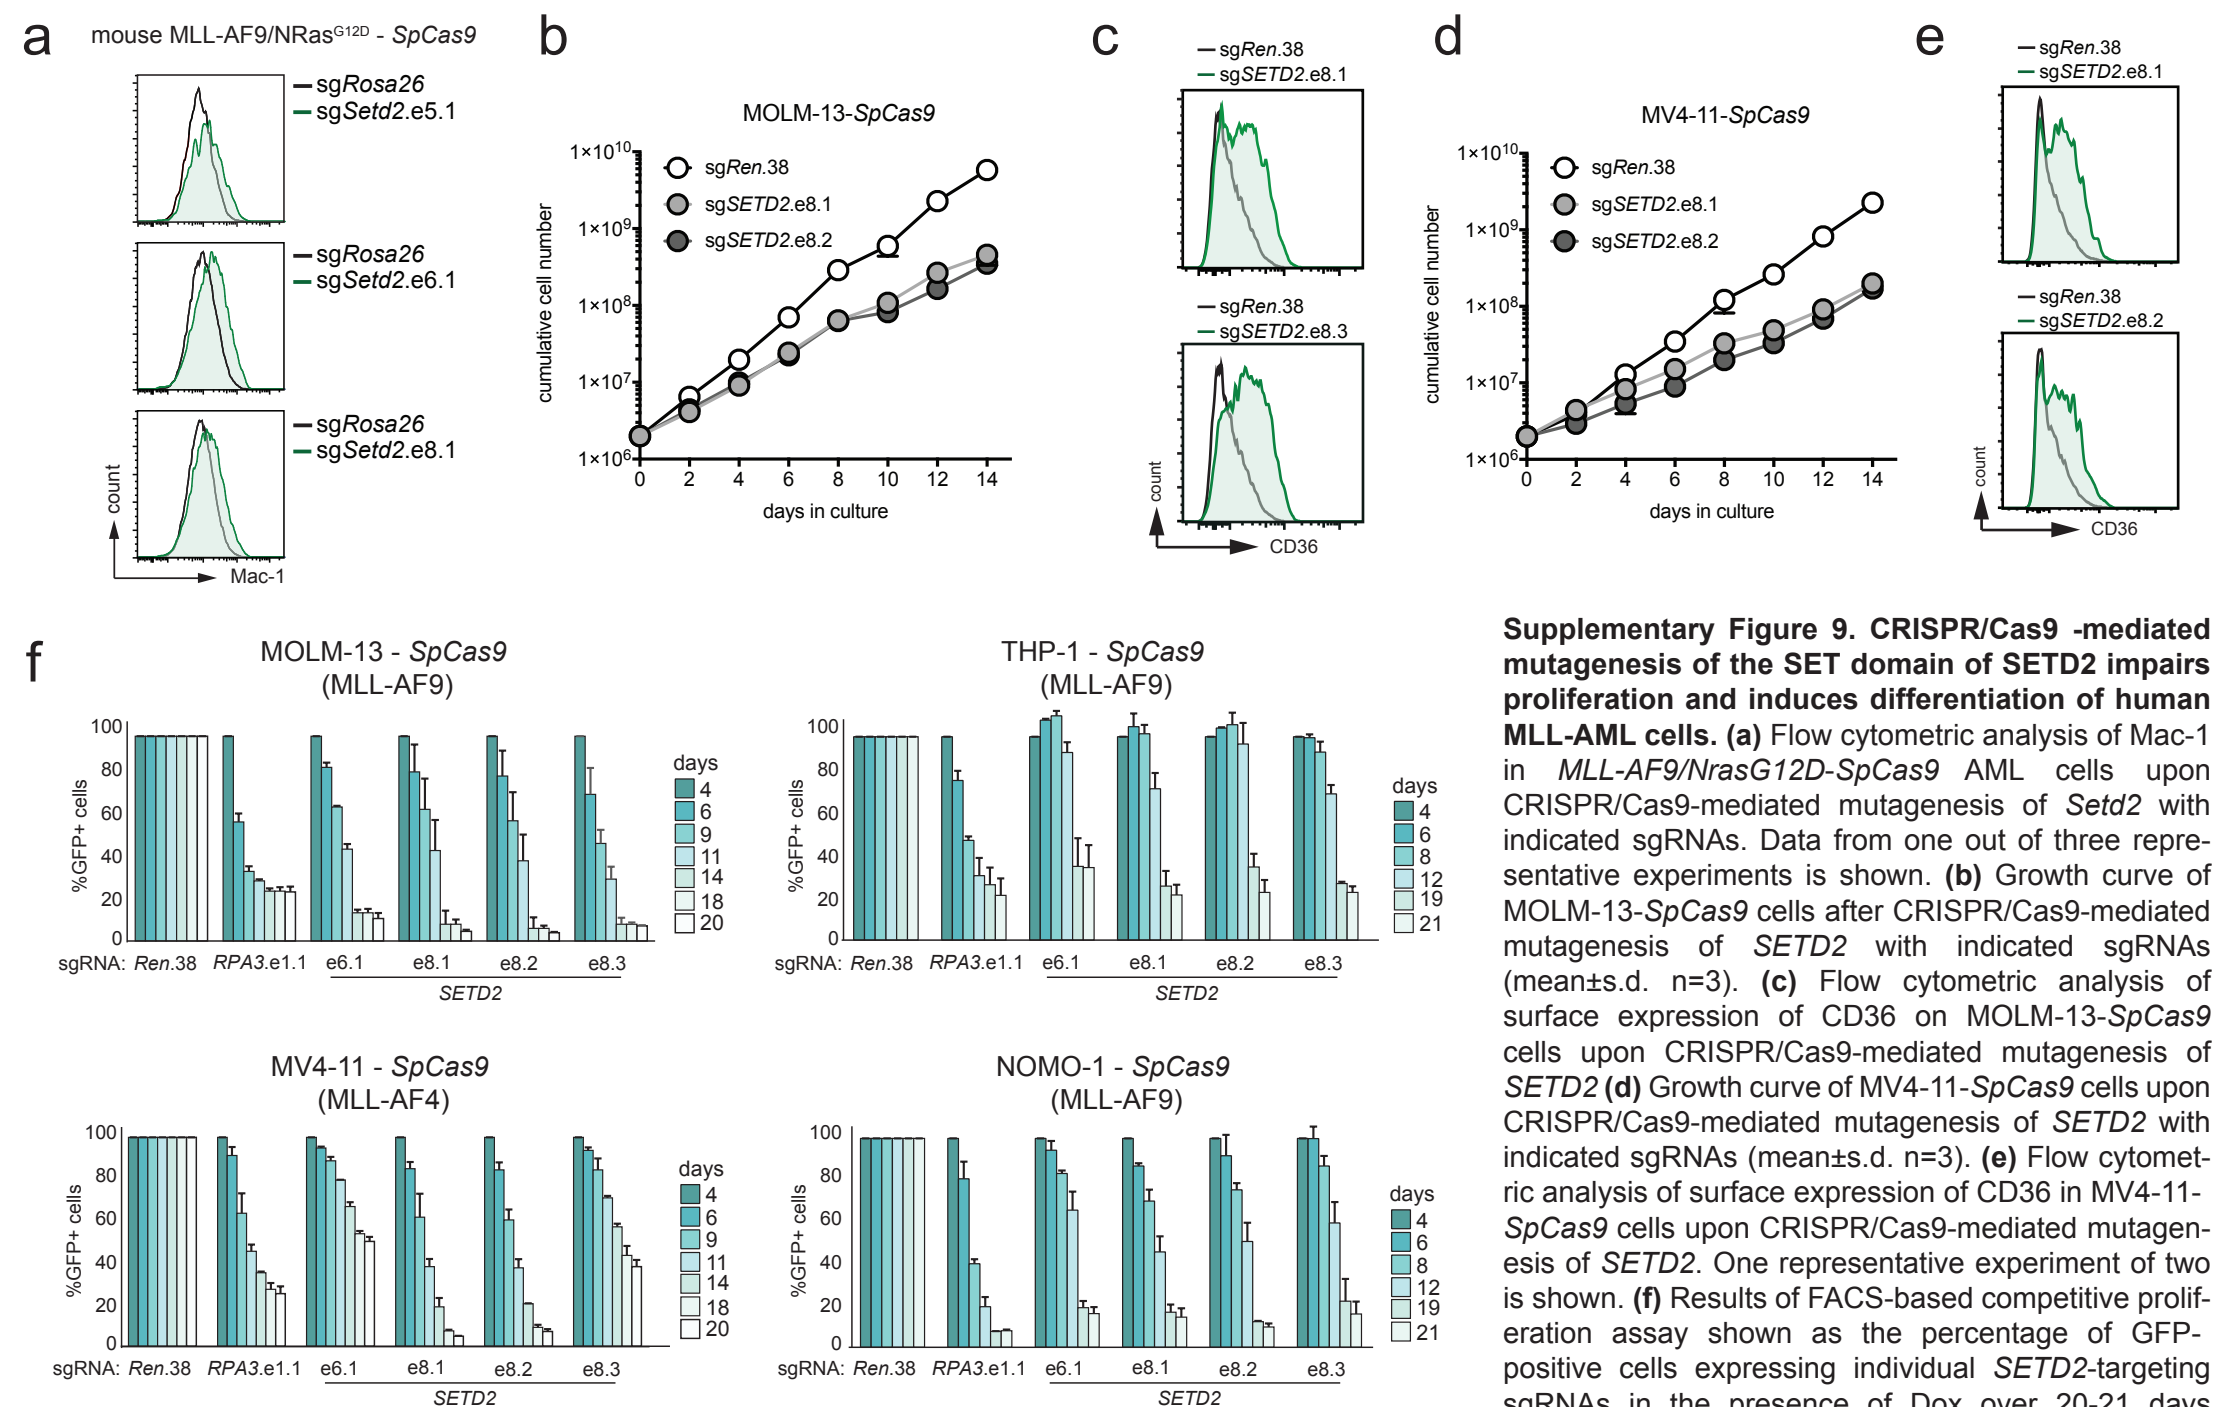

**Supplementary Figure 9. CRISPR/Cas9 -mediated mutagenesis of the SET domain of SETD2 impairs proliferation and induces differentiation of human MLL-AML cells.** (a) Flow cytometric analysis of Mac-1 in MLL-AF9/Nras<sup>G12D</sup>-*SpCas9* AML cells upon CRISPR/Cas9-mediated mutagenesis of *Setd2* with indicated sgRNAs. Data from one out of three representative experiments is shown. (b) Growth curve of MOLM-13-*SpCas9* cells after CRISPR/Cas9-mediated mutagenesis of *SETD2* with indicated sgRNAs (mean±s.d. n=3). (c) Flow cytometric analysis of surface expression of CD36 on MOLM-13-*SpCas9* cells upon CRISPR/Cas9-mediated mutagenesis of *SETD2* (d) Growth curve of MV4-11-*SpCas9* cells upon CRISPR/Cas9-mediated mutagenesis of *SETD2* with indicated sgRNAs (mean±s.d. n=3). (e) Flow cytometric analysis of surface expression of CD36 in MV4-11-*SpCas9* cells upon CRISPR/Cas9-mediated mutagenesis of *SETD2*. One representative experiment of two is shown. (f) Results of FACS-based competitive proliferation assay shown as the percentage of GFP-positive cells expressing individual *SETD2*-targeting sgRNAs in the presence of Dox over 20-21 days (mean±s.d. n=2).

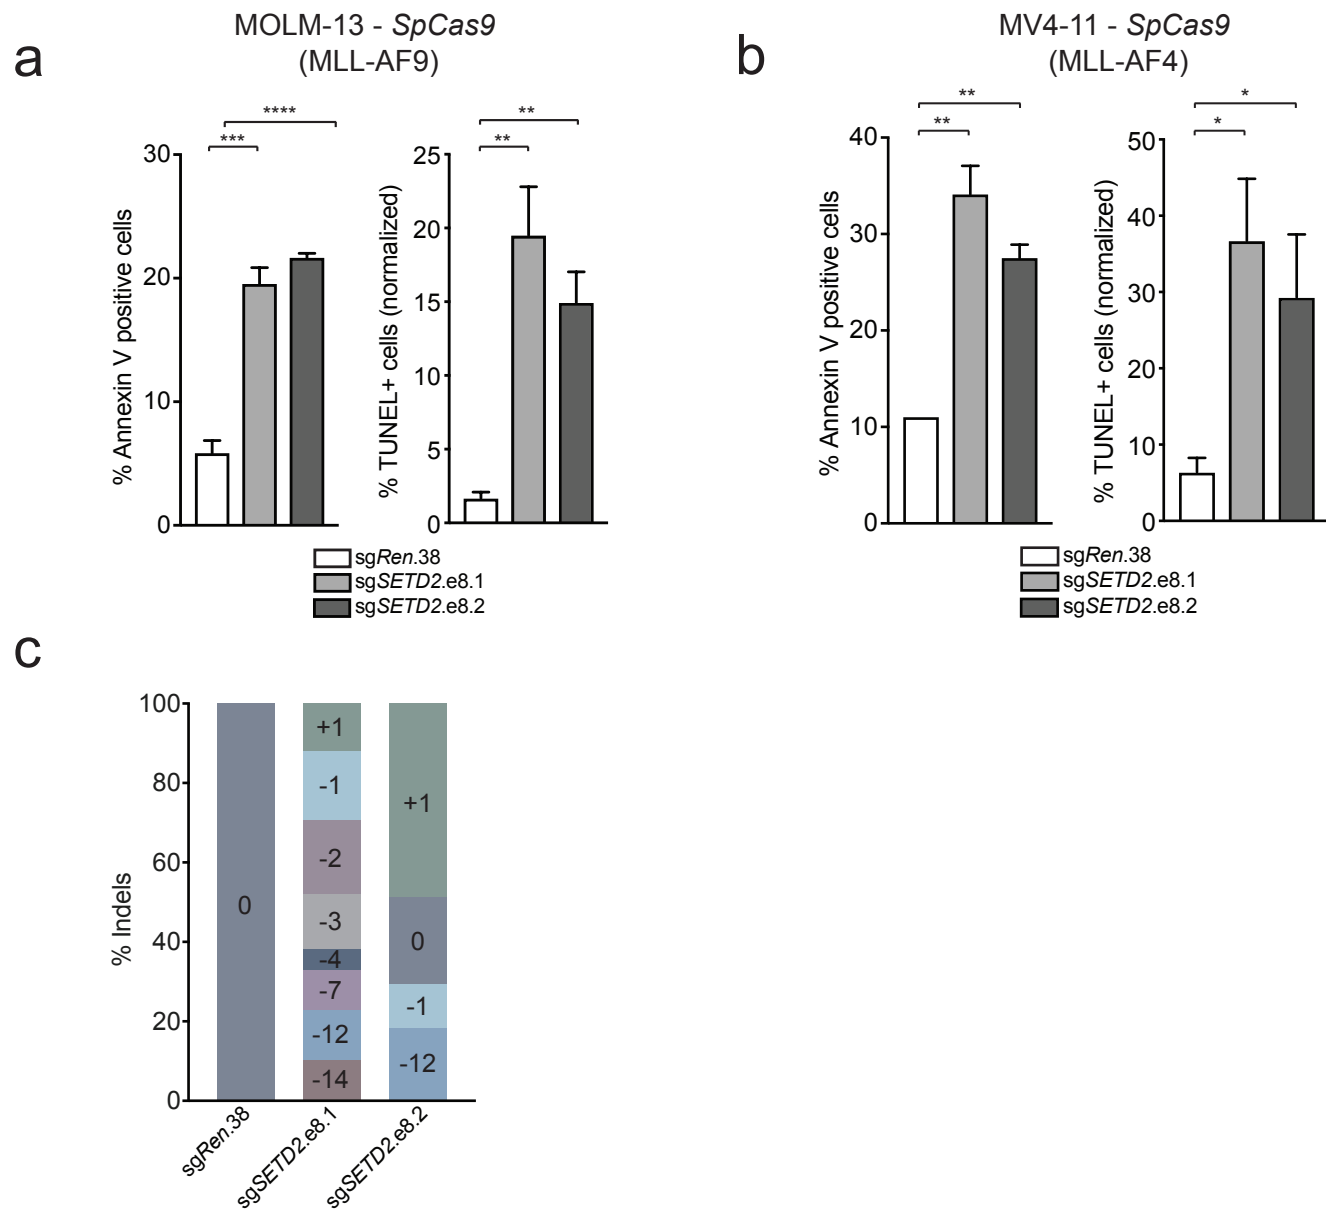

**Supplementary Figure 10. Mutagenesis of the SETD2 SET domain leads to apoptosis of MLL-fusion expressing cells. (a)** Flow cytometric apoptosis detection as measured by Annexin V- (left) and TUNEL staining (right) in MOLM-13-*SpCas9* cells upon CRISPR/Cas9-mediated mutagenesis of *SETD2* with indicated sgRNAs (mean±s.d. n=3). **(b)** Flow cytometric apoptosis detection as measured by Annexin V- (left) and TUNEL staining (right) in MV4-11-*SpCas9* cells upon CRISPR/Cas9-mediated mutagenesis of *SETD2* with indicated sgRNAs (mean±s.d. n=3). **(c)** Analysis of indel formation by *SETD2*-targeting sgRNAs in MV4-11-*SpCas9* cells using Sanger sequencing and TIDE analysis. \*  $p > 0.05$ , \*\*  $p < 0.01$ , \*\*\*  $p < 0.001$ , \*\*\*\*  $p < 0.0001$  (t-test).

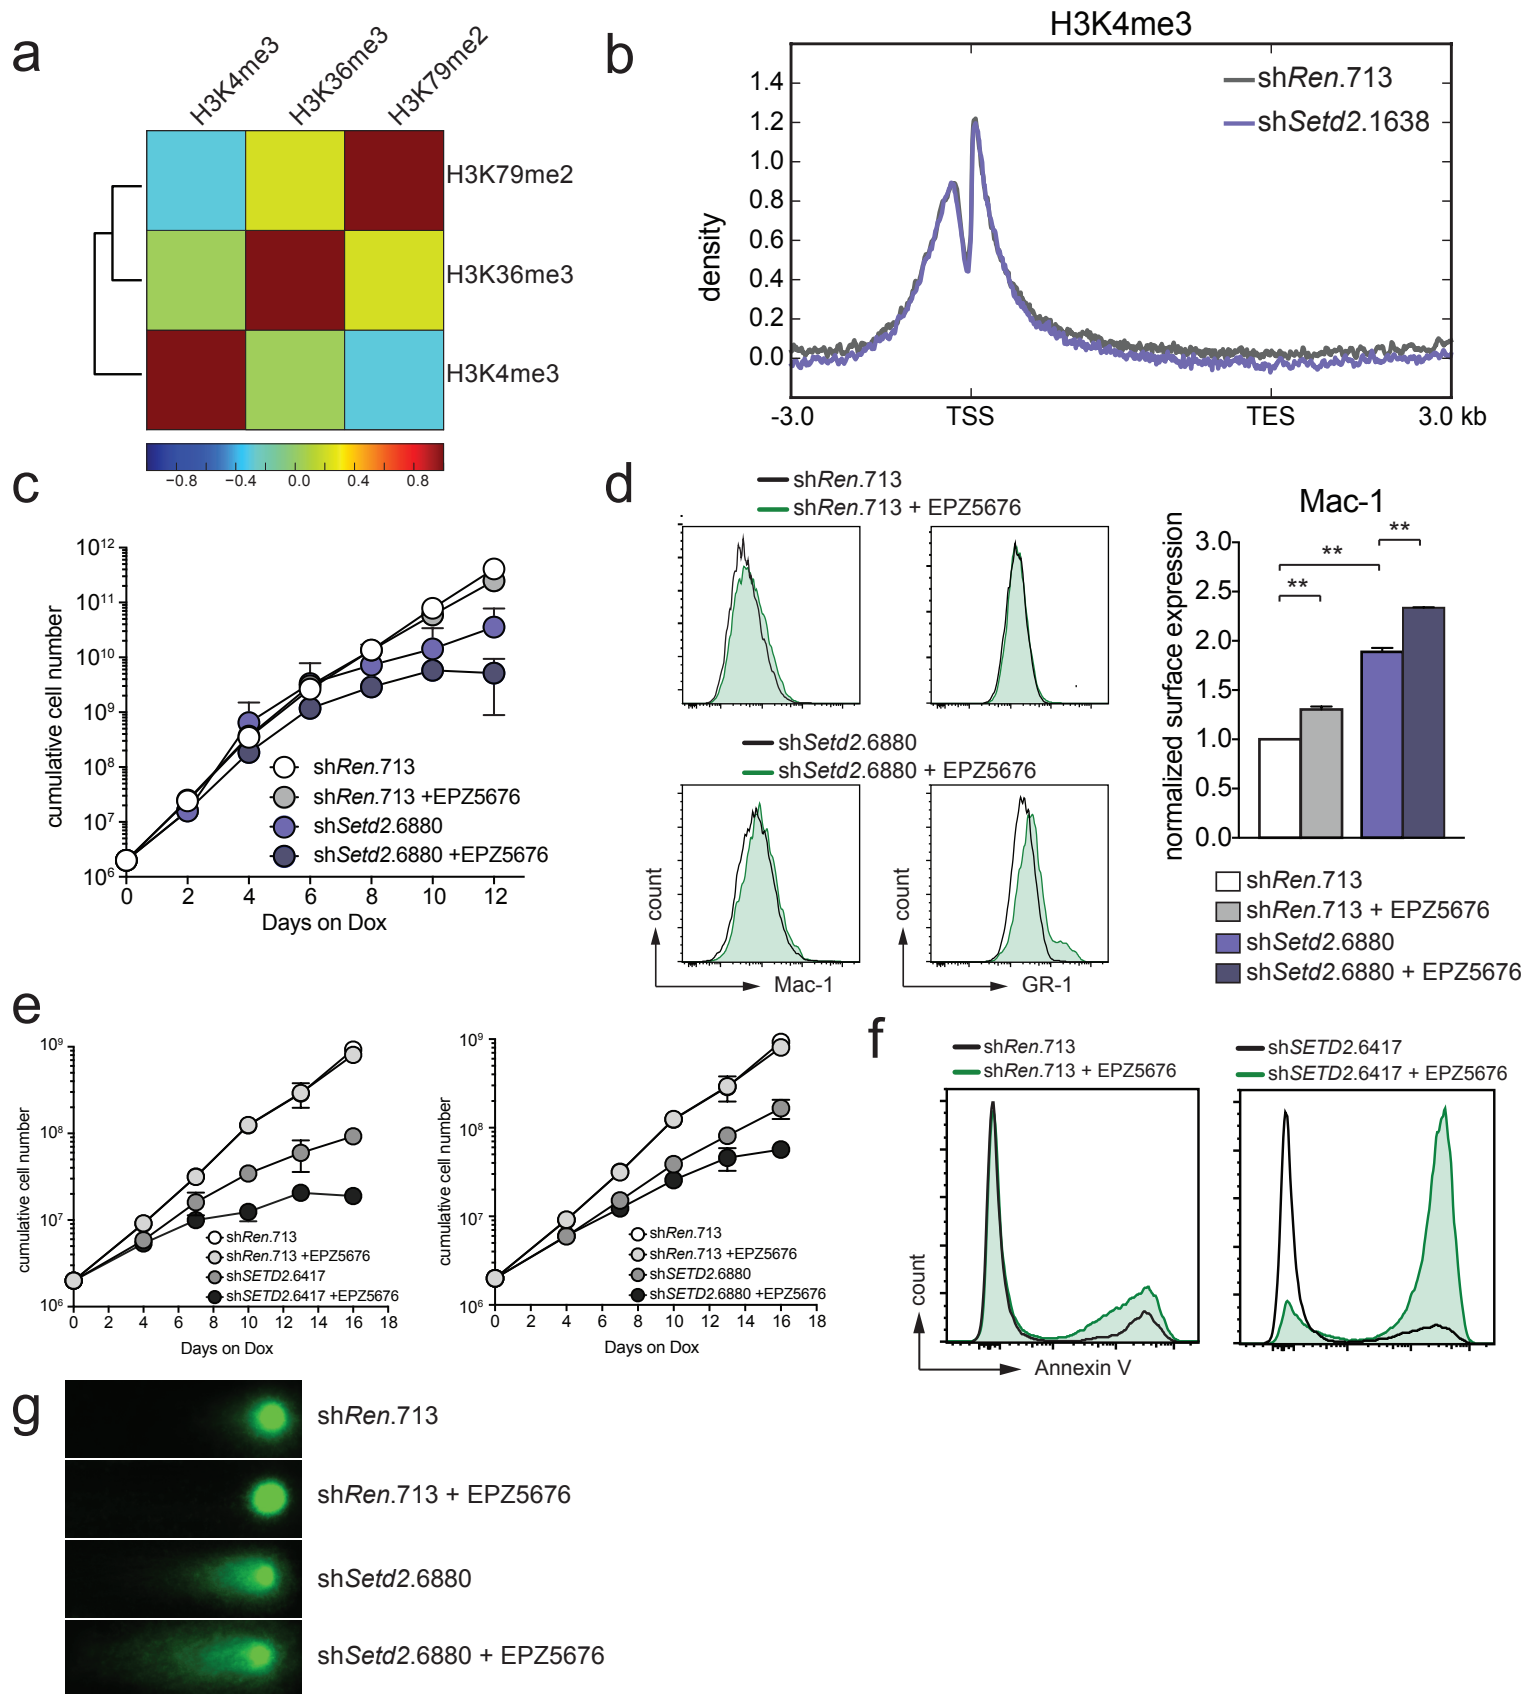

**Supplementary Figure 11. SETD2 loss disrupts the H3K36me3-H3K79me2 signature on MLL-target genes and sensitizes AML cells to DOT1L inhibition.** (a) Heatmap representation of the Pearson correlation coefficients between changes in the respective histone marks over gene bodies from ChIP-Rx experiments after shRNA-mediated knockdown of *Setd2* in *MLL-AF9/NrasG12D* cells. (b) Metagene plots of ChIP-Rx data for H3K4me3 after *Setd2* knockdown. (c) Growth curves of *MLL-AF9/NrasG12D* AML cells treated with EPZ5676 (500 nM) upon shRNA-mediated mutagenesis of *Setd2* with indicated shRNAs (mean  $\pm$  s.d.  $n=3$ ). (d) Flow cytometric analysis of Mac-1 and Gr-1 expression in *MLL-AF9/NrasG12D* cells treated with EPZ5676 (500nM) upon shRNA-mediated knockdown of *Setd2* (left). Quantification of surface expression of Mac-1 on *MLL-AF9/NrasG12D* AML cells treated with EPZ5676 (500nM) after shRNA-mediated knockdown of *Setd2* (mean  $\pm$  s.d.  $n=2$ ) (right). (e) Growth curves of MV4-11 cells upon shRNA-mediated knockdown of *SETD2* with indicated shRNAs treated with EPZ5676 (50nM) (mean  $\pm$  s.d.  $n=3$ ). (f) Flow cytometric analysis of apoptosis induction as measured by Annexin V-staining in MV4-11 cells treated with EPZ5676 (50nM) after shRNA-mediated knockdown of *SETD2*. (g) Representative micrographs of *MLL-AF9/NrasG12D* AML cells showing DNA breaks after treated with EPZ5676 (500nM) upon shRNA-mediated knockdown of *Setd2*. \*\*  $p < 0.01$  (t-test).

Supplementary Figure 12. Full, uncropped scans of Western blots

Figure 1a

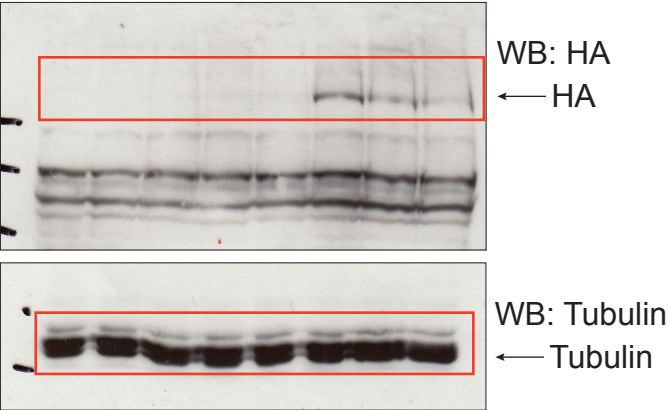

Supplementary Figure 1a

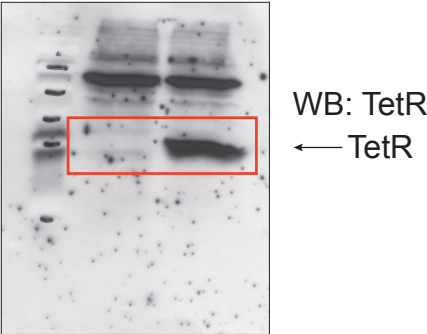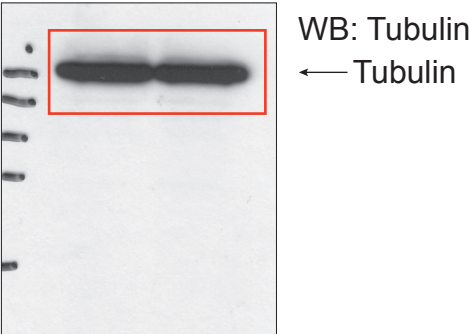

Supplementary Figure 1d

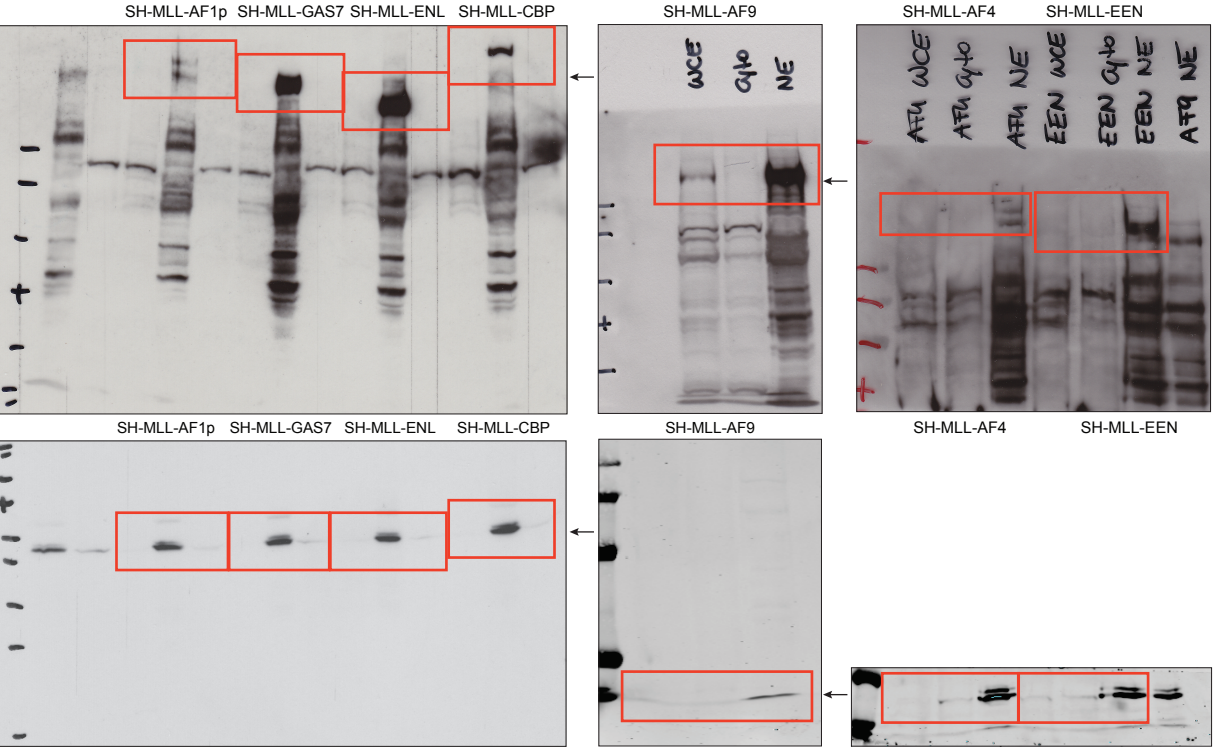

Supplementary Figure 2

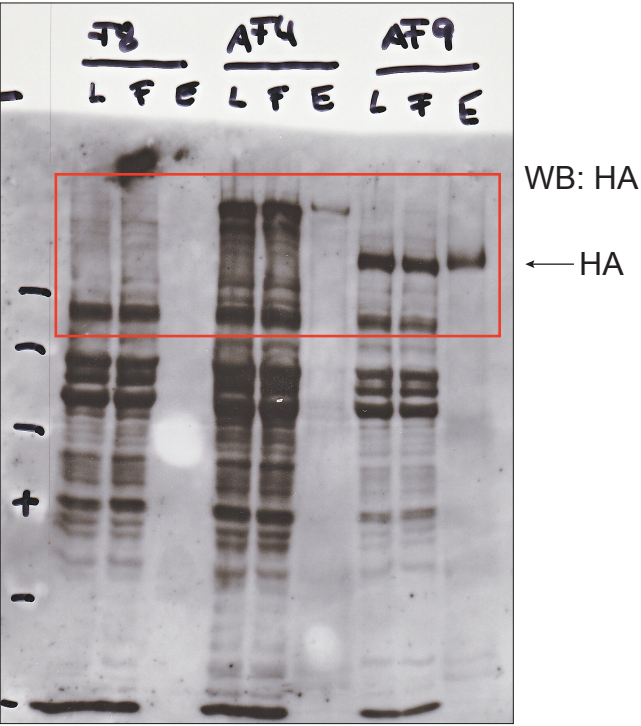

Supplementary Figure 3c

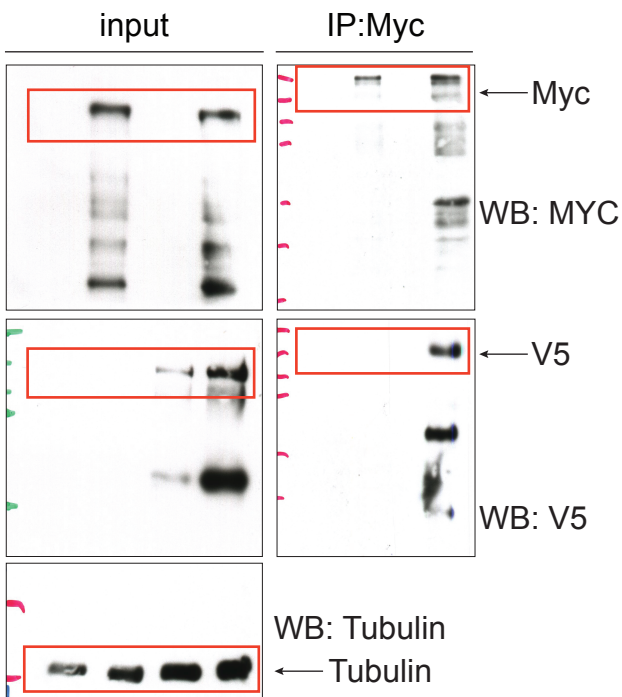

Figure 3c

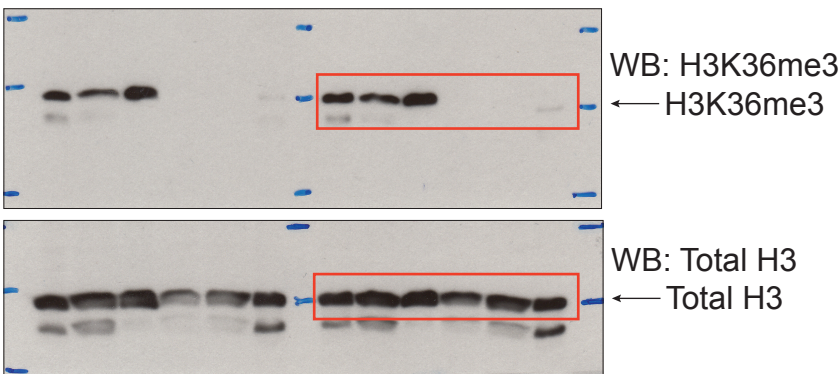

Figure 5c

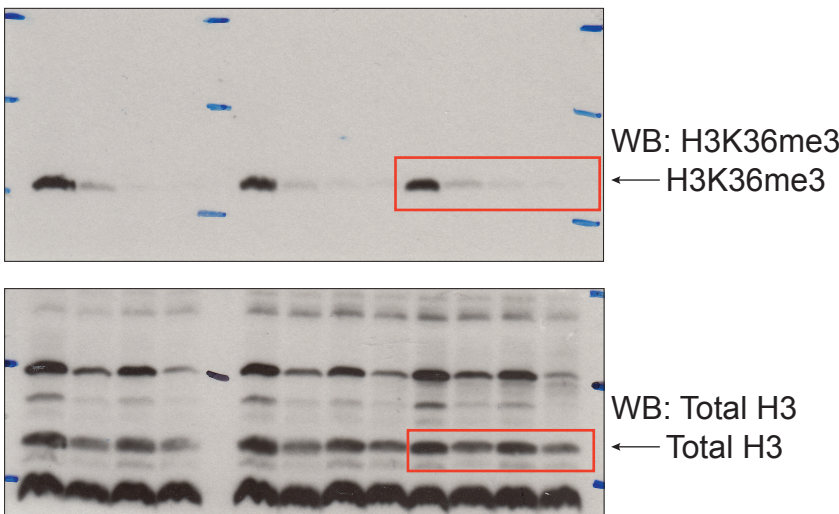

Supplementary Figure 7c

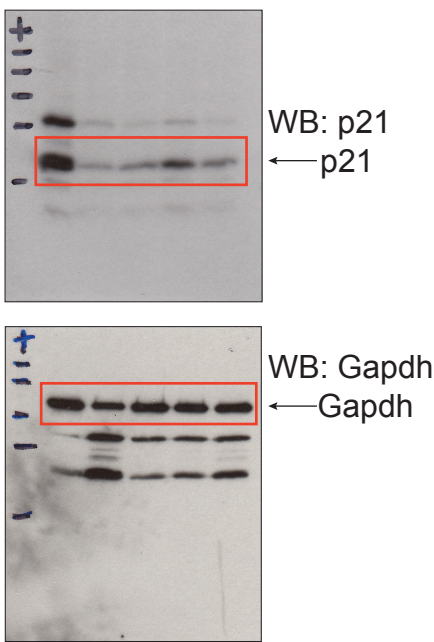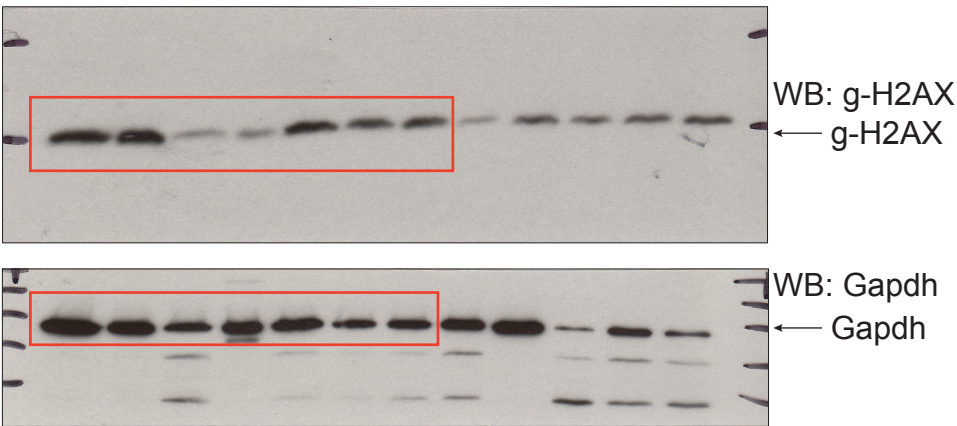

**Supplementary Table 1.** Functional annotation of conserved MLL-fusion interactors

| Community:1 |                                                                                                                  |          |            |
|-------------|------------------------------------------------------------------------------------------------------------------|----------|------------|
| GO.id       | Term                                                                                                             | Pvalue   | Adj.Pvalue |
| GO:0051084  | 'de novo' posttranslational protein folding                                                                      | 2.40E-09 | 1.80E-07   |
| GO:0043044  | ATP-dependent chromatin remodeling                                                                               | 1.00E-08 | 3.60E-07   |
| GO:0045944  | positive regulation of transcription from RNA pol II promoter                                                    | 1.60E-05 | 0.00023    |
| GO:0060216  | definitive hemopoiesis                                                                                           | 4.00E-04 | 0.00392    |
| GO:0035162  | embryonic hemopoiesis                                                                                            | 0.00043  | 0.00392    |
| GO:0044648  | histone H3-K4 dimethylation                                                                                      | 0.00124  | 0.00766    |
| Community:2 |                                                                                                                  |          |            |
| purple      |                                                                                                                  |          |            |
| GO.id       | Term                                                                                                             | Pvalue   | Adj.Pvalue |
| GO:0016925  | protein sumoylation                                                                                              | 6.80E-09 | 5.20E-07   |
| GO:0019054  | modulation by virus of host process                                                                              | 3.30E-08 | 1.30E-06   |
| GO:0007077  | mitotic nuclear envelope disassembly                                                                             | 3.10E-06 | 7.00E-05   |
| GO:0043687  | post-translational protein modification                                                                          | 4.20E-06 | 7.00E-05   |
| GO:0010827  | regulation of glucose transport                                                                                  | 3.80E-05 | 0.00041    |
| GO:0031047  | gene silencing by RNA                                                                                            | 7.20E-05 | 0.00061    |
| Community:3 |                                                                                                                  |          |            |
| green       |                                                                                                                  |          |            |
| GO.id       | Term                                                                                                             | Pvalue   | Adj.Pvalue |
| GO:0006977  | DNA damage response, signal transduction by p53                                                                  | 3.70E-07 | 3.50E-05   |
| GO:0000278  | mitotic cell cycle                                                                                               | 8.40E-06 | 0.00028    |
| GO:0007411  | axon guidance                                                                                                    | 8.90E-06 | 0.00028    |
| GO:0031145  | anaphase-promoting complex-dependent process                                                                     | 1.50E-05 | 0.00036    |
| GO:0006521  | regulation of cellular amino acid metabolic process                                                              | 2.70E-05 | 0.00051    |
| GO:0051437  | positive regulation of ubiquitin-protein ligase activity involved in regulation of mitotic cell cycle transition | 4.00E-05 | 0.00063    |
| Community:4 |                                                                                                                  |          |            |
| orange      |                                                                                                                  |          |            |
| GO.id       | Term                                                                                                             | Pvalue   | Adj.Pvalue |
| GO:0000184  | nuclear-transcribed mRNA catabolic process                                                                       | 6.00E-09 | 3.20E-07   |
| GO:0006413  | translational initiation                                                                                         | 3.00E-05 | 0.00041    |
| GO:0006364  | rRNA processing                                                                                                  | 3.40E-05 | 0.00041    |
| GO:0006415  | translational termination                                                                                        | 6.20E-05 | 0.00053    |
| GO:0000086  | G2/M transition of mitotic cell cycle                                                                            | 7.70E-05 | 0.00053    |
| GO:0006414  | translational elongation                                                                                         | 0.00012  | 0.00072    |
| Community:5 |                                                                                                                  |          |            |
| red         |                                                                                                                  |          |            |
| GO.id       | Term                                                                                                             | Pvalue   | Adj.Pvalue |
| GO:0000398  | mRNA splicing, via spliceosome                                                                                   | 7.70E-13 | 1.30E-11   |
| GO:0008380  | RNA splicing                                                                                                     | 1.70E-06 | 1.40E-05   |
| GO:0006397  | mRNA processing                                                                                                  | 4.20E-06 | 2.40E-05   |
| GO:0006369  | termination of RNA polymerase II transcription                                                                   | 1.30E-05 | 5.50E-05   |
| GO:0006378  | mRNA polyadenylation                                                                                             | 0.00069  | 0.00235    |
| GO:0000349  | generation of catalytic spliceosome for first transesterification step                                           | 0.00101  | 0.00286    |
| Community:6 |                                                                                                                  |          |            |
| ligh blue   |                                                                                                                  |          |            |
| GO.id       | Term                                                                                                             | Pvalue   | Adj.Pvalue |

|            |                            |          |          |
|------------|----------------------------|----------|----------|
| GO:0043983 | histone H4-K12 acetylation | 3.90E-09 | 5.90E-08 |
| GO:0043981 | histone H4-K5 acetylation  | 3.20E-08 | 1.60E-07 |
| GO:0043982 | histone H4-K8 acetylation  | 3.20E-08 | 1.60E-07 |
| GO:0043984 | histone H4-K16 acetylation | 1.80E-07 | 6.70E-07 |
| GO:0043966 | histone H3 acetylation     | 2.70E-06 | 8.10E-06 |
| GO:0006270 | DNA replication initiation | 0.00011  | 0.00028  |

**Supplementary Table 2.** sgRNA sequences targeting SETD2 and controls used in this study

| target     | sequence                 |
|------------|--------------------------|
| Ren.38     | GGATGATAACTGGTCCGCAGTGG  |
| RPA3 e1.1  | CCGGCGTTGATGCGCGACCTGGG  |
| SETD2.e6.1 | AGAGTTTAAAGCTCGAGTGAAGG  |
| SETD2.e8.1 | GGACTGTGAACGGACAACCTGAGG |
| SETD2.e8.2 | GACTGTGAACGGACAACCTGAGGG |
| SETD2.e8.3 | GTGAACGGACAACCTGAGGGTTGG |

| target     | sequence                        |
|------------|---------------------------------|
| Rosa26     | GAAGATGGGCGGGAGTCTTC            |
| Myb.33     | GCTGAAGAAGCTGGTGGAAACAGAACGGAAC |
| Setd2_e1.1 | AAATCCCCCATCTTCGGTGG            |
| Setd2_e3.1 | TCAAGTCGATTTTTGCCCAA            |
| Setd2_e5.1 | CTGGGGCTTAAGGGCTGCTA            |
| Setd2_e6.1 | GTACCTCTCCACAGTATTCC            |
| Setd2_e8.1 | GCCTGAAGGAACCTAGTTTGG           |

**Supplementary Table 3.** shRNA sequences targeting SETD2 and controls used in this study

| target     | sequence                                                                                                                  |
|------------|---------------------------------------------------------------------------------------------------------------------------|
| Ren.713    | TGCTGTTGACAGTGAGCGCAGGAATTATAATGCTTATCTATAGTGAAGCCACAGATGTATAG<br>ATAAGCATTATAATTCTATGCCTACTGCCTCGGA                      |
| MEN1.1105  | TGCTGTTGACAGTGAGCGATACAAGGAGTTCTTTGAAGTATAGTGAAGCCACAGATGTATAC<br>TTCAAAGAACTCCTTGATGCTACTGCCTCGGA                        |
| MLL.3710   | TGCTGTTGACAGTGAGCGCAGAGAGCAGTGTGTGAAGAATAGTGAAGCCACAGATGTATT<br>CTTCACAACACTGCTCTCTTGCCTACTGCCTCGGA                       |
| MYB.721    | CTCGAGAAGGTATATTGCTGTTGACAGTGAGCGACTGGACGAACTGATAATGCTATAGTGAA<br>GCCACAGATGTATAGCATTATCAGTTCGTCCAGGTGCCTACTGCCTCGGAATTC  |
| SETD2.124  | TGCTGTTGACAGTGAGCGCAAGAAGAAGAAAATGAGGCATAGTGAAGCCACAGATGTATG<br>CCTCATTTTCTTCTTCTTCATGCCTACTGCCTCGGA                      |
| SETD2.4318 | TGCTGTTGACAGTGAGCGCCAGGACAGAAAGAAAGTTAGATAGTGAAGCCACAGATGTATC<br>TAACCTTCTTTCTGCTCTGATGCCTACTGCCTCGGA                     |
| SETD2.4834 | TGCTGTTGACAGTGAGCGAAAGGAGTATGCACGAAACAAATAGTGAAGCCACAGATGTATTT<br>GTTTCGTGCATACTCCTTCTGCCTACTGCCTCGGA                     |
| SETD2.6417 | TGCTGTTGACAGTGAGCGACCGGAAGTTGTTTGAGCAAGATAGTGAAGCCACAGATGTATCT<br>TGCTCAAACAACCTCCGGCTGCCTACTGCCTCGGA                     |
| SETD2.6880 | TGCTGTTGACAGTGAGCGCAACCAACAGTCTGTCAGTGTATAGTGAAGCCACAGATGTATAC<br>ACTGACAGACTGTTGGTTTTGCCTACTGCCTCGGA                     |
| SETD2.7461 | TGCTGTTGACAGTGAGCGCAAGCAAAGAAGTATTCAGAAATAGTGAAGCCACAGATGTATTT<br>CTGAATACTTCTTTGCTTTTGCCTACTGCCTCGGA                     |
| Myb.670    | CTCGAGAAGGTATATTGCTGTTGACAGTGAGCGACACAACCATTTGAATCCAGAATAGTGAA<br>GC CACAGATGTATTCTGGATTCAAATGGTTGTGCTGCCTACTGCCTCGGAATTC |
| Setd2.1638 | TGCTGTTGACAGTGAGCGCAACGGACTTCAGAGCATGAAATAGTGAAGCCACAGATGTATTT<br>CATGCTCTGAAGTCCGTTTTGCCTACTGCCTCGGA                     |
| Setd2.4051 | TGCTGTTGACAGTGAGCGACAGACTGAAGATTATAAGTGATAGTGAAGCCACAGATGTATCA<br>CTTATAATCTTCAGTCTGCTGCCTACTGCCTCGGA                     |
| Setd2.6880 | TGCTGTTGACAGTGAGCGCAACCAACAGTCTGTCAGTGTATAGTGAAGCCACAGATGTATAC<br>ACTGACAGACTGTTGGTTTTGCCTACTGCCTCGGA                     |

**Supplementary Table 4.** Primers used in this study

| qPCR primers used in this study |         |                         |
|---------------------------------|---------|-------------------------|
| mSetd2_1                        | Forward | GATCAAACAGCTCCAAAGACTC  |
|                                 | Reverse | GGTGTATCATATCTGTCATCTGG |
| mSetd2_2                        | Forward | CTTATTCACAGACAACTCCACC  |
|                                 | Reverse | CATTTCAGATGGCTGCAAGG    |
| mHoxA9                          | Forward | GCAGTGTATCATCACCACCA    |
|                                 | Reverse | TTTCTCTATCAACTGCCGTCC   |
| hSETD2                          | Forward | AAACACAACAACTGAACGAGG   |
|                                 | Reverse | GAGTTTGCTTGTCTGGGTCTC   |

| ChIP qPCR primers used in this study |         |                          |
|--------------------------------------|---------|--------------------------|
| mHoxA9                               | Forward | GCACTGGACTTGAGCTGTAGTTTG |
|                                      | Reverse | CCCCTGCCTTGGTTATCCTT     |
| mMeis1                               | Forward | CAGGCGGAGAGGTGGATTC      |
|                                      | Reverse | CCTGCCGAGGAGCCTACTTG     |

| Primers used for genotyping of cells with CRISPR/Cas9-induced mutations in SETD2 |                          |
|----------------------------------------------------------------------------------|--------------------------|
| forward                                                                          | GCACACACACACACACAC       |
| reverse                                                                          | CTCCTCAACTTCATATGGTCTACT |

# Supplementary material for: MLL-fusion-driven leukemia requires SETD2 to safeguard genomic integrity
**Source:** Nat Commun. 2018 May 18;9:1983. doi: 10.1038/s41467-018-04329-y
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

Description of Additional Supplementary Files

File Name: Supplementary Data 1

Description: Spectral counts values of 960 interactors of 7 selected MLL fusion proteins

File Name: Supplementary Data 2

Description: shRNA sequences targeting 128 conserved interactors of seven

How the deposited data were processed for this re-analysis (not part of the article)

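RNA was sequenced from RN2 cells, a mouse AML line with MLL-AF9 and Nras G12D, that expressed shSetd2.1638, shSetd2.6880 or the control hairpin shRen.713, with 3 libraries per hairpin. Labels give 72 h of doxycycline at 1 µg/ml. The authors mapped the reads to GRCm38 with STAR 2.5.0b, processed the alignments with SAMtools 0.1.19 and counted reads per gene with HTSeq 0.6.0. The deposited table holds raw whole counts for 24454 genes and 9 libraries, and all of its value columns were used. Libraries held 10406912 to 29934189 counts. Precision is given as standard errors or intervals from the fitted model, which cover the spread between libraries. Symbols and positions come from the NCBI RefSeq annotation of GRCm38, which holds 24376 (99.7%) of the genes. The authors' own comparisons were made with DESeq2 from these counts. As deposited by the authors, the log2 fold changes and their standard errors are of shRen.713 over a Setd2 hairpin. The p-values, as deposited by the authors, are those of DESeq2 and were adjusted by it over the genes it kept. The score deposited by the authors is DESeq2's Wald statistic, the log2 fold change over its standard error. The signal deposited by the authors is the mean of counts divided by DESeq2's size factors, over all 9 libraries. Only the adjusted p-values and signs were used, and they are marked as the authors' wherever printed.

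Each Setd2 hairpin was compared with shRen.713, and the Setd2 hairpins with each other, in separate fits of 6 libraries in edgeR 4.0.16 under R 4.3.3. Genes were kept by filterByExpr with a minimum count of 10 and a minimum total of 15, counts were scaled by TMM, and the quasi-likelihood test was adjusted by the Benjamini-Hochberg method at 0.01. Genes changed with both hairpins are those past 0.01 in each comparison with the same sign. A further fit of all 9 libraries tested the mean of both hairpins against the control. All 9 libraries, controls included, were simulated 20 times with no change between groups, from the control means and the fitted spread. This measures what sharing controls gives through that spread alone, and cannot show what a shift of the real controls would give. An exact permutation test, two-sided, was used for Setd2 alone.

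For 38 gene lists, written by hand from general knowledge and the paper before the data were examined, camera (limma 3.58.1) was run with a preset correlation between genes of 0.01 and an adjusted p threshold of 0.05, over the 34 lists with at least 3 tested genes. Of the other lists, those of B cell, T and NK cell and erythroid genes had fewer tested genes, and a pattern written for mitochondrially encoded mRNAs matched no symbol, so that list has no result. Camera with an estimated correlation, fry and fgsea 1.28.0 were alternatives, and no call of camera held with an estimated correlation except that of the neutrophil list with shSetd2.6880. The members of a list are also counted one by one, over all tested genes and adjusted over the list alone. The lists stand for the paper's gene sets, which were not used here. Lists overlap, and a gene on more than one is counted in each.

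Genes are named by a rule set before the data were examined: genes the paper names, the 10 highest and 10 lowest with both hairpins, the 5 highest and 5 lowest between the hairpins, and up to 4 members per list. The highest and lowest were taken among called genes with a mean of at least 2 CPM and values that do not overlap between the groups, leaving out predicted genes and genes with a clone name, so genes at lower levels can have larger changes. A gene outside the rule is named only where a count is 5 or fewer or a gene is singled out, and was then chosen after its values were seen.

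Alternatives were other scalings (RLE and upper-quartile factors), no filter and a filter of at least 1 CPM in 3 libraries, DESeq2 1.42.0, all 9 libraries in 1 fit, a term for the replicate number, leaving out each library in turn, an adjusted p under 0.05, and a change of at least 2-fold. Leaving out genes with a hairpin seed match was added after the data were seen. Seed matches are matches to bases 2 to 8 of a guide in annotated 3′ UTRs, and each share was set against all other sites of 7 bases with as many G and C.

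The steps were tested on simulated data made from the mean level, library sizes and fitted spread of the real genes. With 50 genes changed 2-fold, 47 were recovered for shSetd2.1638, 48 for shSetd2.6880 and 47 between the hairpins. At the smallest change simulated, 33, 19 and 18 of 50 were recovered, and at 1.5-fold 41, 41 and 46. Of the called genes 2.84%, 2.47% and 1.23% had not been changed. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and matplotlib 3.10.9. Chromatin immunoprecipitation, proteomic and screening data of the study were not analysed here.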

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

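Tests chosen only after the result was seen are the Setd2 level, the library left out and the genes free of seed matches as explanations of the differences between hairpins, the controls left out for the cholesterol genes, and gene length for each hairpin on its own. The other tests here were set before the result they measure was seen.

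By camera with its preset correlation, lists of neutrophil, mitosis, ATF4 response, immediate early and ribosome biogenesis genes differed between the Setd2 hairpins, and none did with an estimated correlation (adjusted p = 0.184, 0.629, 0.835, 0.629 and 0.304). A direct test between them called 1786 genes, 1050 higher and 736 lower with shSetd2.6880 (58.8% higher with TMM scaling, 47.8% with upper-quartile factors). Without shSetd2.6880 replicate 1 the count was 3076, and without replicate 1, 2 or 3 of shSetd2.1638 it was 924, 1104 and 838. At a mean of at least 2 CPM, the genes furthest higher with shSetd2.6880, as log2 differences, were the stefin gene Stfa2 (4.21), the lactoferrin gene Ltf (3.95), the glucose transporter gene Slc2a3 (3.71), Cstdc6, a relative of Stfa2 that can share its reads (3.66), and Itgb2l, an integrin of neutrophils (3.36). Those furthest lower were Lin28b, an RNA-binding protein that blocks let-7 (-2.39), Frmd4b (-2.30), Kmo, an enzyme of tryptophan breakdown (-1.85), Ly86, a partner of a Toll-like receptor relative (-1.77), and the focal adhesion gene Tns1 (-1.73). Real and other splits of these 6 libraries are too few for a share under 0.05: the real split gave 1786 genes, 1 of 10 splits was as large, and the highest other gave 0.

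Silencing of other mRNAs through the seed of shSetd2.1638 may account for part of this. Of 1033 genes lower with that hairpin that have a 3′ UTR, 183 (17.7%) held a match to its seed, against 7.76% of other genes, above every other site compared (percentile 100), an excess of about 103 genes. For shSetd2.6880 the percentile was 91.81, which by this measure leaves its seed open. Against shRen.713, genes with a shSetd2.6880 site differed from the other genes by a mean of -0.0271 on the log2 scale with that hairpin. Of 3726 other sites, 61 were as low, and no prediction had been set for this measure. Ndufa4, which encodes a mitochondrial protein and was chosen after its values were seen, fell by 1.88 with shSetd2.1638 and was at 0.10 with shSetd2.6880. Its 5 transcripts held 5 matches in all and its longest 3′ UTR held 1, so these can be 1 site counted once per transcript. A match is held by 26.6% of tested genes. The longest run complementary to the guide was 8 bases in Ndufa4, and 64.5% of tested genes have one at least as long. Direct silencing through matches in the 3′ UTR is not the whole cause, since 1121 genes differed among those with no such match, but these can lie downstream of a silenced gene, which was not tested.

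Mature neutrophil genes were higher with shSetd2.6880 than with shSetd2.1638 (camera adjusted p = 1.36e-13, adjusted p = 0.184 with an estimated correlation, 18 of 27 higher). A stronger knockdown would need less Setd2 mRNA with shSetd2.6880, and the log2 difference was -0.05 (-0.04505, 95% interval -0.267 to 0.177), although protein was not measured in these libraries. The library apart from the others, shSetd2.6880 replicate 1, was not needed: without it the list's median was 0.681. Direct silencing of these mRNAs through the seed of shSetd2.1638 is argued against, since 0 of the 18 held a match, against 8.74% of other genes. An indirect effect of a gene that either hairpin silences, or a different state of the cells, could remain and was not tested.

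The genes of cholesterol synthesis rose with both hairpins and were not discussed by the paper. Hmgcs1 and Cyp51, enzymes of the pathway, rose by 0.62 and 0.82 with shSetd2.1638 and by 0.67 and 0.82 with shSetd2.6880, and the LDL receptor gene Ldlr by 0.75 and 0.82. Of 23 genes, 21 were higher, none lower and 2 did not pass with shSetd2.1638 (camera adjusted p = 6.31e-12, 23 adjusted over the list alone, adjusted p = 0.635 with an estimated correlation), and 16, none and 7 with shSetd2.6880 (4.19e-11, 19 adjusted over the list alone, 0.469 estimated). In shSetd2.6880 replicate 1 these genes were lower than in its other replicates, by a median of -0.317.

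Some genes higher with both hairpins may instead be lower in the control, through the seed of shRen.713: 66 of 453 held a match (14.6% against 8.40%, percentile 99.84), an excess of about 28. For the cholesterol genes this is argued against, since 1 of 16 held a match (percentile 23.06 among random sets), as is a single control library, since the highest adjusted p without any control was 2.4e-10. A trend with gene length stays open. Its Spearman correlation across genes with the mean change was -0.05 (-0.05045), but this joins opposite signs, -0.13 (-0.1275) with shSetd2.1638 and 0.04 with shSetd2.6880, and genes lower with both were longer (median 31650 bases) than those higher with both (24014) or all tested (22228). A response to lower Setd2 stays open, as does any other effect of the control hairpin, which both comparisons share. The count of 864 genes was exceeded by none of 99 other groupings drawn (1 of 100, highest other 572, with shSetd2.6880 in the control's place), but with shSetd2.1638 in the control's place, which was not among those drawn, it was 1037.

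Further lists, beyond those of DNA damage and myeloid genes, passed. With shSetd2.1638 these were ribosomal proteins (27 of 72 higher, none lower, 45 not past, 27 adjusted over the list alone, camera adjusted p = 0.00998), led by Rps14 and Rps18 (0.49 each), and ribosome biogenesis (13 higher, 1 lower, Tsr1, and 18 not past of 32, 15 adjusted over the list alone, 0.0176), with the methyltransferase gene Fbl at 0.44. Genes of the unfolded protein and ATF4 response were lower (none higher, 11 lower, 14 not past of 25, 11 adjusted over the list alone, 0.024, and 0.119 without shSetd2.1638 replicate 2), among them Trib3 (-1.13) and the asparagine synthetase gene Asns (-0.74). All 3 had an adjusted p = 0.776 with an estimated correlation. With shSetd2.6880, 8 ribosomal protein genes of 71 were higher and none lower (63 not past, 8 adjusted over the list alone, camera adjusted p = 0.268). For cytoplasmic ribosomal protein genes, shSetd2.6880 against shRen.713 passed, higher, without shSetd2.6880 replicate 1 (camera adjusted p = 0.000651), in which they were lower than in the others by a median of -0.302. Ribosome biogenesis had none higher, 1 lower (Noc2l) and 31 not past (0 adjusted over the list alone, 0.378), and the unfolded protein list 1 higher (the cystine transporter gene Slc7a11), none lower and 24 not past (1 adjusted over the list alone, 0.589). DESeq2 called 1 gene of the unfolded protein list lower with shSetd2.6880.

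With shSetd2.6880, genes of mitosis were higher (9 higher, none lower, 26 not past of 35, 14 adjusted over the list alone, camera adjusted p = 5.2e-06, and adjusted p = 0.469 with an estimated correlation), among them the kinetochore genes Nuf2 (0.35) and Ndc80 (0.38). In its replicate 1 these genes were higher than in the others, by a median of 0.127. Interferon-stimulated genes (4 higher, none lower, 21 not past of 25, 4 adjusted over the list alone, 0.0038, estimated 0.298) included Usp18 (1.28) and the sensor gene Ifih1 (0.52). Immediate early and heat shock genes (4 higher, none lower, 15 not past of 19, 7 adjusted over the list alone, 0.013, estimated 0.531, and 0.0637 without shSetd2.6880 replicate 3) included Klf6 (1.33) and Zfp36 (0.53). NF-kB genes (3 higher, none lower, 9 not past of 12, 4 adjusted over the list alone, 0.0419, estimated 0.665) included the chemokine gene Ccl4 (1.15) and Tnf (0.68), and did not pass without shRen.713 replicate 1 (0.073) or shSetd2.6880 replicate 2 (0.123) or 3 (0.0851). The last pair of lists were lower in shSetd2.6880 replicate 1 than in its others, by medians of -0.274 and -0.253. With shSetd2.1638, mitosis had 4 higher, 15 lower, such as Plk1 (-0.34), and 16 not past (20 adjusted over the list alone, 0.18), interferon genes 10, 3 and 12 (14 adjusted over the list alone, 0.319), immediate early genes 2, 4 and 13 (6 adjusted over the list alone, 0.962, median 0.0433 and mean -0.044, test lower) and NF-kB genes 5, 2 and 5 (7 adjusted over the list alone, 0.481).

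Tested directly, shSetd2.6880 against shSetd2.1638, mitosis was higher (20 of 35, none lower, 25 adjusted over the list alone, adjusted p = 1.42e-07), as were immediate early genes (5 of 19, none lower, 6 adjusted over the list alone, 0.00598) and the unfolded protein list (5 of 25, none lower, 5 adjusted over the list alone, 0.0227), while ribosome biogenesis was lower (7 of 32, none higher, 8 adjusted over the list alone, 0.00598). With an estimated correlation their adjusted p-values were 0.629, 0.629, 0.835 and 0.304.

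Other splits of the 6 libraries are too few for a share under 0.05 in the comparisons with shRen.713. For shSetd2.1638 the real split gave 3817 genes (1 of 10 splits as large, highest other 0) and 6 lists (2 of 10, highest other 6), and for shSetd2.6880 1540 genes (1 of 10, highest other 0) and 9 lists (4 of 10, highest other 13). Splits that mix the groups thus passed as many lists or more, so the number of lists passed by camera does not set the real groups apart. For both hairpins together, 2 of 84 splits gave 2224 genes or more, the real one included. The other, with 2609, set the 3 libraries of shSetd2.1638 apart, which points to a structure of the samples by hairpin. Replicates may not be separate cultures, so this share cannot exclude a chance difference between cultures.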

How the results depend on the processing

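No gene or list value that passed its test changed direction under an alternative, while 39 of 5894 values of single genes and lists changed sign where neither value passed and are counted as the same below. The balance of called genes did turn with upper-quartile factors, from 462 higher and 402 lower to 394 and 483 with both hairpins, and from 54.7% to 45.3% higher with shSetd2.6880, from 50.9% to 44.6% together and from 58.8% to 47.8% between hairpins. Over the results that answer a comparison, 252 values kept their direction and side of the threshold or stayed within 1.5 times, 39 moved, 3 were lost and 3 gained a call. These results include 4 single lists (p53 targets, double-strand break repair, neutrophil, and monocyte and macrophage genes) picked after a first look at the data, and the correlation of fold changes counts as moved at a difference of 0.1. Among single genes and lists, 5440 were the same, 54 moved, 258 lost and 135 gained a call. Where a change is given without a cause, the cause was not tested. The seed setting was chosen after seeing the data and tests fewer genes, and settings without a library have fewer samples.

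With all 9 libraries in 1 fit, shSetd2.1638 changed 2517 genes. An adjusted p under 0.05 gave 2877 genes for shSetd2.6880, 1603 for both hairpins, 3531 for both together and 3307 between hairpins. A 2-fold minimum gave 262 for shSetd2.1638, 226 for shSetd2.6880, 77 for both, 182 together and 209 between. Without genes that hold a seed site, of fewer genes tested, there were 2514 genes changed, shSetd2.1638 against shRen.713, 1009 genes changed, shSetd2.6880 against shRen.713, 550 genes changed the same way with both Setd2 shRNAs, 1462 genes changed, both Setd2 shRNAs together against shRen.713, 1121 genes that differ between the 2 Setd2 shRNAs, and 4 lists for shSetd2.6880. Leaving out 1 library gave, lowest to highest, 769 (without shRen.713 replicate 2) to 3185 (without shSetd2.6880 replicate 1) for shSetd2.6880, 464 to 1537 for both (the same libraries), 1345 to 3466 together (the same), 838 (without shSetd2.1638 replicate 3) to 3076 (without shSetd2.6880 replicate 1) between, and 5 (without shSetd2.6880 replicate 3) to 12 (without its replicate 1) lists for shSetd2.6880. Without shRen.713 replicate 1 or 3 the counts were 797 and 785 for shSetd2.6880, 488 and 483 for both and 1385 and 1460 together, and without shSetd2.1638 replicate 1 or 2 they were 924 and 1104 between. DESeq2 called 732 genes with both hairpins, of which 692 were also on the list of 864. The correlation of fold changes was 0.624 without a filter on low counts.

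With an estimated correlation, camera called 0 lists for shSetd2.1638 and 1 for shSetd2.6880. The neutrophil list with shSetd2.1638 was at an adjusted p of 0.776 and the monocyte list at 0.635 and, with shSetd2.6880, 0.123. Fry, which does not compare a list with other genes, called 20 and 14 lists, with p53 targets lower at 0.0105 and 0.00238, and fgsea called p53 targets lower with shSetd2.6880 (0.0188).

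A replicate block gave 2376 genes for shSetd2.6880, and 3725, 1208, 2268 and 1607 for shSetd2.1638, both, together and between. Whether the numbers pair the samples is not settled: of 9 pairs with the same number, 4 correlated above 0.1 (range -0.259 to 0.332), and not every library correlated best with its own number. Same-numbered pairs were at 0.332, 0.0616 and 0.189 between shRen.713 and shSetd2.6880. They were at -0.00246, -0.0723 and 0.156 between shRen.713 and shSetd2.1638, and at -0.116, -0.259 and 0.307 between the Setd2 hairpins. At these depths, the smallest simulated changes were recovered for 66% of simulated genes with shSetd2.1638 and 38% with shSetd2.6880, and 2-fold changes for 94% and 96%.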

Differences from the paper's values

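The paper's numbers of changed genes with Setd2 knockdown, 868 in all, 458 up and 410 down, stand beside 864, 462 and 402 here at the same adjusted p of 0.01, and none differs by more than 1.5 times. Per hairpin, the authors' deposited tables lie further off, with 2402 genes against 3817 here for shSetd2.1638 and 2093 against 1540 for shSetd2.6880. With all 9 libraries in 1 edgeR fit the counts were 2517 and 2072, nearer to the authors'. With DESeq2 on 6 libraries they were 2895 and 1406. The authors' deposited mean signal covers all 9 libraries, so the libraries in the fit can account for much of this gap. Of the genes changed with both hairpins, 701 are on both lists. Alternatives set before the data were examined that do differ are those without shRen.713 replicate 1, 2 or 3 (488, 464 and 483 in all), without shSetd2.6880 replicate 1 (1537), at an adjusted p under 0.05 (1603) and with a 2-fold minimum (77). With upper-quartile factors, 394 genes were up and 483 down, the opposite balance to the paper's, within 1.5 times of each of its numbers.

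The paper states that genes linked to DNA damage were upregulated with both hairpins. Of 29 p53 targets, 1 was higher and 13 lower with shSetd2.1638, and 1 was higher and 6 lower with shSetd2.6880. Of 38 genes of double-strand break repair, 3 were higher and 5 lower, and none was higher and 2 lower. No list of p53 targets, repair or checkpoint genes passed as higher with camera under any setting. Of genes of excision and mismatch repair, 7 were higher and 3 lower with shSetd2.1638, and none was higher and 1 lower with shSetd2.6880 (camera adjusted p = 0.0781 and 0.827). With DESeq2, 1 of them was higher and none lower with shSetd2.6880. Regulators of apoptosis were higher with shSetd2.6880 (camera adjusted p = 0.0402, and 0.366 with an estimated correlation). That call was also lost without shRen.713 replicate 1 (0.0637) or shSetd2.6880 replicate 3 (0.0792). With shSetd2.1638, fry, which does not compare a list with other genes, called excision and mismatch repair (adjusted p = 0.00609) and regulators of apoptosis (0.00202) higher. The paper's gene set was not used here, and its members can differ from these lists.

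The paper reports p21 induced with Setd2 knockdown, as protein after 5 days of Dox (Supplementary Fig. 7c), a longer treatment than the 72 h of these libraries. The mRNA of Cdkn1a fell by 0.15 with shSetd2.1638 and by 0.30 with shSetd2.6880. No alternative reversed it, but both calls were lost without shRen.713 replicate 2 (adjusted p = 0.0799 and 0.014). For Cdkn1a, shSetd2.1638 against shRen.713 was also lost without shSetd2.1638 replicate 3 (0.0904).

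The paper reports reduced cell cycle progression, measured in cells after 8 days of Dox (Supplementary Fig. 7d), a longer treatment than here. Of 35 genes of mitosis, 4 were higher and 15 lower with shSetd2.1638 (camera adjusted p = 0.18), and 9 were higher and none lower with shSetd2.6880 (5.2e-06, and 0.469 with an estimated correlation).

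The paper states that gene programs of myeloid differentiation were induced. The monocyte and macrophage list was higher with both hairpins (adjusted p = 2.95e-06 and 3.67e-07) and the neutrophil list was higher with shSetd2.6880 (1.11e-11), while with shSetd2.1638 it was lower (0.0176, median log2 fold change -0.262). With an estimated correlation the neutrophil call with shSetd2.6880 held (0.0413), and the monocyte calls (0.635 and 0.123) and the neutrophil call with shSetd2.1638 (0.776) did not. For Mac-1, which the paper reports higher on the cell surface, the mRNA of Itgam was at -0.09 with shSetd2.1638 (adjusted p = 0.049) and rose by 0.30 with shSetd2.6880. Kit fell with both, as the paper reports for the protein, and so did Hoxa9.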

Other observations

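Genes of the MLL program that passed the test went in both directions. Hoxa9, a homeobox gene that MLL-fusion proteins keep on, fell by 0.30 with shSetd2.1638 and by 0.28 with shSetd2.6880, the transcription factor gene Myb by 0.19 and 0.24, and the cell cycle kinase gene Cdk6 by 0.33 and 0.57, while Meis1 was at -0.07 and -0.04 and did not pass. Cd34, a marker of progenitors, rose by 0.70 and 0.21. Of 23 MLL-fusion targets, 5 were higher, 9 lower and 9 not past with shSetd2.1638 (14 adjusted over the list alone, camera adjusted p = 0.681), and 3 higher, 4 lower and 16 not past with shSetd2.6880 (10 adjusted over the list alone, 0.577). Of 27 members of DOT1L, elongation and MLL complexes, 8 were higher, 5 lower and 14 not past (14 adjusted over the list alone, 0.481), and 3, 1 and 23 (4 adjusted over the list alone, 0.222). Aff3, a scaffold of elongation complexes, rose by 3.34 and 2.87, from a mean of only 0.210 CPM with shRen.713. Its relative Aff1 fell by 0.46 and 0.28, and Kmt2a, the gene of MLL itself, fell by 0.47 with shSetd2.1638 and was at 0.08 with shSetd2.6880. Kmt2a had a mean of 3448 CPM. The cells also carry MLL-AF9, and reads from that fusion could be counted as Kmt2a, which was not tested. Of 124 conserved interactors of MLL-fusion proteins, 27 were higher, 23 lower and 74 not past (53 adjusted over the list alone, 0.742), and 13, 9 and 102 (23 adjusted over the list alone, 0.685), with the transcription factor gene Runx1 at 0.46 and 0.31.

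Replication and metabolism genes were mixed too. The polymerase gene Pola1 rose by 0.43 and 0.41 and the loading factor gene Cdc6 fell by 0.24 with each hairpin. Of 36 DNA replication genes, 9 were higher, 5 lower and 22 not past with shSetd2.1638 (14 adjusted over the list alone, 0.481), and 1, 2 (Mcm4 and Cdc6) and 33 with shSetd2.6880 (0 adjusted over the list alone, 0.53). Replication histones had 1 higher (H2bc4) and 4 not past of 5 (1 adjusted over the list alone, 0.746), and none past with shSetd2.6880 in edgeR, in DESeq2 or at an unadjusted p under 0.05 (0 of 5, 0.378). Of 40 lysosome genes, 16 were higher, 8 lower and 16 not past (25 adjusted over the list alone, 0.284), and 9, 6 and 25 (17 adjusted over the list alone, 0.378), with the protease gene Ctss at 1.03 and 0.42. Of 41 splicing genes, 11 were higher, 4 lower and 26 not past (15 adjusted over the list alone, 0.149), and 2, 2 and 37 (4 adjusted over the list alone, 0.685), with the snRNP genes Snrpd1 and Snrpd3 higher with both. Of 19 glycolysis genes, 7, 5 and 7 (12 adjusted over the list alone, 0.681) and 2, none and 17 (2 adjusted over the list alone, 0.12), with the glucose transporter gene Slc2a1 at 0.24 and 0.32.

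Of 12 MAP kinase output genes, 2 were higher, 2 lower and 8 not past (4 adjusted over the list alone, 0.768), and 2, 1 and 9 (3 adjusted over the list alone, 0.344), with the cyclin gene Ccnd1 at 0.77 and 0.41. Of 10 antigen presentation genes, 4 were higher, 2 lower and 4 not past (7 adjusted over the list alone, 0.284), and none, 1 (H2-D1) and 9 (1 adjusted over the list alone, 0.781, median 0.0385 and mean -0.0299, test lower). DESeq2 called 1 of these genes higher with shSetd2.6880. Of 12 common reference genes, 2 were higher, 3 lower and 7 not past (5 adjusted over the list alone, 0.681), and none, 1 (Gusb) and 11 (2 adjusted over the list alone, 0.657). Here too, DESeq2 called 1 gene higher with shSetd2.6880. Genes named here beyond the rule were chosen after their values were seen.

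Markers of other lineages were low or mixed. The histidine decarboxylase gene Hdc of mast cells and basophils fell by 0.74 and 0.75. Of 7 genes of these cells and eosinophils, 1 was higher, 3 lower and 3 not past (4 adjusted over the list alone, 0.681), and 1 (Gata2), 1 (Hdc) and 5 (3 adjusted over the list alone, 0.181). Of 6 megakaryocyte genes, 1 was higher (Vwf), 1 lower (Gp1ba) and 4 not past (2 adjusted over the list alone, 0.82, median -0.141 and mean -0.0143), and 1 (Itgb3), none and 5 (1 adjusted over the list alone, 0.827, median 0.0114 and mean -0.0616). Of 5 dendritic cell genes, 2 were higher (Flt3 and Bst2), none lower and 3 not past (2 adjusted over the list alone, 0.232), and none passed with shSetd2.6880 in edgeR, in DESeq2 or at an unadjusted p under 0.05 (0.599). Of T and NK cell genes, Cd28 rose by 0.28 and 0.69, neither of 2 B cell genes tested passed, and no erythroid gene was tested. Lrp1, a receptor the paper names, rose by 1.04 and 0.55, and H2ax was at -0.09 and -0.10 and did not pass.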
